# Combination of 5-fluorouracil and thymoquinone targets stem cell gene signature in colorectal cancer cells

**DOI:** 10.1038/s41419-019-1611-4

**Published:** 2019-05-16

**Authors:** Benardina Ndreshkjana, Aysun Çapci, Volker Klein, Pithi Chanvorachote, Julienne K. Muenzner, Kerstin Huebner, Sara Steinmann, Katharina Erlenbach-Wuensch, Carol I. Geppert, Abbas Agaimy, Farah Ballout, Chirine El-Baba, Hala Gali-Muhtasib, Adriana Vial Roehe, Arndt Hartmann, Svetlana B. Tsogoeva, Regine Schneider-Stock

**Keywords:** Cancer stem cells, Translational research

## Abstract

Cancer stem cells (CSCs) residing in colorectal cancer tissues have tumorigenic capacity and contribute to chemotherapeutic resistance and disease relapse. It is well known that the survival of colorectal CSCs after 5-fluorouracil (5-FU)-based therapy leads to cancer recurrence. Thus CSCs represent a promising drug target. Here, we designed and synthesized novel hybrid molecules linking 5-FU with the plant-derived compound thymoquinone (TQ) and tested the potential of individual compounds and their combination to eliminate colorectal CSCs. Both, Combi and SARB hybrid showed augmented cytotoxicity against colorectal cancer cells, but were non-toxic to organoids prepared from healthy murine small intestine. NanoString analysis revealed a unique signature of deregulated gene expression in response to the combination of TQ and 5-FU (Combi) and SARB treatment. Importantly, two principle stem cell regulatory pathways WNT/ß-Catenin and PI3K/AKT were found to be downregulated after Combi and hybrid treatment. Furthermore, both treatments strikingly eliminated CD133+ CSC population, accompanying the depleted self-renewal capacity by eradicating long-term propagated 3D tumor cell spheres at sub-toxic doses. In vivo xenografts on chicken eggs of SARB-treated HCT116 cells showed a prominent nuclear ß-Catenin and E-cadherin staining. This was in line with the reduced transcriptional activity of ß-Catenin and diminished cell adhesion under SARB exposure. In contrast to 5-FU, both, Combi and SARB treatment effectively reduced the angiogenic capacity of the remaining resistant tumor cells. Taken together, combination or hybridization of single compounds target simultaneously a broader spectrum of oncogenic pathways leading to an effective eradication of colorectal cancer cells.

## Introduction

Colorectal cancer (CRC) remains a leading cause of cancer-related deaths worldwide^1^. Two major obstacles in CRC therapy are the resistance of tumor cells to chemotherapeutic drugs and their relapse after treatment, limiting patient survival^2^. Accumulating evidence indicates that cancer stem cells (CSCs) are the driving force of cancer initiation, metastasis, recurrence, and they largely contribute to chemoresistance^3^. Recent studies showed that CSCs can be identified by the expression of CD133 cell surface marker. Indeed, CD133+ tumor cells are capable of seeding new tumors^4–7^. Also WNT/β-Catenin and PI3K/AKT signaling pathways play an essential role in stem cell maintenance and are associated with an enhanced tumorigenicity of CD133+ primary CRC cells^8^. The WNT cascade is the dominant force in controlling cell fate and the regulation of its key player ß-Catenin^9–11^. Blockage of WNT signaling was shown to inhibit angiogenesis and tumor growth in CRC^12^.

5-FU-based chemotherapy is the common choice for patients with CRC. Several combination strategies with plant-derived drugs have been proposed to overcome 5-FU resistance and to reduce its side effects^13–15^. We and others have demonstrated strong anticancer effects of thymoquinone (TQ), the main component of black seed^16–20^. Only a few combination studies with 5-FU have been reported supporting the chemosensitization effects of TQ^21,22^.

The generation of hybrids between natural products and conventional chemotherapeutics is a novel approach to obtain new anticancer compounds facilitating administration and allowing easier prediction of pharmacokinetic features^23–25^. In previous studies, we showed the importance of the hybridization concept by linking two natural compounds, TQ and artemisinin, along with other bioactive natural products being highly potent antimalarial, anticancer, and antiviral compounds^26–30^.

In this present study, we analyzed the effects of novel 5-FU/TQ hybrids in CRC cells in vitro and in vivo. A NanoString-based gene expression analysis was performed to compare the anticancer effect of the SARB hybrid with the effect of the individual compounds as well as Combi treatment. In comparison to the single drug treatments we identified additional novel targets exceeding the known mechanisms of action of 5-FU and TQ. We show that both combination strategies are highly effective against CD133+ CSC populations in CRC and simultaneously inhibit the WNT/ß-Catenin and PI3K/AKT signaling pathways. Thus, our findings strongly support the idea of combination therapy between the clinical drug 5-FU and the plant-derived compound TQ and suggest the hybridization concept as a promising strategy to develop new drug candidates for CRC.

## Results

### Generation of hybrid compounds of the natural product TQ (1) and 5-FU (2)

We designed hybrid molecules based on 5-FU and TQ. The parent compounds (**3–8**) of hybrids were synthesized from TQ and 5-FU. Hybrids were obtained via three different chemical reactions; esterification (SARB), amide coupling (AC29), and click reaction (KV98) (Fig. 1). All hybrid structures were identified with spectroscopic analysis and their purity was confirmed via elemental analysis (see supplementary information).

**Fig. 1:**
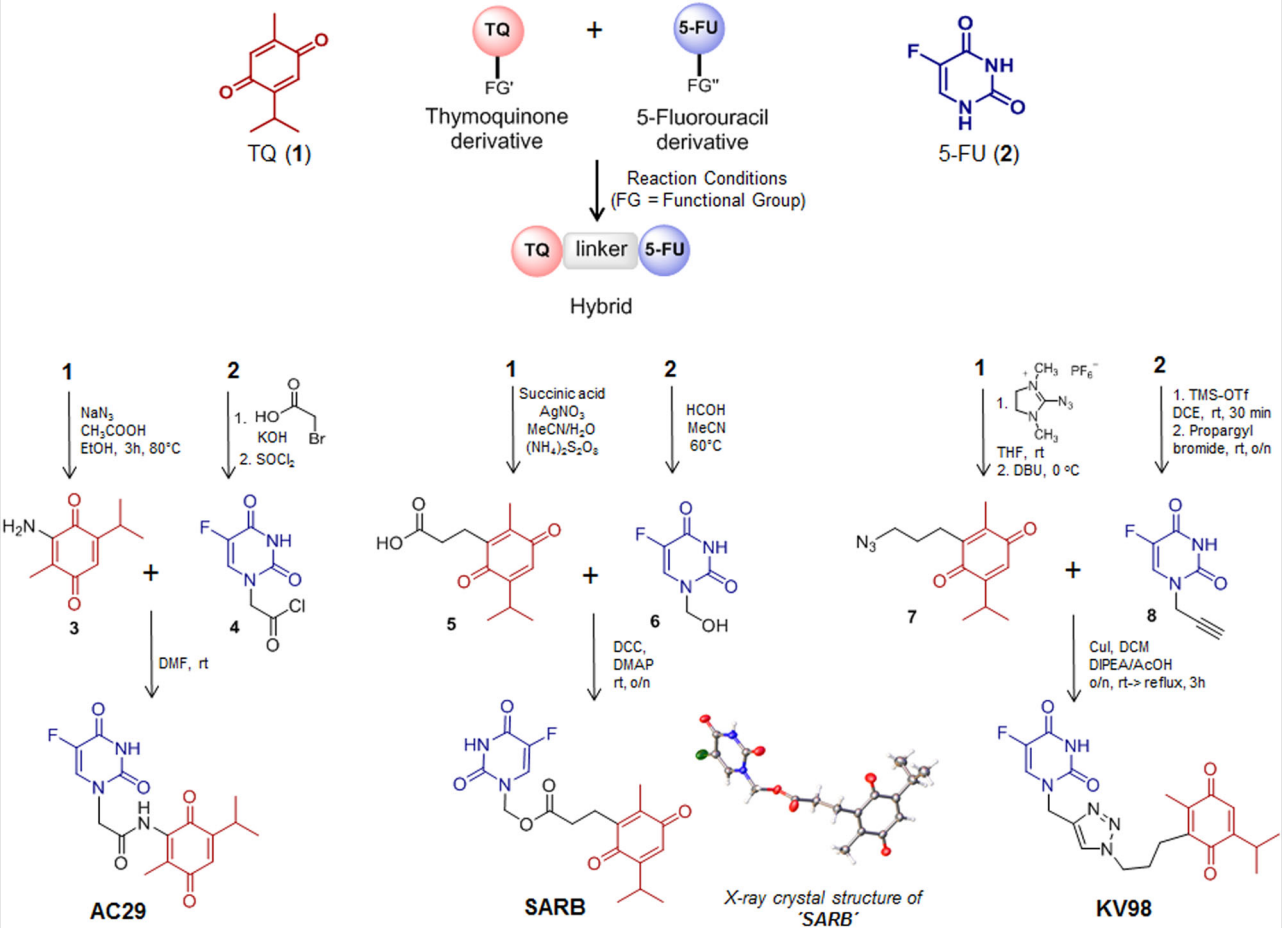
Generation of hybrid compounds from the natural product Thymoquinone (TQ, **1**) and 5-Fluorouracil (5-FU, **2**). All parent compounds (**3–8**) of hybrids (SARB, AC29, and KV98) were synthesized from Thymoquinone and 5-Fluorouracil

### Combination and hybrid treatments potentiate the cytotoxic effects of the individual compounds

First, we examined the anti-proliferative properties of the single drugs and their combination in a 1:1 mixture by exposing HCT116 and HT29 human colon cancer cells to different drug concentrations. We observed a clear reduction of viability in both cell lines, when treating with TQ or 5-FU alone, with HT29 cells being generally less sensitive (Suppl. Fig. 1A, B). The combination of TQ with 5-FU (Combi) increased the cytotoxic effect in HT29 cells (Suppl. Fig. 1C). Next, we synthesized three hybrids bearing variable linkers (Fig. 1). Interestingly, only SARB hybrid was effective in HCT116 cells with an IC_50_ = 16 µM, whereas the two other hybrids, KV98 and AC29, as well as SARB parent compounds, produced an IC_50_ > 100 µM (Suppl. Fig. 1D, E). Consequently, for all subsequent experiments we focused on SARB hybrid. When comparing Combi and SARB, both showed increased cytotoxicity in HCT116 with almost similar IC_50_, whereas in HT29 cells Combi produced a lower IC_50_ (Suppl. Fig. 1C, E). Next, we tested the cytotoxic effects of SARB against the HCEC nonmalignant colon epithelial cells. Intriguingly, SARB exerted higher IC_50_ values on normal cells (IC_50_ = 52 µM), suggesting specificity to cancer cells (Suppl. Fig. 1F). In order to evaluate the toxicity of the compounds under physiological condition, organoid cultures were treated with both individual compounds, Combi and SARB. In the control group, the organoids were found to gradually enlarge with a sharp morphology and pronounced villi. The organoid architecture was nearly unaffected after TQ treatment and the clear villi-lumen structure was only slightly disrupted under 5-FU, Combi, or SARB exposure at a dose up to 50 µM. Viability measurements showed only a minor reduction in viable cells to ~70–80% when individual treatments were used, while in response to the Combi and SARB, the vitality varied from 60% to 80% (Suppl. Fig. 2A, B). To determine whether the growth-inhibitory effect was related to the induction of apoptosis, we performed an Annexin/PI analysis. The cells were exposed to the IC_50_ of single compounds and IC_65_ of Combi and SARB. The apoptotic cell fraction was significantly increased when cells were treated with SARB in HCT116 cells; however, in HT29 cells the Combi and SARB exhibited comparable effects to the single drugs (Suppl. Fig. 2C, D). Altogether, these observations suggest the superior action of our designed drug combination strategy which we aimed to further investigate at the molecular level.

### Gene expression profiling identifies WNT/ß-Catenin and PI3K/AKT signaling pathways as the major targets of SARB hybrid treatment

To identify a specific pattern of gene alterations caused by single drugs, Combi or SARB, we performed a gene expression profiling using the NanoString PanCancer Panel. 

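HCT116 cells, a human colorectal cancer line, were treated for 24 h with 40 µM TQ, with 15 µM 5-FU, with Combi as 35 µM TQ and 35 µM 5-FU, or with 35 µM SARB, and each treatment and the control had 3 samples. Combi thus held less TQ and more 5-FU than the single treatments. In the NanoString assay each transcript is captured by a probe pair with a color barcode, and the barcodes are counted without amplification. The panel holds 730 endogenous genes and 40 housekeeping genes, with 8 negative and 6 positive control probes. Each gene is listed by its symbol and the accession of its transcript, and genes are named by those symbols. Total counts of the endogenous genes were 220040 to 258006 in control, 135017 to 513114 in TQ, 238738 to 261686 in 5-FU, 287333 to 607782 in Combi and 226357 to 568343 in SARB. The 8 negative probes averaged 3.12 to 16.4 counts per sample, and 85 to 344 of the 730 genes had fewer than 20 counts in a sample, which limits the precision of their fold changes. The authors deposited raw counts, normalized values and a table of fold changes and p-values. For every sample, 100% of the normalized values lay within 1% of the raw count minus the geometric mean of the negative probes, set to 1 where it fell under 1, times 1 factor per sample, with products under 1 set to 1 again. That subtraction is not named in the text of the paper. Here the raw counts were scaled so that the geometric mean of the 40 housekeeping genes was equal in all 15 samples, which gives the scaled counts, and the 5 groups entered 1 quasi-likelihood fit in edgeR. A gene is called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. The samples ran on 3 cartridges, with control replicate 1 and all samples of TQ, 5-FU and SARB on the first, control replicates 2 and 3 and Combi replicate 1 on the second, and Combi replicates 2 and 3 on the third. No cartridge held both SARB and Combi, so every comparison was also fitted with cartridge as a block. With that block TQ, 5-FU and SARB are set against control replicate 1 alone, and Combi replicate 1 alone stands for Combi, against control replicates 2 and 3, because the third cartridge held only Combi, so a call can be lost with the block for lack of samples. After housekeeping scaling, the median log2 fold change of all 730 genes against control was -0.47 in TQ, -0.27 in 5-FU, -0.10 in Combi and -0.41 in SARB, and after TMM normalization, which centers the bulk of all genes, it lay between -0.07 and -0.02. Fold changes and calls are stated relative to the housekeeping genes unless TMM is named.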

TQ-treated and 5-FU-treated cells displayed a different gene expression profile compared to the untreated control as shown in the scatter plot diagram, where each point represents a particular gene (Suppl. Fig. 3A). 

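Across the 770 genes, the log10 group means of the authors' normalized values gave a Pearson r with control of 0.964 for TQ and 0.960 for 5-FU, among 5 such correlations computed over genes, which are not independent replicates. Single TQ samples gave r between 0.918 and 0.964 with single control samples, single 5-FU samples gave 0.930 to 0.957, and pairs of control samples gave 0.954 to 0.973. On the linear scale, the alternative that moved r most, the group means gave 0.986 for TQ and 0.88 for 5-FU. Without control replicate 1, r for 5-FU was 0.949. Of 730 genes tested against control, 25 were called higher and 158 lower in TQ, and 74 were called higher and 74 lower in 5-FU. The 3 treated samples did not overlap with the 3 control samples in 333 genes (45.6%) for TQ and 322 genes (44.1%) for 5-FU, where chance gives 10%. TMM normalization moved the balance to 79 genes higher and 44 lower in TQ and 104 higher and 41 lower in 5-FU. It kept 69 of the 183 genes called in TQ and 113 of the 148 called in 5-FU in the same direction. Cartridge as a block left 13 genes higher and 26 lower in TQ, and 59 higher and 39 lower in 5-FU, with 36 of the 183 and 88 of the 148 calls kept. With 1 sample left out, the count of lower genes in TQ lay between 62 (without TQ replicate 2) and 185 (without control replicate 1), with 82 without control replicate 3 and 106 without control replicate 2.

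**Figure D1:**
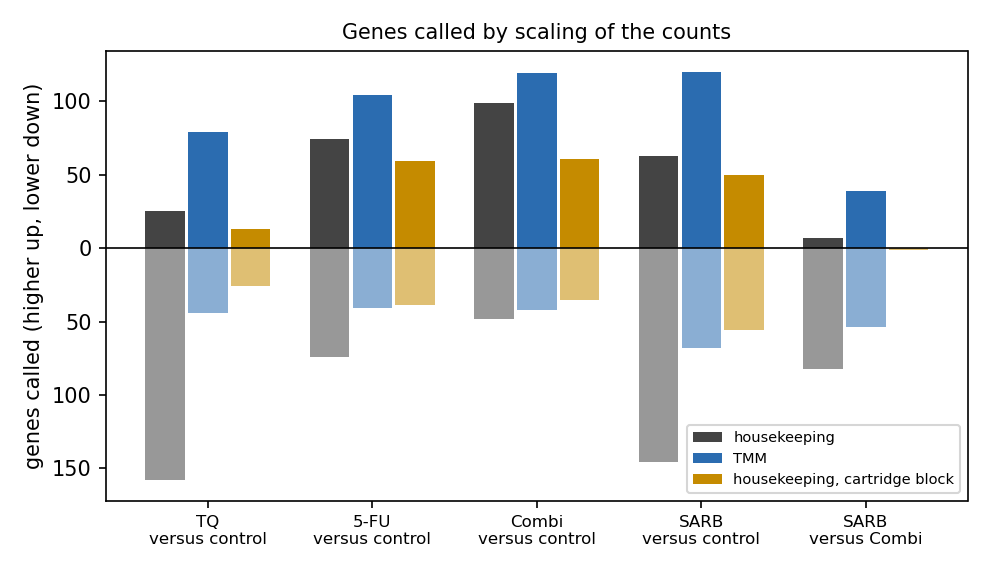
Number of genes called higher (bars up) and lower (paler bars down) in each comparison, for counts scaled to the housekeeping genes, TMM-normalized counts, and housekeeping scaling with cartridge as a block. In TQ versus control, 158 genes are lower after housekeeping scaling and 44 after TMM normalization, and in SARB versus Combi the block leaves 1 gene lower.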

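A WNT list with 77 genes on the panel and a PI3K-AKT list with 200 were written from general knowledge of the pathways, and neither STRING nor KEGG was used here. In TQ, 24 genes of the WNT list were called lower, and FOSL1 and CCND1 were called higher with log2 fold changes of 0.64 and 0.77, these names being given after their values were seen. The median log2 fold change of the WNT list was -0.64 against -0.46 for the other genes, and after TMM normalization it was -0.18. Camera, a competitive test with a preset correlation between genes, gave an adjusted p of 0.352 over 13 list tests, and its alternatives ranged from 0.00459 to 0.996. Of the PI3K-AKT list, 49 genes were called lower and 4 higher, the latter being CCND1, CCNE1 (0.79), THBS1 and LAMB3 (1.24), again named after their values were seen. Its median was -0.57 against -0.45 and its mean -0.67 against -0.56, while camera placed the list on the higher side (adjusted p = 0.88, alternatives 0.0257 to 0.996). The self-contained test fry, which asks whether a list changes at all, gave the lowest values of both ranges and placed both lists on the lower side. With the correlation between genes estimated, camera's adjusted p was 0.996 for both lists. Separate lists for RAS and RAP1 were not tested.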

Using STRING database we found that the affected downregulated genes under TQ belong to the RAS, RAP1, PI3K, and WNT signaling pathways (Suppl. Fig. 3B), as previously described^31–33^. The most significantly altered pathways in TQ upregulated genes are given in Suppl. Fig. 3C and include mostly the MAPK, PI3K, focal adhesion, and p53 signaling pathways. 

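Of 16 genes of a p53-induced list on the panel, 4 were called higher in TQ, SFN, THBS1, TNFRSF10A and TNFRSF10D, and 2 lower, CDKN1A (-0.95) and PCNA (-0.70), these names being given after their values were seen. The log2 fold changes were 0.81 for SFN, 0.71 for TNFRSF10A and 0.89 for TNFRSF10D. The list had a median of 0.26 against -0.49 for the other genes (adjusted p = 5.34e-05 from camera, alternatives 8.62e-06 to 0.037, all on the higher side). HSPA1A rose the most, from 26.4 ± 4.68 scaled counts (SD, n = 3) to 333 ± 81.8, although its near-identical copy HSPA1B makes the source of its counts uncertain. Its log2 fold change was 3.64 (standard error 0.42, adjusted p = 2.24e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOS followed with 2.70, HSPA2 with 2.11, THBS1 with 2.07 and GADD45B with 2.05. For HSPA1A and each of these genes every TQ sample lay above every control sample. MAPK and focal adhesion lists were not tested.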

As expected, 5-FU downregulated components of the cell cycle pathway (Suppl. Fig. 3D) and led to the upregulation of p53-target genes associated with DNA damage response (GADD45A), cell cycle regulation (CDKN1A), and intrinsic apoptotic signaling (FAS, BAX, PML, SFN, EPHA2). 

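SFN rose from 1170.0 ± 102 scaled counts (SD, n = 3) in control to 8304 ± 387 in 5-FU, a log2 fold change of 2.83 (standard error 0.11, adjusted p = 3.69e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDKN1A rose from 1004 ± 304 to 4542 ± 951 (2.18), FAS from 146 ± 23.7 to 638 ± 8.21 (2.12) and GADD45A from 634 ± 19.2 to 1321 ± 165 (1.06). The log2 fold changes of EPHA2, PML and BAX were 2.08, 1.39 and 1.11. The adjusted p of these genes was at most 1.16e-05, and in all 7 every treated sample lay above every control sample. All 7 were still called after TMM normalization, and also with cartridge as a block, which put their log2 fold changes between 1.00 and 2.78. In 5-FU, 14 of the 16 p53-induced genes were called higher and none lower by edgeR, with IGFBP3 and PCNA not called, and the list's median of 1.35 stood against -0.28 for the other genes (adjusted p = 1.34e-32 from camera, alternatives 2.66e-34 to 2.01e-05). Of 73 genes of a cell cycle list, 13 were called lower and 11 higher. The median of that list was -0.21 against -0.28 for the other genes (adjusted p = 0.984 from camera, alternatives 0.197 to 0.996). Camera placed the cell cycle list on the lower side, and on the higher side after TMM normalization (0.694), without control replicate 1 (0.982) and without 5-FU replicate 2 (0.992). Camera weighs the whole list, so genes that rise and genes that fall can offset each other.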

The most significantly altered upregulated pathways in 5-FU are given in Suppl. Fig. 3E.

Compared to the individual treatments, the Combi treatment reinforced the downregulation of NGFR, NPM1, HIST13H, JUN, and PLA2G4C in a possible additive manner (Suppl. Table 1). 

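NGFR rose from 67.1 ± 2.09 scaled counts (SD, n = 3) in control to 297 ± 25.8 in 5-FU and 389 ± 62.6 in Combi, with 70.3 ± 10.8 in TQ. JUN rose from 52.4 ± 9.38 to 177 ± 18.2 in Combi, with 61.7 ± 3.85 in TQ and 121 ± 22.3 in 5-FU. HIST1H3H, whose probe may also capture near-identical histone H3 genes, fell from 25650.0 ± 7337 to 2512 ± 139.7 in 5-FU and 2247 ± 169 in Combi, and NPM1 fell from 144 ± 17.4 to 59.9 ± 3.49 and 51.9 ± 20.1. PLA2G4C stood at 13.6 ± 4.92 in control, where no sample was above the background of the negative probes, at 26.2 ± 8.76 in TQ, 14.6 ± 4.84 in 5-FU and 34.8 ± 2.79 in Combi. In Combi versus control, the log2 fold changes were 2.54 for NGFR, 1.75 for JUN, 1.35 for PLA2G4C, -1.53 for NPM1 and -3.51 for HIST1H3H, all called (adjusted p of at most 0.0141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NPM1 (-0.85) and PLA2G4C (1.18) were no longer called with cartridge as a block. PLA2G4C was also lost without control replicate 1 (1.11), control replicate 2 (1.35) or Combi replicate 3 (1.31). Additivity was tested as Combi - TQ - 5-FU + control on the log2 scale, which is 0 where log2 fold changes add up, although the doses in Combi differed from the single doses. This sum contrast was 0.32 (standard error 0.24) for NGFR, -0.24 (0.38) for NPM1, 0.06 (0.28) for HIST1H3H, 0.35 (0.30) for JUN and 0.27 (0.58) for PLA2G4C. None of the 5 departed from the sum (lowest adjusted p = 0.283), and at an unadjusted p under 0.05 there were 0 in edgeR with housekeeping scaling and 1 each after TMM normalization and in DESeq2. After TMM normalization the contrast changed sign for NGFR (-0.27), HIST1H3H (-0.47), JUN (-0.23) and PLA2G4C (-0.34), without control replicate 1 for HIST1H3H (-0.16) and without control replicate 3 for PLA2G4C, at 0.00 after rounding.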

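SPP1 counted 70.9 ± 3.17 scaled counts (SD, n = 3) in Combi, against 22.2 ± 3.77 in TQ, 20.5 ± 6.61 in 5-FU and 20.7 ± 3.15 in control. EGF counted 27.2 ± 6.15 in Combi and 12.5 ± 1.82 in control, SPRY1 29.4 ± 3.56 and 16.8 ± 4.06, and IGFBP3 29.2 ± 3.12 and 17.9 ± 5.71. The control samples averaged 7.67 to 12.7 raw counts for these 4 genes, and no control sample was above the background of the negative probes. SPP1 was called higher in Combi than in control at a log2 fold change of 1.77 (adjusted p = 0.000116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EGF (1.12), SPRY1 (0.80) and IGFBP3 (0.69) were not called, with EGF called after TMM normalization (1.22). Against the sum of TQ and 5-FU, Combi lay above it by 1.63 (standard error 0.46, adjusted p = 0.00846) for SPP1 and by 2.01 (0.67, adjusted p = 0.0246) for IGFBP3, by the same test. For IGFBP3, TQ with 7.56 ± 2.33 and 5-FU with 16.1 ± 9.51 both stood below control. The negative probes, scaled as the genes, had log2 fold changes of -1.49 in TQ, -0.643 in 5-FU and -0.69 in Combi. Counts from background alone therefore lie above the sum, which limits this contrast for genes near background. EGF at 0.96 (adjusted p = 0.241) and SPRY1 at 1.20 (adjusted p = 0.107) did not depart from the sum. After TMM normalization the contrast fell to 1.02 for SPP1 and 1.40 for IGFBP3, and with cartridge as a block to 1.00 and 0.80, and neither was still called. Adjusted over the list alone, 2 of the 4 were higher in Combi than in control, and 2 lay above the sum. IGFBP3 was lost without control replicate 3 (1.77) or 5-FU replicate 1 (1.61), and SPRY1 was gained without 5-FU replicate 3 (1.71).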

Considering the upregulated genes in Combi, we found a remarkable higher frequency of potentially synergistic effects detectable for SPP1, EGF, SPRY1, and IGFBP3. In case of the FGF signaling antagonist SPRY1 and the metastasis suppressor gene IGFBP3^34^, it seems to be an inhibition of an oncogenic pathway whereas the upregulation of the two secreted factors SPP1 and EGF seems to be an undesired side effect of treatment reinforcing the PI3K signaling. Nevertheless, we identified a specific gene target panel whose expression was altered by Combi treatment including genes, such as FST, PLA2G10, NGF, PAK7 DNMT1, and BIRC3. 

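DNMT1 fell from 1608 ± 249.6 scaled counts (SD, n = 3) in control to 978 ± 113 in Combi, a log2 fold change of -0.72 (standard error 0.12, adjusted p = 5.04e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was still called after TMM normalization (-0.65), and no longer with cartridge as a block (-0.41). FST (0.21), PLA2G10 (0.54), PAK7 (-0.37) and BIRC3 (1.26, adjusted p = 0.0521 by the same test) were not called against control, where they averaged 6.33 to 17 raw counts. Without control replicate 1, FST (-0.10) changed sign, and BIRC3 was called without control replicate 2 (1.88) and after TMM normalization (1.35). Against the sum of TQ and 5-FU, Combi was called higher for FST (2.65), PLA2G10 (2.14) and BIRC3 (1.88), lower for DNMT1 (-0.88) and not called for PAK7 (0.78). For genes counted as rarely in control as FST, PLA2G10 and BIRC3, background alone can put Combi above the sum. For PLA2G10, TQ alone stood below control, with a log2 fold change of -1.17 that was lost without control replicate 2 (-1.23), control replicate 3 (-0.97), TQ replicate 1 (-1.08) or TQ replicate 2 (-1.00). PLA2G10 (1.56) and DNMT1 (-1.44) were still called in this contrast after TMM normalization. Fitted with cartridge as a block, none of these genes was called in it by edgeR, adjusted or at an unadjusted p under 0.05, while DESeq2 without the block called PLA2G10 and DNMT1. FST was lost without control replicate 2 (2.41), control replicate 3 (2.50), TQ replicate 2 (2.17), 5-FU replicate 1 (2.69), 5-FU replicate 2 (2.61) or Combi replicate 1 (2.49). The sum contrast of BIRC3 changed sign with that block (-1.89), and that of FST (-0.48) with counts under 20 set to 20 before the fit. BIRC3 was lost without control replicate 2 (1.26) or 3 (1.88), TQ replicate 1 (1.87) or 2 (1.65), 5-FU replicate 1 (1.91) or 2 (1.67), or Combi replicate 1 (1.83) or 2 (1.74).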

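Against control, 99 genes were called higher and 48 lower in Combi. Of these, 61 of the higher genes and 31 of the lower genes were called in the same direction in TQ or 5-FU. All comparisons share the 3 control samples, so overlaps arise without any effect. In 100 simulations, 4 unchanged groups and the controls were drawn around the control means, and per group as many of the genes with the lowest p were taken as were called in the data. The medians of these simulated overlaps were 39.5 higher genes (31 to 50) and 33 lower genes (23 to 40). A further 38 higher and 17 lower genes were called in neither single treatment in that direction, and 16 of the 38 were called lower in one of them. After TMM normalization, 79 higher and 16 lower genes were called in the same direction in a single treatment, and with cartridge as a block 45 and 23. Across all 730 genes, the contrast of Combi with the sum of TQ and 5-FU had a median of 0.70, and of 0.13 after TMM normalization. The balance after housekeeping scaling thus includes a shift common to many genes. Combi departed from the sum with 227 genes above it and 57 below. That balance turned to 87 above and 126 below after TMM normalization and 56 and 132 in DESeq2, and without TQ replicate 2 148 genes lay above the sum. In edgeR with cartridge as a block, which leaves Combi replicate 1 alone for Combi, 1 gene lay above the sum, DDIT4 (3.10, named after its value was seen), and 0 below, with 29 above and 16 below at an unadjusted p under 0.05.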

Although many genes were deregulated in same direction as observed for the single treatments, we provide evidence that the combination treatment also targets a characteristic gene profile (Suppl. Table 1). 

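In SARB, 63 genes were called higher and 146 lower than in control, and in Combi the balance was the other way. The SARB samples did not overlap with the controls in 307 genes (42.1%) and the Combi samples in 263 (36.0%), where chance gives 10%. The count of lower genes in SARB was 91 without control replicate 3, 92 without SARB replicate 3 and 243 without SARB replicate 2. TMM normalization gave 120 genes higher and 68 lower in SARB and 119 higher and 42 lower in Combi, and kept 131 of 209 and 138 of 147 calls in the same direction. The cartridge block left 50 higher and 56 lower in SARB and 61 higher and 35 lower in Combi. Tested directly, SARB versus Combi gave 7 genes higher and 82 lower in SARB, and 247 genes (33.8%) did not overlap. Leaving out 1 sample moved the 82 to 40 (SARB replicate 3), 49 (Combi replicate 3) or 148 (SARB replicate 2), and the 7 to 12 (Combi replicate 1). After TMM normalization 39 genes were higher and 54 lower, and DESeq2 gave 48 higher and 40 lower. A cartridge block in this comparison rests on the controls and on Combi replicate 1 alone, because no cartridge held both treatments and the third held only Combi, and it left 1 gene lower, FOS, and 0 higher in edgeR, with 14 lower and 1 higher at an unadjusted p under 0.05. The log10 group means gave r = 0.958 between control and Combi, 0.957 between control and SARB, and 0.976 between Combi and SARB across genes. Single samples gave 0.924 to 0.952, 0.912 to 0.958, and 0.946 to 0.962 in the same order, against 0.957 to 0.980 between pairs within Combi and 0.962 to 0.975 within SARB. On the linear scale the group means gave 0.877, 0.871 and 0.994, and r between control and Combi was 0.944 without Combi replicate 1.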

Next, in a scatter plot, we confirmed dissimilarities among SARB and Combi-treated samples, especially in the downregulated genes (Fig. 2A).

**Fig. 2:**
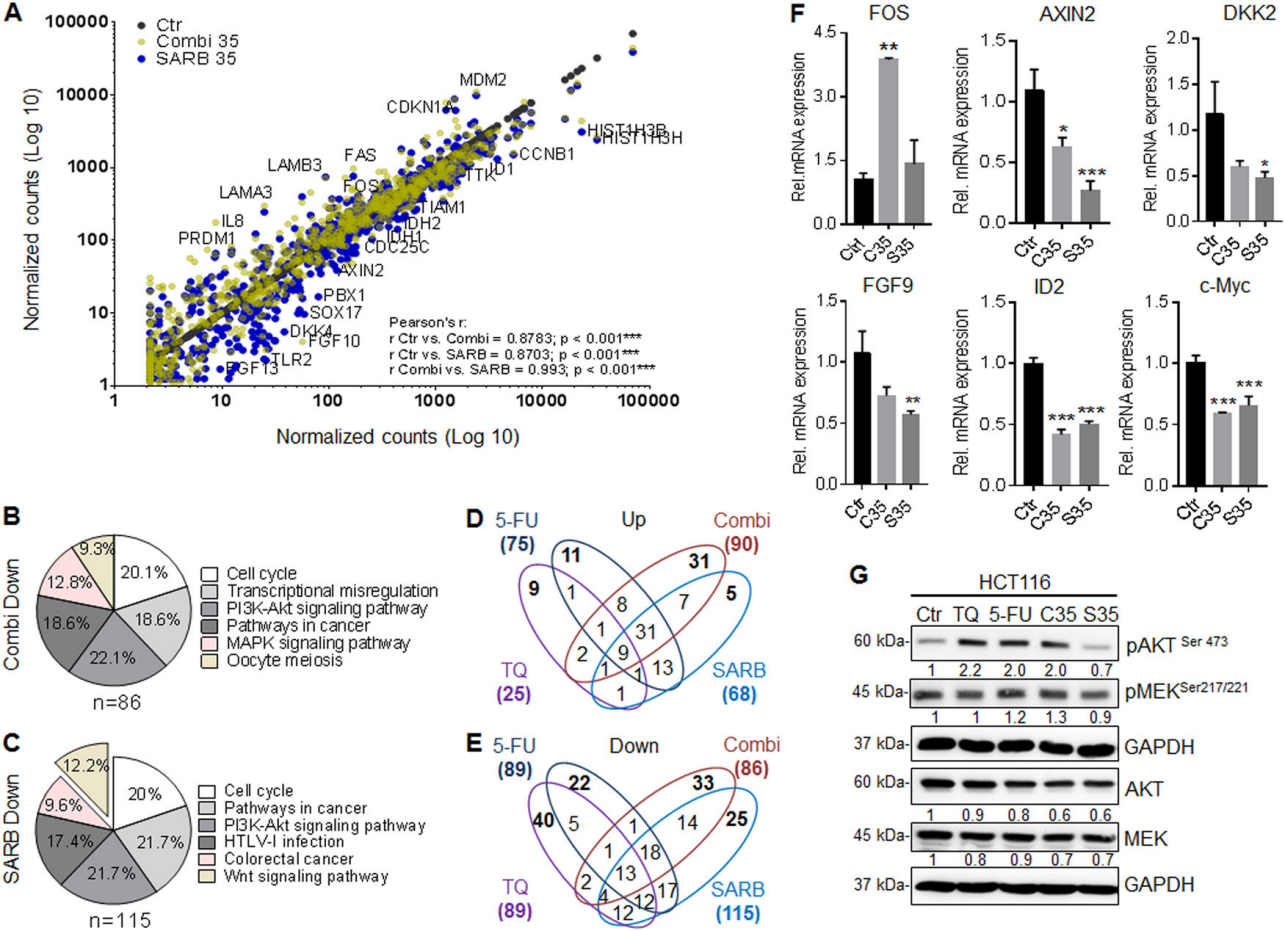
Gene expression profiling identifies WNT/ß-Catenin and PI3K/AKT signaling pathways as the major targets of SARB hybrid treatment. (**A**) Scatter plot of the whole NanoString gene set of HCT116 cells after 24 h of treatment with Combi and SARB hybrid. Normalized grouped data are shown. Log_10_ data are shown as treatment vs. untreated samples (*n* = 3). Pearson's correlation was calculated using GraphPad Prism 7.0. KEGG pathway was performed using STRING database (version 10.5) on the significantly downregulated genes under (**B**) Combi and under (**C**) SARB treatment. (**D**) Venn diagram of significantly up and (**E**) downregulated genes upon treatments. A *p*-value of  ≤ 0.05 and a fold change of  ≥ / ≤ 1.5-fold are selected for the analysis. (**F**) RT-qPCR validation of WNT target genes and FOS gene in HCT116 cells. Gene expression fold-change differences in Combi and SARB hybrid after 24 h of treatment. Values represent means ± SEM (*n* = 3), (*p < 0.05; **p < 0.01; ***p < 0.001; One way-ANOVA). B2M was used as a housekeeping gene. (**G**) Western Blot analysis of key proteins involved in PI3K/AKT signaling in HCT116 cells after 24 h of treatment with TQ 40, 5-FU 15, Combi, and SARB at same concentration of 35 µM. Western Blot images are representative of at least two independent experiments. The quantification values are presented as relative to GAPDH housekeeping protein

Although KEGG pathway analysis of the downregulated genes revealed a significant cell cycle inhibition for both treatments, there was a specific set of downregulated WNT-associated genes only in the SARB-treatment group (Fig. 2B, C). 

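Of the 73 cell cycle genes, 17 were called lower and 9 higher in Combi, and 20 lower and 8 higher in SARB (21 lower when adjusted over the list alone). The paper's pathway analysis here took the lower genes only, while camera weighs both directions of the list. The list's median log2 fold change in Combi was -0.26 against -0.09 for the other genes (adjusted p = 0.217 from camera, alternatives 0.00444 to 0.996). In SARB it was -0.33 against -0.42 (adjusted p = 0.88, alternatives 0.00415 to 0.996), and camera placed the list on the higher side after TMM normalization (0.694) and without SARB replicate 2 (0.877). Of the 77 WNT genes, 18 were called lower and 6 higher in SARB, and 9 higher and 3 lower in Combi, the latter being AXIN2 (-0.68), PPP3CB and PRKACB, of which AXIN2 was lost after TMM normalization (-0.57), without control replicate 3 (-0.52) and without Combi replicate 1 (-0.53). The WNT list's median in SARB was -0.49 against -0.41 (adjusted p = 0.836, alternatives 0.0233 to 0.996). In Combi the adjusted p was 0.88 (alternatives 0.529 to 0.996). Without the genes the paper names, camera placed the WNT list on the higher side in SARB (0.825) and in Combi (0.843). The self-contained test fry gave 0.0129 for cell cycle in Combi, 0.00415 for cell cycle in SARB and 0.0233 for WNT in SARB, all lower, and with the correlation estimated camera gave 0.996 for each.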

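WNT16 fell from 1147 ± 241 scaled counts (SD, n = 3) in control to 336 ± 47.1 in TQ and 625 ± 77 in SARB, log2 fold changes of -1.77 (adjusted p = 2.94e-08) and -0.87 (adjusted p = 7.82e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In TQ all 7 genes were called lower, with -1.14 for PPP3CA, -0.82 for PRKACB, -0.81 for TBL1XR1, -0.69 for RAC1, -0.64 for CTNNB1 and -0.63 for PPP3CB, the last of them lost without TQ replicate 2 (-0.47). SARB had 5 of them called lower, with -1.55 for PRKACB, -1.02 for PPP3CB, -0.62 for PPP3CA and -0.60 for RAC1 beside WNT16. CTNNB1 at -0.50 and TBL1XR1 at -0.49 fell short of the fold change of 1.5 in SARB and passed it without SARB replicate 3 (-0.61 and -0.64). PPP3CA was lost in SARB without control replicate 3 (-0.51), SARB replicate 1 (-0.55) or SARB replicate 2 (-0.54), and RAC1 without control replicate 2 (-0.57), control replicate 3 (-0.56) or SARB replicate 3 (-0.52). In Combi, PRKACB (-1.49) and PPP3CB (-0.70) were called lower, and the other 5 lay between -0.22 and -0.47, WNT16 being called without control replicate 1 (-0.61). After TMM normalization 2 of the 7 genes were called in TQ, WNT16 and PPP3CA, and 2 each in SARB and Combi, PPP3CB and PRKACB, with no change of sign against control in any of the 3 treatments. Under the cartridge block, WNT16 (-1.44), PPP3CA (-1.18) and TBL1XR1 (-0.66) were called in TQ, PPP3CA (-0.66), PPP3CB (-1.05) and PRKACB (-1.49) in SARB, and PRKACB (-1.14) and TBL1XR1 (-0.59) in Combi.

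**Figure D2:**
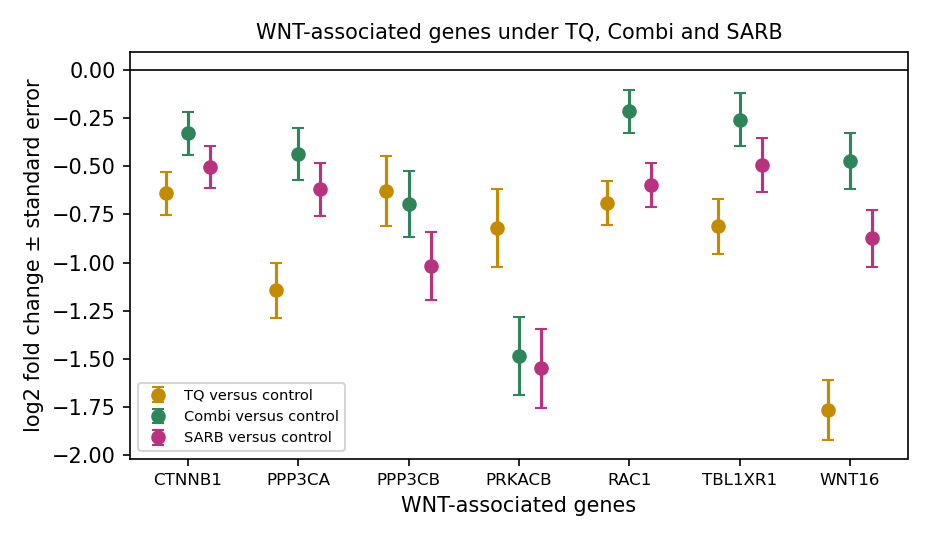
Log2 fold change against control (points) with its standard error (bars) of the 7 genes in TQ, Combi and SARB, from counts scaled to the housekeeping genes. WNT16 lies lowest in TQ at -1.77, and PRKACB lies lower in SARB (-1.55) and Combi (-1.49) than in TQ (-0.82).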

We believe, this signature derives from TQ, since we could confirm the respective panel of genes with WN16, TBL1XR1, RAC1, PPP3CA, PPP3CB, PPKACB, and CTNNB1 both significantly downregulated under TQ and SARB treatment. The upregulated genes mostly affected the PI3K/AKT, focal adhesion, and p53 pathways (Suppl. Fig. 3C, E, G).

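Of the 200 PI3K-AKT genes, 32 were called higher and 6 lower in Combi, and 20 higher and 33 lower in SARB (31 lower when adjusted over the list alone). Camera placed the list on the higher side in both, with an adjusted p of 0.352 in Combi (alternatives 0.265 to 0.996) and 0.352 in SARB (alternatives 0.276 to 0.996), and fry placed it on the lower side in SARB (0.325). CDKN1A was called higher in Combi with a log2 fold change of 2.68 and in SARB with 2.39, and SFN with 2.60 and 2.65. Both genes were still called in both treatments with cartridge as a block, at 2.38 and 2.78 for CDKN1A and 2.60 and 2.61 for SFN. A test of the p53-induced list in Combi and SARB was not part of the 13 list tests.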

To identify specific gene signatures, we set another strong selection criterion by overlapping all the treatments and focusing on the uniquely deregulated genes. From 89 downregulated genes in TQ and 5-FU, 31 genes were overlapping, whereas in 25 and 75 upregulated genes in TQ and 5-FU, respectively, 12 genes were similarly altered (Fig. 2D, E). 

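Of the genes called lower, 37 were shared by TQ and 5-FU, and of those called higher, 15. Unchanged groups simulated against shared controls had a median of 39 lower genes (29 to 48) and 13 higher genes (7 to 18) in common. Log2 fold changes in TQ and 5-FU correlated at r = 0.584 across genes, which are not independent replicates, and the simulated r lay between 0.43 and 0.601. Set against different control samples, TQ and 5-FU gave r = 0.406 (TQ against control replicate 1) and r = 0.176 (5-FU against control replicate 1), where the simulated r was at most 0.146 and 0.126. With TMM normalization 13 lower and 43 higher genes were shared, and with cartridge as a block 9 and 9. The 37 became 18 without control replicate 3 and 60 without control replicate 1.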

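In SARB alone, 33 genes were called lower and 3 higher, the latter being AMER1, GNAQ and PPP2CB, whose names are given after their values were seen except for PPP2CB. Among unchanged groups simulated against shared controls, 44 to 71 genes were lower only in SARB (median 58) and 13 to 31 higher only in SARB (median 22). The count of genes lower only in SARB was 14 without SARB replicate 3, 68 without SARB replicate 2 and 69 without TQ replicate 2. The count of genes higher only in SARB was 5 without control replicate 1, 6 without SARB replicate 1 and 5 without SARB replicate 2. After TMM normalization, 20 genes were lower and 11 higher only in SARB, of which 10 and 0 were among the 33 and the 3, and with cartridge as a block 12 genes were lower. An absence of a call in the other treatments is not a tested difference from SARB.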

We could reduce the target panel to 25 downregulated and 5 upregulated genes that were uniquely and significantly altered in SARB-treated samples (Fig. 2D, E). When examining these 25 genes by KEGG pathway analysis, we distinguished another key oncogenic pathway, the PI3K pathway, as the most downregulated pathway under SARB exposure. These unique 30 genes in SARB are given in Suppl. Table 2. 

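Of the 33 genes called lower only in SARB, 6 (18.2%) are on the PI3K-AKT list, among them CREB5, FGF9 and THBS4, and 200 of all 730 genes (27.4%) are on that list. Of the 33 genes, 12 averaged under 20 raw counts in both SARB and control. In the direct test of SARB versus Combi, 26 PI3K-AKT genes were lower in SARB (27 when adjusted over the list alone) and 2 higher, PIK3CG (2.27) and PIK3R1 (0.91), of which PIK3CG changed sign with cartridge as a block (-0.15). Camera placed the list on the higher side at an adjusted p of 0.984 and fry on the lower side at 0.0401, over alternatives that ranged from 0.0401 to 1. Camera placed it on the lower side after TMM normalization (0.694) and without Combi replicate 1 (0.983), Combi replicate 2 (0.976) or SARB replicate 2 (0.877). From the genes deregulated in SARB and in no other treatment, and their KEGG pathway analysis, the paper concludes that PI3K is the pathway most downregulated under SARB, beside a WNT signature that it proposes to derive from TQ.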

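Of the 30 genes of Table S2, 29 are endogenous genes of the panel and CC2D1B is a housekeeping gene, which was used for scaling and not tested. In SARB, 15 of the 29 were called lower and 1 higher, PPP2CB, with a log2 fold change of 0.71 (adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that was no longer called with cartridge as a block (0.39). Adjusted over the list alone, 16 were lower, which is not independent evidence because the study chose the list on these samples. Among the largest falls were -1.94 for GATA1, -1.9 for DKK2, -1.84 for GRIN2A and -1.5 for RNF43. GATA1 (-1.65) and GRIN2A (-1.75) were lost without control replicate 2, GRIN2A (-1.70) without control replicate 3, and GATA1 (-1.40) and GRIN2A (-1.42) without SARB replicate 3. Of the 29, 8 averaged under 20 raw counts in both groups, and with counts under 20 set to 20 before the fit 9 were lower. After TMM normalization 7 were lower and 2 higher, PPP2CB (1.05) and WNT10B (0.89), and with cartridge as a block 2 were lower, FUBP1 (-0.87) and CDK4 (-0.71). In SARB versus Combi, 5 of the 29 were lower, FOS, GATA1 (-1.7), CREB5, RNF43 (-1.24) and BMP8A (-0.97), and with cartridge as a block 1, FOS. In that comparison GATA1 was lost without Combi replicate 1 (-1.39), Combi replicate 2 (-1.77), SARB replicate 1 (-2.00) or SARB replicate 3 (-1.14), BMP8A after TMM normalization (-0.73) and without Combi replicate 2 (-1.02), Combi replicate 3 (-0.87), SARB replicate 1 (-0.92) or SARB replicate 3 (-0.80), and CREB5 without Combi replicate 3 (-1.32), SARB replicate 1 (-1.27) or SARB replicate 3 (-1.17).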

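FOS counted 126 ± 19.2 scaled counts (SD, n = 3) in control, 618 ± 146 in Combi and 84.6 ± 18.1 in SARB. In Combi the log2 fold change was 2.29 (standard error 0.19, adjusted p = 3.09e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every Combi sample lay above every control sample. It was 2.38 with cartridge as a block, which rests on Combi replicate 1, and still called. TQ alone raised FOS to 821 ± 72.2, a log2 fold change of 2.70, while 5-FU stood at 97.6 ± 15.2 (-0.38, adjusted p = 0.193 by the same test). Combi departed from the sum of both by -0.04 (standard error 0.27).

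**Figure D3:**
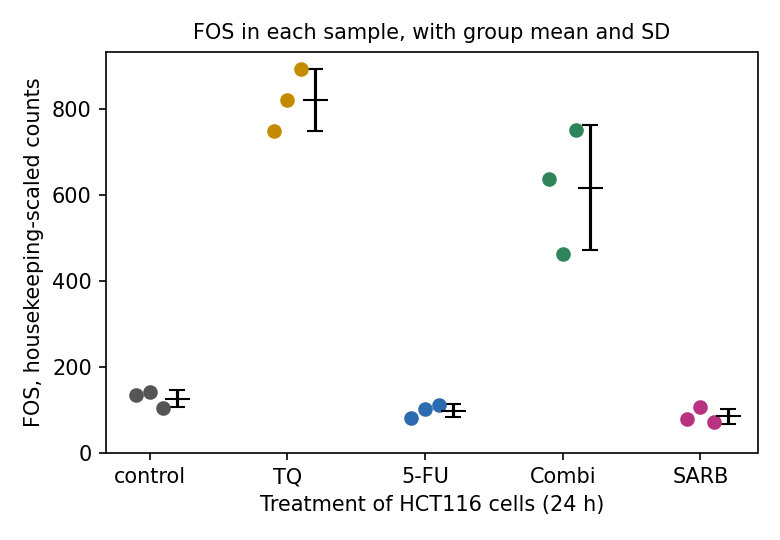
FOS in each of the 3 samples per group (points), in counts scaled to the housekeeping genes, with the group mean and SD (bars). The group means are 821 in TQ and 618 in Combi, against 126 in control, 97.6 in 5-FU and 84.6 in SARB.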

Surprisingly, we identified the stress oncogene FOS to be massively upregulated under Combi and SARB did not alter its expression, which was confirmed by RT-qPCR (Fig. 2F).

Next, we validated the unique WNT and PI3K/AKT gene signature obtained by NanoString analysis using RT-qPCR and Western Blot analysis. We verified a reduced expression of AXIN2, the most prominent transcriptional target of the canonical WNT signaling, as well as other WNT target genes such as DKK2, FGF9, ID2, and c-Myc (Fig. 2F). Interestingly, Combi treatment also affected the WNT pathway; however, with SARB being more effective in suppressing the three oncogenes AXIN2, DKK2, FGF9. Regarding the PI3K/AKT pathway we selected 16 genes that were significantly downregulated after SARB treatment whereas only four of them were deregulated in the same manner after Combi treatment (Suppl. Table 3).

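Of 13 genes of Table S3 whose single results are reported here, 10 were called lower in SARB, led by GNG7 (-1.89) and KITLG (-1.67). KITLG fell from 12510.0 ± 1238 scaled counts (SD, n = 3) to 3942 ± 585 (adjusted p = 1.67e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RELN, THBS4, DDIT4, EIF4EBP1, IL3, MAPK3, CREB3L4 and CREB5, also called lower, lay between -1.55 and -1.04. TNN (-1.28, adjusted p = 0.203) and CCND2 (-1.22, adjusted p = 0.16) were not called by this test, and CDK4 (-0.53) fell short of the fold change of 1.5. Of the 13, 4 averaged under 20 raw counts in both groups, and with counts under 20 set to 20 before the fit 4 were lower. TMM normalization gave 6 lower, and with cartridge as a block 4 were lower, KITLG (-1.52), EIF4EBP1 (-1.01), DDIT4 (-1.58) and CDK4. THBS4 was lost without control replicate 3 (-1.35) or SARB replicate 3 (-1.18). RELN (-1.62, -1.32, -1.43 and -1.05), IL3 (-1.21, -0.98, -1.24 and -0.80), CREB3L4 (-0.94, -0.93, -0.86 and -0.89) and CREB5 (-0.90, -1.09, -0.91 and -0.80) were each lost without control replicate 2, control replicate 3, SARB replicate 1 or SARB replicate 3. CDK4 was gained without control replicate 3 (-0.61) or SARB replicate 1 (-0.70), and TNN without SARB replicate 2 (-3.06). Combi had 4 of the 13 called lower, KITLG (-1.64), EIF4EBP1 (-1.35), CDK4 (-0.99) and DDIT4 (-0.66), with DDIT4 lost after TMM normalization (-0.58) and without control replicate 1 (-0.45) or Combi replicate 1 (-0.55). In Combi, IL3 was gained without Combi replicate 1 (-1.32). With cartridge as a block KITLG (-1.69) and EIF4EBP1 (-0.85) were lower in Combi.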

To validate that the changes in the gene expression pattern affect also the protein level, we investigated treatment effects on the key players of the PI3K/AKT pathway. All treatments did not show strong effects on the total AKT and MEK levels. Individual compounds and Combi led to increased levels of pAKT and pMEK, whereas SARB did not target or even slightly downregulated these proteins suggesting that the hybridization strategy is superior to the single or Combi treatments at this point (Fig. 2G).

Since nuclear localization of ß-Catenin reflects an activated WNT pathway, we investigated the ß-Catenin distribution in HCT116 and HT29 cells before and after treatment with SARB. HCT116 and HT29 untreated cells showed nuclear ß-Catenin localization in a sub-population of cells in addition to pronounced membranous and cytosolic localization. Interestingly, when treating HCT116 cells with low concentrations of SARB (10 µM), ß-Catenin was expressed in apoptotic nuclei with condensed chromatin and cells gain a more spindle cell-like phenotype, an effect that was lost upon treatment with 50 µM SARB (Fig. 3A). SARB treatment had no significant effect on cell migration, which supports our findings of no prominent alteration of cell differentiation (Suppl. Fig. 4A). ß-Catenin was mostly lost from the plasma membrane of the surviving population of HCT116 cells treated with SARB, suggesting that SARB might selectively disrupt the cell–cell contact in these cells. This effect was less pronounced in HT29 cells where cell aggregates were still visible possibly leading to the higher resistance against SARB (Fig. 3B). When evaluating the NanoString data for the available 30 ECM and adhesion-associated genes we extracted six significantlly upregulated genes (>1.5 fold; *p*-value ≤ 0.05), i.e. ITGA6, NOTCH1, LAMA3, LAMB3, THBS1, TGFB1 for SARB treatment.

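LAMB3 rose from 87.4 ± 16 scaled counts (SD, n = 3) in control to 634 ± 119 in SARB, LAMA3 from 35.7 ± 6.75 to 215 ± 28.4 and THBS1 from 98.8 ± 13.9 to 320.1 ± 41.5. Log2 fold changes in SARB were 2.86 for LAMB3, 2.60 for LAMA3, 1.7 for THBS1, 1.25 for NOTCH1, 0.90 for ITGA6 and 0.77 for TGFB1. All 6 were called (adjusted p of at most 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and they were still called with cartridge as a block, at 3.02, 2.32, 1.50, 0.91, 0.66 and 0.91 in that order. The other ECM and adhesion-associated genes of the panel were not tested as a list.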

**Fig. 3:**
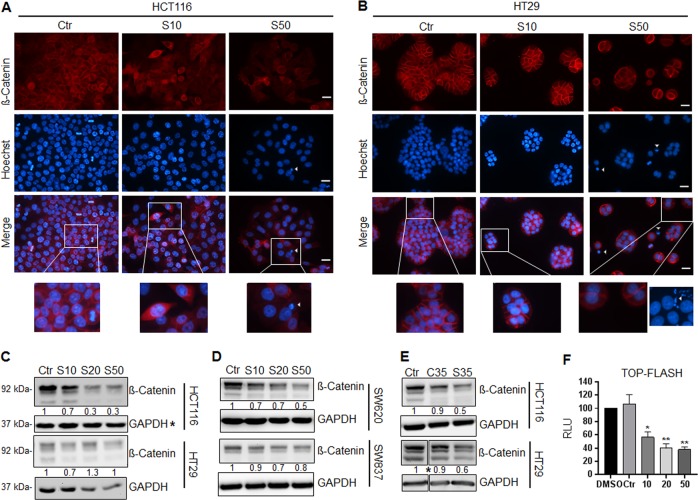
WNT/ß-Catenin signaling pathway is a major target of SARB hybrid treatment. (**A**) Representative images of immunofluorescence staining of ß-Catenin in HCT116 cells after treatment for 48 h with SARB 10 and 50 µM. Scale bar—25 µm. The lower panel shows images for the control, SARB 10 µM, and 50 µM group which were digitally enlarged. (**B**) Representative images of immunofluorescence staining of ß-Catenin in HT29 cells after treatment for 48 h with SARB 10 and 50 µM. Scale bar—25 µm. The lower panel shows images for the control, SARB 10 and 50 µM group which were digitally enlarged. An additional image (derived from another replicate) of Hoechst-stained cells was added to this panel to show the presence of micronuclei when treated with 50 µM of SARB. All images are representative for at least two independent experiments. (**C**) Western Blot analysis of ß-Catenin in HCT116 and HT29 cells treated with different concentrations of SARB for 48 h. The star (*) indicates that the GAPDH blot is the same as in Fig. 5f. (**D**) Western Blot analysis of ß-Catenin in SW620 and SW837 cells treated with different concentrations of SARB for 48 h. (**E**) Western Blot analysis of ß-Catenin in HCT116 and HT29 cells treated with 35 µM of Combi or SARB for 48 h. The star (*) indicates that two other treatments were excluded from this blot. The entire original blot is given in supplementary information. Western Blot images are representative for at least two independent experiments. GAPDH immunoblots served as loading control. (**F**) HCT116 cells transfected with TOP-FOP-FLASH and ß-galactosidase either treated with SARB for 24 h or left untreated and the data is shown as a percentage relative to DMSO. The reporter assay results represent the average of two independent transfection experiments. RLU relative light units

Interestingly, both cell lines showed nuclear anomalities visible as micronuclei or nuclear buds, a phenomenon described by Nersesyan et al. ^35^ as a genotoxic effect (Fig. 3A, B). SARB effectively decreased the ß-Catenin levels in different colorectal tumor cell lines HCT116, HT29, SW620, and SW837 (Fig. 3C, D) and seemed to be more effective than Combi (Fig. 3E). This decrease in ß-Catenin protein levels was accompanied by a significant reduction in transcriptional activity of ß-Catenin using a TCF/LEF reporter plasmid (Fig. 3F), suggesting that SARB hybrid has the capability to interfere with WNT/ß-Catenin signaling and to block its transcriptional activity.

### CD133 is targeted by Combi and SARB hybrid treatments

Since SARB targeted the CSC-related WNT/ß-Catenin and PI3K/AKT-signaling pathways^36^, we next focused on the most common stem cell marker in CRC, namely CD133 (PROM1), which was found to be significantly down-regulated by 5-FU, Combi, and SARB treatment in both cell lines (Fig. 4A, B). FACS analysis confirmed the significant reduction in CD133-positive tumor cell population after Combi and SARB treatment of HCT116 cells (Fig. 4C). Using our FACS-specific CD133 antibody, HT29 cells expressed CD133 only in <2% of cells (Fig. 4D). In SW620 cells we did not see any dose-dependent effect of SARB on CD133 expression and the rectal SW837 cells did not express CD133 at all (data not shown). Next, when PROM1 was additionally included in the STRING PI3K/AKT/WNT network, it showed a direct interaction with ß-Catenin (CTNNB1) (Fig. 4E).

**Fig. 4:**
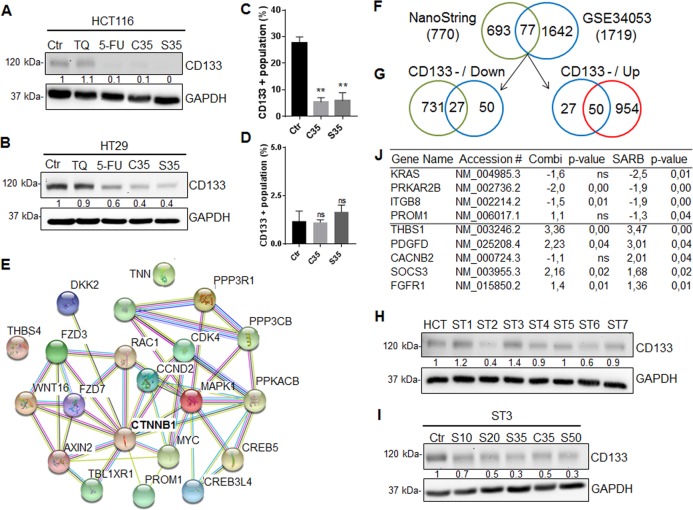
CD133 is targeted by the Combi and SARB hybrid treatments. (**A**) Western Blot analysis of CD133 marker in HCT116 and (**B**) in HT29 cells after 48 h of treatment with TQ 40, 5-FU 15, Combi, and SARB 35 µM. (**C**) FACS analysis of CD133 population after treatment of HCT116 cells and (**D**) HT29 cells with Combi and SARB for 48 h. Error bars indicate SEM calculated from three and two independent experiments for HCT116 and HT29, respectively. (**E**) Protein–protein interaction of the genes which were downregulated under SARB and which belong to PI3K/AKT and WNT signaling pathways generated via STRING. (**F**) Venn diagram of GEO dataset overlapping with the NanoString PanCancer Pathway Panel dataset. All 770 genes were used from NanoString. (**G**) Venn diagram of the 77 overlapping genes from (**f**) with the downregulated genes (green line) and upregulated genes (red line) in CD133− population deriving from the GEO dataset. (**J**) Table with the four downregulated overlapping genes and five upregulated overlapping genes in Combi and SARB treatment.(**H**) Western Blot analysis of CD133 in HCT116 parental cells and the seven HCT116 CSC enriched-sub-clones. (**I**) Western Blot analysis of CD133 expression in ST3 clone after 48 h of treatment with Combi and SARB at different drug concentrations. GAPDH immunoblots served as a loading control. All Western Blot images are representative for at least two independent experiments

We next used the public GEO database (GSE34053^37^) to extract specific gene expression profiles of CD133+ and CD133− colorectal tumor cells. When matching the gene panel of GSE34053 with our NanoString panel, we could acquire 77 genes that were included in both setups (Fig. 4F). We hypothesized that the gene signature after SARB treatment might resemble the gene signature of the CD133− population. From the 77 common genes, 27 genes were overlapping with the downregulated genes in the CD133− population (Fig. 4G). Four of these 27 genes were significantly downregulated also in SARB and included the oncogene KRAS, the membranous protein kinase PRKAR2B, which is known to regulate the MAP2 kinase, the receptor for fibronectin ITGB8 and PROM1 (Fig. 4J). 

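In SARB, PRKAR2B fell by 0.84 on the log2 scale and ITGB8 by 0.82, both called (adjusted p of 4.64e-05 and 5.52e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PROM1, which encodes CD133, stood at 137 ± 11.6 scaled counts (SD, n = 3) against 174 ± 20.3 in control and was not called (-0.36, adjusted p = 0.101 by the same test). PRKAR2B (-0.94) and ITGB8 (-0.67) were still called with cartridge as a block. After TMM normalization PRKAR2B (-0.49) and ITGB8 (-0.47) were no longer called, and PROM1 stood at 0.01. The expression data of the CD133− cells were not analysed here.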

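In Combi, PRKAR2B was called lower with a log2 fold change of -0.91 (adjusted p = 1.68e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ITGB8 (-0.47, adjusted p = 0.00844) passed this test and fell short of the fold change of 1.5. PROM1 was not called (0.14, adjusted p = 0.602 by the same test). PRKAR2B (-0.75) and ITGB8 (-0.74) were lower with cartridge as a block.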

From this panel, only two genes were significantly downregulated in Combi. A similar result was achieved when comparing upregulated genes in CD133− and HCT116 cells under SARB exposure with four genes, including inhibitor of angiogenesis THBS1 and PDGFD, which plays an important role in wound healing by macrophage recruitment, calcium channel protein CACNB2, and SOCS3, an inhibitor of the JAK/STAT pathway (Fig. 4j). Thus, we hypothesize that the two combination modalities, Combi and SARB treatments, might provide a selective advantage against CD133-enriched tumor populations. 

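THBS1, with a log2 fold change of 1.7 in SARB, was separated from control in every sample. SOCS3 was called higher in SARB at 0.63 (adjusted p = 0.0206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but was lost without control replicate 2 (0.61), control replicate 3 (0.55) or SARB replicate 2 (0.52) and with cartridge as a block (0.44). PDGFD counted 14.6 ± 8.44 scaled counts (SD, n = 3) in SARB and 14.8 ± 3.31 in control, and CACNB2 22.3 ± 9.21 and 21.8 ± 4.83, both near the background of the negative probes and with log2 fold changes of -0.09 and -0.02. Under the methods' t-test with unequal variances on the authors' normalized values both were called higher in SARB, at 1.59 for PDGFD and 1.01 for CACNB2, and PDGFD in Combi at 1.16. The signs also changed after TMM normalization (0.22 for PDGFD and 0.30 for CACNB2) and without control replicate 3 (0.10 and 0.16), SARB replicate 1 (0.07 and 0.03) or SARB replicate 3 (0.20 and 0.25). In Combi, THBS1 (1.64) and SOCS3 (1.05) were called higher, SOCS3 no longer with cartridge as a block (0.64), and PDGFD (-0.05) and CACNB2 (-0.15) were not, with the sign of PDGFD changed after TMM normalization (0.04), with cartridge as a block (0.26) and without control replicate 3 (0.14) or Combi replicate 2 (0.15), and that of CACNB2 without control replicate 3 (0.03).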

To study this, we analyzed CD133-enriched HCT116 clones derived from spheroids by single cell dilution strategy as previously described^38^ (Fig. 4H). Indeed, Combi and SARB treatments were highly effective in eradicating the CD133+ population in the CD133-enriched clone 3 (Fig. 4I).

### SARB hybrid targets self-renewal capacity of CRC cells

Since WNT and PI3K/AKT-abrogation is known to decrease the stem-cell like features of tumor cells we evaluated the effect of SARB in sub-toxic doses using the sphere propagation assay (Supp. Fig. 5A). Here, HCT116 cells were continuously exposed to different sub-doses of SARB hybrid immediately after plating the cells. Impressively, we found that even a low dose of 3 µM SARB was enough to significantly reduce the propagated spheres already at the first generation, and spheroids were even completely eradicated at 6 and 10 µM (Suppl. Fig. 5B, C). When following sphere formation over time, a dose as low as 1 µM SARB was capable to decrease sphere numbers by more than two-fold, however not significantly (Suppl. Fig. 5D–G).

In a second approach, we studied the ability of HCT116, HT29, and 5-FU-resistant HCT116 cells to form 3D non-adherent spheroids under different drug pre-treatments (Fig. 5A). As expected for this model, HCT116 and HT29-derived 3D spheres showed enrichment in the CD133 CSC marker when compared to HCT116 cells grown in 2D (Fig. 5B). When CRC cells were pretreated with different concentrations of SARB, we observed a clear dose-dependent attenuation of CSC-derived spheroids for all three cell lines (Fig. 5C–E). As expected, 5-FU-resistant cells showed the highest ability to form spheres (Fig. 5E). 5-FU treatment of HCT116 cells led to the formation of a low number of larger spheres, whereas Combi treatment at 35 µM was as effective as SARB treatment at the same concentration (Suppl. Fig. 6A). SARB treatment led to a dose-dependent decrease in CD133 protein levels in all three CRC lines (Fig. 5F–J).

**Fig. 5:**
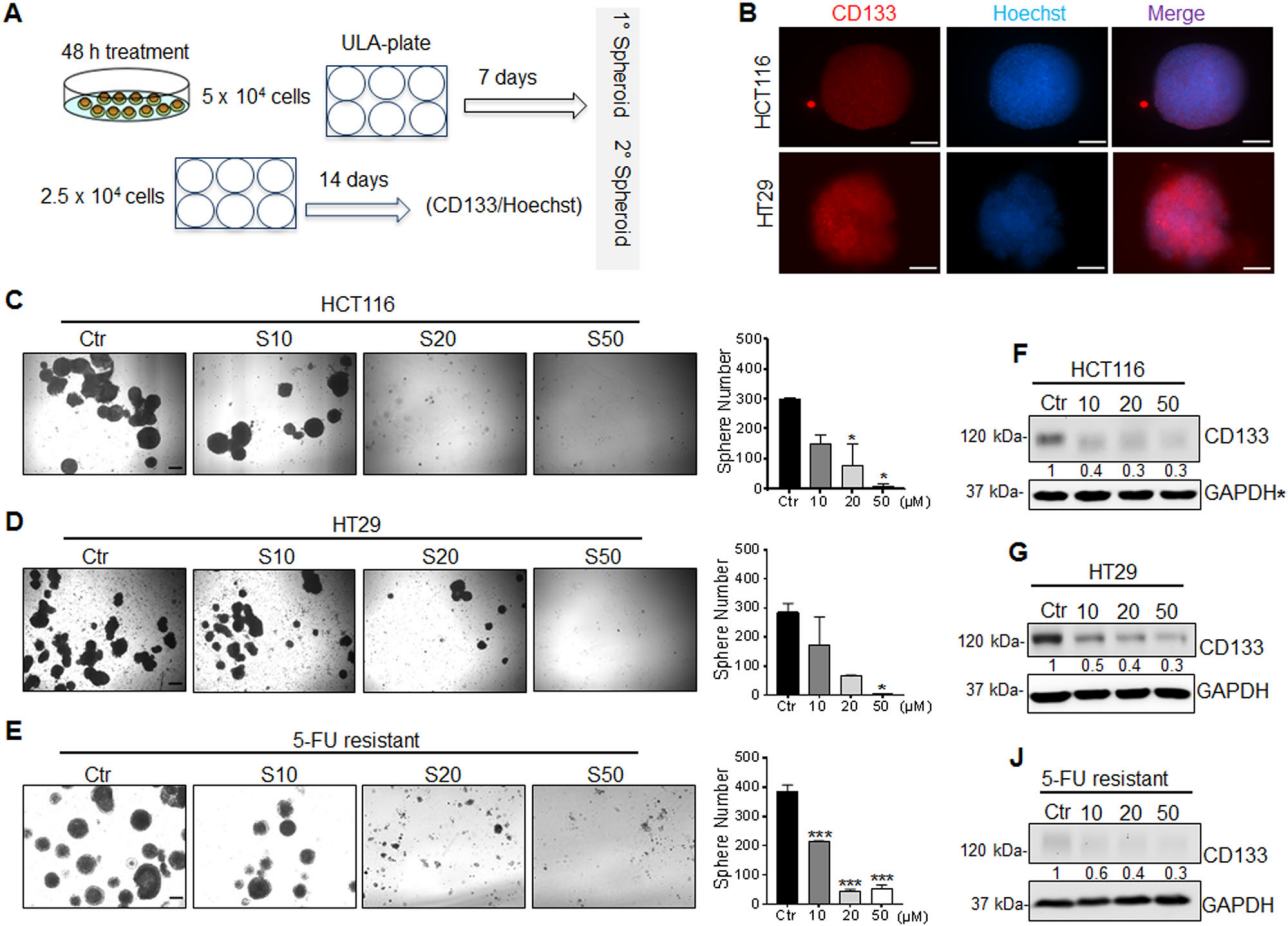
SARB hybrid targets self-renewal capacity of CRC cells. (**A**) Schematic overview of the protocol used for spheroid formation assay (SFA). (**B**) Representative immunofluorescence images of CD133 staining (red) in 3D HCT116 and HT29 cells (*n* ≥ 2). Hoechst staining (blue) is used to stain the nuclei. Scale bar—100 µm. Representative bright-field images of spheroids in the control group and in the treated ones with increasing concentration of SARB in HCT116 (**C**), HT29 (**D**) and 5-FU resistant cells (**E**). Scale bar—250 µm. Sphere number quantification in the control and SARB-treated groups. Data represent the mean ± SEM from two independent experiments (*p < 0.05; **p < 0.01; ***p < 0.001; One way-ANOVA). Western blot analysis of CD133 in (**F**) HCT116, (**G**) HT29, and (**J**) 5-FU-resistant cells after SARB treatment. GAPDH served as a loading control. Western Blot images are representative for at least two independent experiments

### SARB hybrid diminishes the in vivo growth of CAM xenografts

In a next step, we studied the effects of all compounds in vivo by employing the CAM assay, a model that has been widely established for drug screening^39^. Tumor cells were treated prior to CAM transfer since we hypothesize that targeting CSCs should reduce the potential to develop vital tumors. Ex ovo and histological images of HCT116 xenografts pretreated with the drugs for 48 h are presented in Fig. 6A1–E2. We observed that HCT116 control cells developed substantially well-vascularized tumor masses, while tumor xenografts from 5-FU, Combi, and SARB pre-treated cells showed extended areas of dead cells and calcification. TQ-treated cells formed rather well growing vital tumors. Comparing vessel infiltration into the tumor cell matrix, we observed a high vessel density with intense bleeding in 5-FU group (Fig. 6C2), whereas vascularization in CAM tumors of Combi or SARB pre-treated HCT116 cells was relatively low or moderate (Figs. 6F1, F2, G1, G2). The size of CAM tumors derived from SARB pre-treated cells was strikingly smaller when compared to the control group, whereas all other treatments did not show any significant effects on the tumor volume (Fig. 6H). There were significantly reduced numbers of vital tumor cells in 5-FU, Combi, and SARB-treatment groups, where SARB seemed to be more effective than Combi (Fig. 6I). In contrast to SARB, Combi pre-treated tumors showed an increased peritumoral lymphoplasmocytic infiltration, some immune cells and mild fibrosis (Figs. 6F1, F2).

**Fig. 6:**
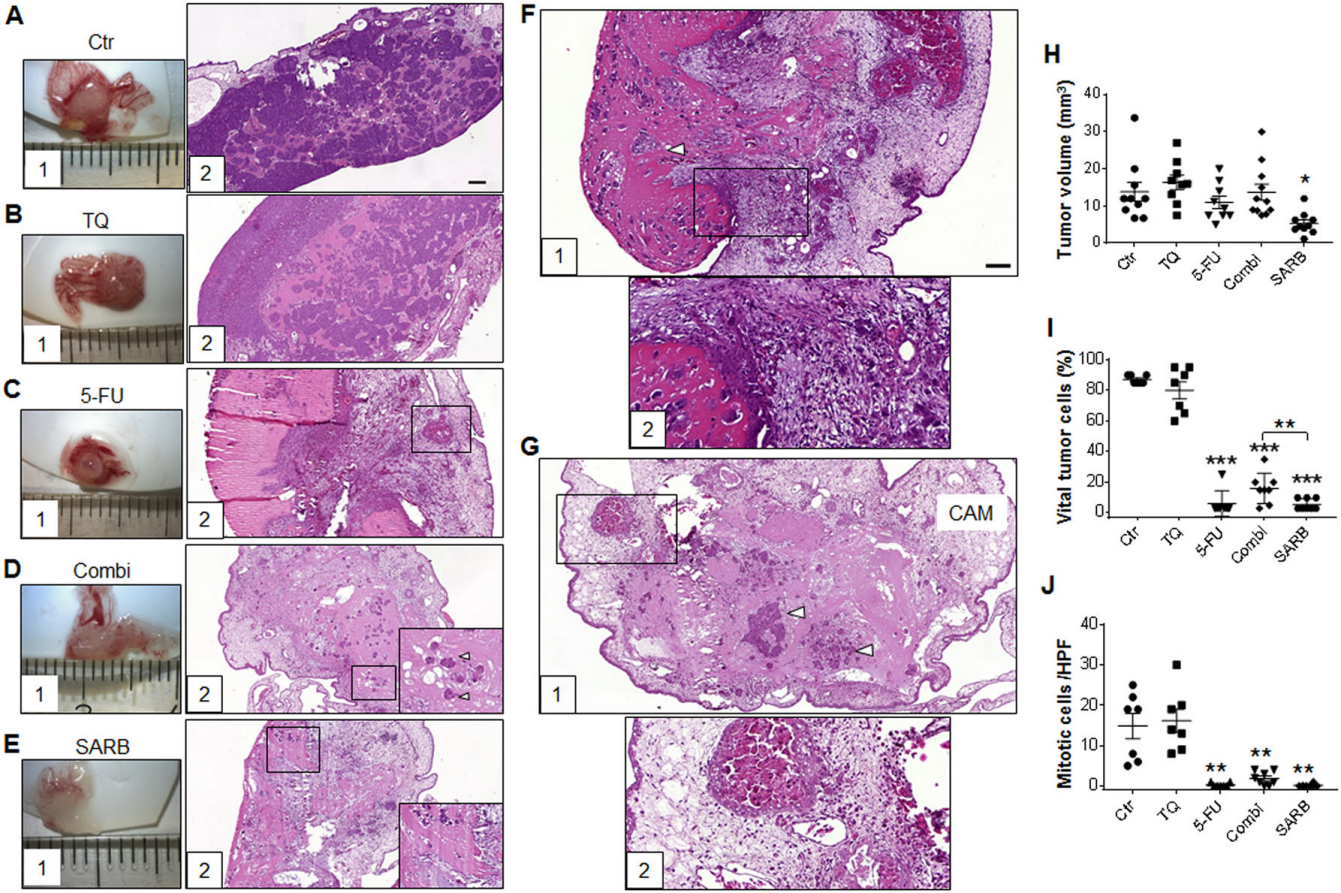
SARB hybrid diminishes the in vivo growth of CAM xenografts. (**A1**–**E1**) Representative light microscopy images of CAM tumors derived from untreated (control) and pre-treated (single drugs, Combi and SARB) HCT116 cells and the respective H&E histological staining (**A2**–**E2**, ×10). The ruler segments represent a length of 1 mm. (**D2**, **E2**) Computer-enlarged images of H&E staining’s show a rest of mitotic cells after combination treatment (white arrows). H&E staining of micrografts derived from Combi pre-treated cells (**F1**, ×10) and (**F2**, ×40). H&E staining of micrografts derived from SARB pre-treated cells (**G1**, ×10) and (**G2**, ×40). White arrows indicate areas of vital tumor cells, rosa color represents Matrigel. (**H**) Tumor volume calculation in HCT116 CAM samples (*p < 0.05; One way-ANOVA). (**I**) Fraction of vital tumor cells and (**J**) evaluation of mitotic activity in CAM sections. Mitosis in the vital tumor areas (average of five HPFs) (*p < 0.05; **p < 0.01; ***p < 0.001; One way-ANOVA) is given. Mann–Whitney *t*-test was used for comparison of Combi and SARB (*n* ≥ 7). Scale bar—100 µm

When quantifying the number of mitoses, we observed cells that were still proliferating in the Combi-derived xenografts, whereas SARB-derived tumors basically did not show any sign of mitotic activity (Fig. 6D2, E2, J), but Ki67 staining verified vital proliferating cells in both, Combi and SARB-treated xenografts (Fig. 7A). When qualitatively evaluating ß-Catenin staining pattern we observed a more membranous distribution after Combi and a more prominent nuclear ß-Catenin staining after SARB treatment (Fig. 7B). To assess a possible drug-dependent EMT induction we stained CAM xenografts with E-cadherin. In general the E-cadherin levels did not remakably change after Combi and SARB treatment (Fig. 7C), an effect that we also confirmed in Western Blotting of 2D cell culture (data not shown). Interestingly, E-cadherin staining after Combi treatment was mainly visible in the membrane and cytoplasm, whereas SARB treatment resulted in a mostly nuclear pattern, especially in single cells and not when cells were clustered (Fig. 7C).

**Fig. 7:**
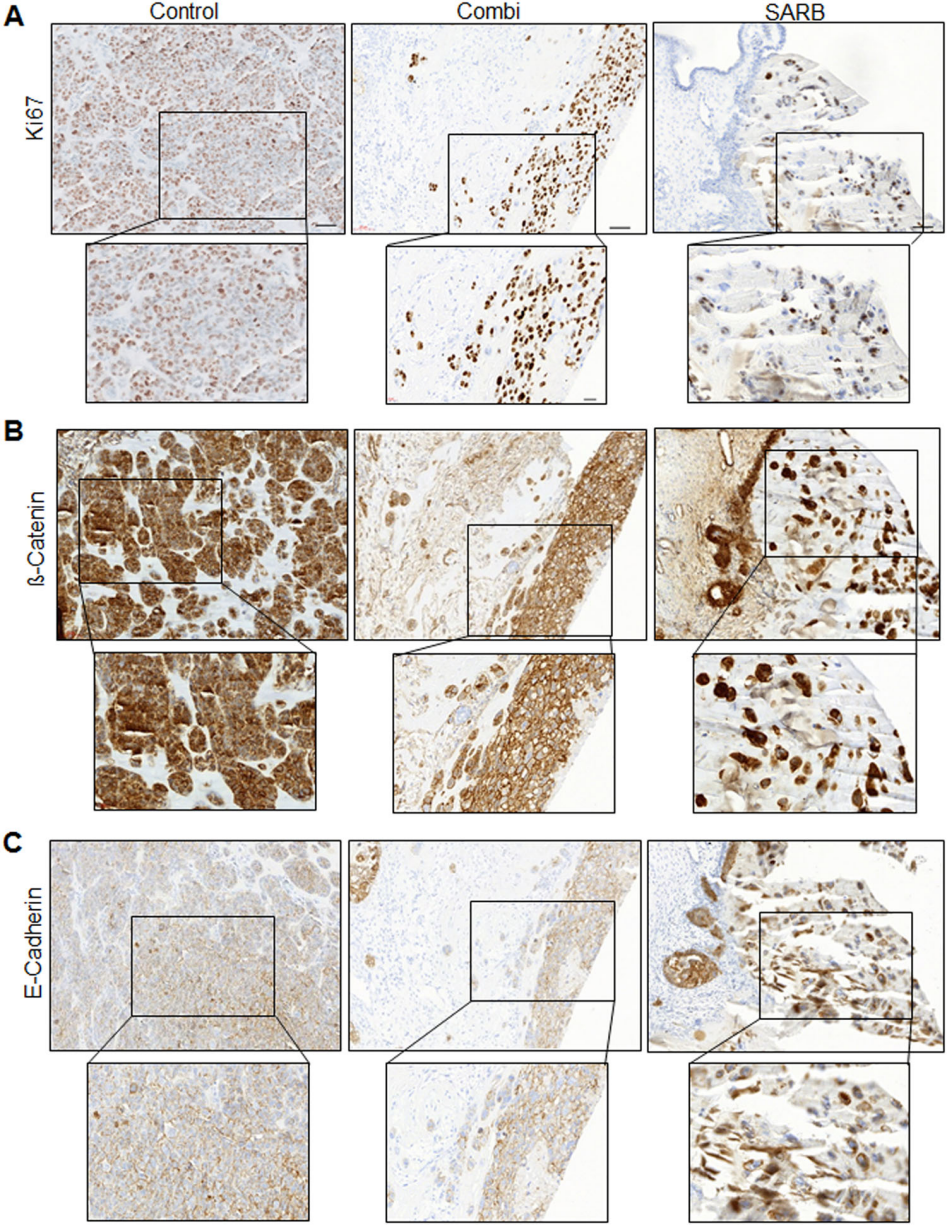
Combination treatments affect proliferation and adhesion in vivo. Immunohistochemical stainings of (**A**) Ki67, (**B**) ß-Catenin, and (**C**) E-cadherin of CAM-xenografts derived from control, Combi and SARB-treated HCT116 tumor cells. Upper panel shows ×20 magnifications; Scale bar—50 µm. Lower panel shows ×40 magnifications; Scale bar—20 µm

## Discussion

Acquired therapeutic resistance of tumor cells contributes to severe clinical restrictions in CRC. An additional limitation is the fact that many available drugs target the fast dividing cells and not the CSCs, the drivers of post chemotherapy recurrence^40^. Recent reports showed that 5-FU treatment might even selectively enrich a subset of CSCs^41,42^. Here natural plant-derived compounds, such as TQ, could be potentially promising^43^. Indeed, TQ treatment potentiates the effects of conventional drugs in various cancers^17,44^.

We extended our study from single and Combi treatments to the treatment with new hybrid compounds. We identified the SARB hybrid as the most promising compound against CSC-like cells. Although SARB showed similar antitumor effects as the Combi treatment in vitro, it was more effective in vivo in the CAM assay. Combi and SARB showed commonly deregulated genes of the cell cycle and PI3K pathway, an oncogenic trigger that is closely associated with tumor aggressiveness^45^. 

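Combi and SARB shared 39 genes called lower and 53 called higher, where unchanged groups simulated against shared controls gave medians of 27 (21 to 34) and 31 (21 to 40). On the cell cycle list, 13 of the 39 were lower in both, CCNA2, CCNB1, CDC25C, CDKN1B, CHEK1, HDAC2, MCM4, MCM5, MCM7, PTTG2, RAD21, SMC1A and TTK, and 6 of the 53 were higher in both, CCND3, CDKN1A, GADD45A, MDM2, SFN and TGFB1. On the PI3K-AKT list, 4 were lower in both, CDKN1B, DDIT4, EIF4EBP1 and KITLG, and 17 were higher in both. Names of CDKN1B and of the cell cycle genes other than those the paper names are given after their values were seen. After TMM normalization 19 lower and 83 higher genes were shared. On the cell cycle list the balance turned, with 5 lower and 10 higher in both. On the PI3K-AKT list 2 were lower and 29 higher in both. The cartridge block left 31 lower and 40 higher genes shared, with 9 of the lower genes on the cell cycle list and 13 of the higher genes on the PI3K-AKT list.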

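FOS was lower in SARB than in Combi by a log2 fold change of -2.90 (standard error 0.19, adjusted p = 5.16e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 SARB samples below all 3 Combi samples. The difference was -3.07 with cartridge as a block, which rests on the controls and on Combi replicate 1, and still called. Against control, FOS in SARB had a log2 fold change of -0.61 (standard error 0.21, adjusted p = 0.0237 by the same test), and the SARB and control samples overlapped. That value was no longer called after TMM normalization (-0.26), with cartridge as a block (-0.70), or without control replicate 1 (-0.58), control replicate 2 (-0.52), SARB replicate 1 (-0.57) or SARB replicate 3 (-0.49).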

One drawback for Combi treatment was the massive up-regulation of the proto-oncogene FOS, which in contrast was not affected under SARB exposure. Moreover, we uncovered the WNT signaling pathway as the distinctive pathway targeted only by SARB. 

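In the direct test of SARB versus Combi, 4 of the 77 WNT genes were lower in SARB, WNT3 (-0.68), FZD3 (-0.60), RNF43 (-1.24) and CCND3 (-0.59), and 3 when adjusted over the list alone, with WNT3 and CCND3 named after their values were seen. None was higher in edgeR with housekeeping scaling, adjusted or at an unadjusted p under 0.05, and 16 were lower at that unadjusted p. After TMM normalization WNT10B (0.71), CCND1 (0.79) and RAC3 (0.74) were higher and RNF43 (-0.98) was lower, as they were in DESeq2, these names being given after their values were seen. Under the cartridge block, 0 of the 77 were called in edgeR, and 1 was higher and 1 lower at an unadjusted p under 0.05. Camera placed the list on the lower side (adjusted p = 0.88, alternatives 0.0243 to 1), and on the higher side with cartridge as a block (0.669) and without the genes the paper names (0.843), while fry gave 0.0243 on the lower side.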

Although this WNT effect appears to arise from TQ mediated signaling, it is not targeted by Combi treatment in the same manner. 

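Between SARB and Combi, the log2 differences were -0.40 for WNT16, -0.38 for RAC1, -0.32 for PPP3CB, -0.24 for TBL1XR1, -0.18 for PPP3CA, -0.17 for CTNNB1 and -0.06 for PRKACB. RAC1 passed the test (adjusted p = 0.0228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell short of the fold change of 1.5, so 0 of the 7 were called in edgeR, and 0 at an unadjusted p under 0.05 with that fold change, in TMM-normalized counts, in DESeq2 or with cartridge as a block. After TMM normalization TBL1XR1 (0.04), PPP3CA (0.10), PRKACB (0.24) and CTNNB1 (0.11) changed sign, as PPP3CB did in DESeq2 (0.02). PRKACB also changed sign without Combi replicate 1 (0.14) or SARB replicate 2 (0.13). TQ and Combi were not compared directly.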

Target genes AXIN2, DKK2 and FGF9, well known for their potential to promote tumor formation and progression in vitro as well as in vivo in CRC, were significantly downregulated in response to SARB^46,47^.

ß-Catenin has a bidirectional role also as cell adhesion molecule at the plasma membrane via interaction with E-Cadherin. Thus, SARB-induced loss of ß-Catenin together with loss of E-cadherin at the plasma membrane might be associated with loss of cell–cell contact thus diminishing cell adhesion. We selected six deregulated genes that are associated with ECM and cell adhesion. The significance of this gene panel is discussed very controversy in CRC. As an example, THBSP1 decreased tumor cell adhesion via promotion of the urokinase plasminogen activator^48^. In contrast, THBSP1 can also override these intrinsic pro-adhesive effects, promoting the detachment of tumor cells from primary tumor. Since these six genes were deregulated in both Combi and SARB treatment group, their function is context/stimulus dependent or might be not responsible for the observed effect on cell–cell adhesion at all. 

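In Combi the 6 genes were called higher as well, with log2 fold changes of 2.84 for LAMA3, 2.79 for LAMB3, 1.64 for THBS1, 0.99 for TGFB1, 0.93 for NOTCH1 and 0.68 for ITGA6 (adjusted p of at most 0.000737 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All but TGFB1 (0.60) were still called with cartridge as a block. ITGA6 was lost without control replicate 2 (0.57).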

Since migration capability and E-cadherin levels were unaffected by SARB, we exclude dramatic alterations in cell plasticity and strongly believe that the tumor simply dissociates. This is also in agreement with the inability of tumor cells to form spheroids or xenografts after SARB treatment. The tumor grafts appear as single distributed cells with prominent nuclear E-cadherin and ß-Catenin. In a first view ß-Catenin shuttling to the nucleus would insist on an activation of WNT signaling. However, nuclear E-cadherin is a potent inhibitor of ß-Catenin transcriptional activity^49^, which we confirmed by a reduction of ß-Catenin on its TCF-responsive genes after SARB treatment. The higher resistance to SARB in HT29 cells or in the surviving cell clusters in HCT116 xenografts of Combi treatment could be caused at least partially by the consistent level of ß-Catenin in the cell membranes. Although the upregulation of the cell cycle inhibitor p21 after Combi and SARB treatment might suggest an induction of senescence-like phenotype, we found that in CAM tumors the survived cells were Ki67 positive.

Another stem cell-related pathway, the PI3K/AKT pathway, was uncovered to be downregulated under SARB^50^. The key players of this pathway, such as pAKT, AKT, and MEK proteins were found to be slightly downregulated under SARB treatment. More convincingly 16 genes associated with the PI3K/AKT pathway extracted from the NanoString panel were deregulated under SARB exposure but only four of them under Combi. Conversely, the single compounds and Combi treatment led even to increased phospho-AKT levels. This SARB-specific effect is promising since recent clinical data of Phase 1 and 2 support the potent impact of PI3K/AKT or WNT/B-Catenin inhibitors^51,52^.

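Compared directly, 5 of the 16 genes of Table S3 were lower in SARB than in Combi, among them GNG7 (-1.49, adjusted p = 0.0343), CREB5 (-1.40, 0.0104) and MAPK3 (-1.1, 0.000593), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CREB5 was lost without Combi replicate 3 (-1.32), SARB replicate 1 (-1.27) or SARB replicate 3 (-1.17). GNG7 was lost without Combi replicate 2 (-1.38) or 3 (-1.51) or SARB replicate 1 (-1.36) or 3 (-1.01). Further genes passed when 1 sample was left out, THBS4 (-1.41), TNN (-3.10) and DDIT4 (-0.76) without SARB replicate 2, and DDIT4 (-0.68) and CDK4 (0.79, higher) without Combi replicate 1. After TMM normalization 4 were lower, with GNG7 (-1.3), CREB5 (-1.17) and MAPK3 (-0.86) still called, and CDK4 was called higher (0.74). Under the cartridge block the values were -1.39 for GNG7, -1.19 for CREB5 and -0.03 for MAPK3, and 0 of the 16 were called in edgeR, with 1 at an unadjusted p under 0.05.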

Given that WNT signaling pathway and CD133 are interconnected in promoting resistance to conventional therapies^10,41,53–55^, we showed dramatically decreased CD133 level after SARB and Combi treatment. This suggests that SARB might target a broader spectrum of CSC-related players. Indeed the self-renewal capacity was targeted by SARB in two different functional assays, the spheroid formations assay and the propagation assay. In the CAM model a pre-treatment protocol was used and only the resistant tumor cell population was transplanted. If CSCs were eradicated, the tumor cells should have lost the potential of self-renewal and should not grow well on the CAM. Both, Combi and SARB treatment significantly reduced the tumor growth, only small cell aggregates or single cells were visible. The reduction in ß-Catenin levels after SARB treatment was a general effect whereas the reduction of the CD133+ population was cell line specific. Thus, we suggest that SARB has the potential to reduce at least one of these two stemness players. We also cannot exclude treatment effects on other CSC-related markers.

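In SARB, MAPK3 (-1.12, adjusted p = 0.000195), FZD3 (-0.69, 0.00315) and VEGFA (-0.63, 0.00134) were called lower in log2 fold change by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FZD3 (-0.58) and VEGFA (-0.53) were lost without SARB replicate 3. CTNNB1 did not reach the fold change of 1.5, and FOS, called lower, was lost in 4 of the 6 fits that left out 1 sample. After TMM normalization FZD3 (-0.34) and VEGFA (-0.30) were no longer called, and MAPK3 (-0.77) still was. With cartridge as a block VEGFA was called (-0.65) and MAPK3, FZD3, CTNNB1 and FOS were not.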

From NanoString analysis, we learned that angiogenesis-associated genes, such as FZD3, MAPK3, AKT3, VEGFA, CTNNB1, and FOS, were significantly downregulated after SARB treatment. These anti-vascular properties of SARB− and partly of Combi were visible in the CAM model. Interestingly 5-FU, led to remarkable bleeding in the grafts, a well-known side effect that could be associated with the spreading of tumor cells^56^. In Combi-treated grafts the tumor environment showed an accumulation of desmoplasia with increased peritumoral lymphoplasmocytic infiltration and fibrosis. Thus, we suggest that SARB might have a lower side-effect spectrum than the Combi or single drug treatments.

This work supports the hypothesis that linking two molecules into a single compound did not simply reflect the Combi-treatment effects, but rather showed targeting of a completely new gene signature. Our findings already give valuable insights into the potential mechanism of action of the novel hybrid drug candidate SARB for CRC.

## Materials and methods

### Chemical evaluation

Detailed information about synthesis of hybrid compounds are given in the supplementary information. ^1^H NMR and ^13^C NMR spectra were recorded at RT on a Bruker Avance spectrometer operating at 300, 500, and 600 MHz. ESI mass spectra were recorded on a Bruker micrOTOF II focus TOF MS-spectrometer. Elemental analysis (C, H, N), carried out with an Euro EA 3000 (Euro Vector) machine and an Elementar vario MICRO cube machine, calculated values confirm a purity of >95%. We obtained the crystals of SARB hybrid in solvent acetonitrile and molecular structure was unambiguously determined by X-ray crystallography (Fig. 1). The data for the crystal structure of SARB hybrid can be found free of charge in: The Cambridge Crystallographic Data Centre (via www.cam.ac.uk/data_request/cif with the deposition number CCDC-1856382).

### Cell lines and reagents

Human colon carcinoma HCT116 and HT29 cells were purchased from ATCC and maintained in RPMI 1640 (PAN Biotech) supplemented with 10% FBS (PAN Biotech) and 1% penicillin and streptomycin (PAN Biotech). Rectal SW837 cells were kindly provided by Dr. Kaulfuß (Institute of Human Genetics in Göttingen) and mantained in the same conditions as HCT116 and HT29. SW620 cells derived from metastatic site, were purchased from ATCC and maintained in DMEM medium (Gibco/Life Tecnologies) supplemented with 10% FBS and 1% penicillin and streptomycin. Normal human intestinal epithelial HCEC cells were grown in basal HCEC medium (PAN Biotech) supplemented with l-glutamine (Gibco/Life Tecnologies), ascorbic acid (Sigma), dexamethasone (Sigma Aldrich), retinoic acid (Sigma Aldrich), and bovine pituitary extract (PromoCell). 5-FU resistant HCT116 cells were obtained from the group of Prof. Lee M. Ellis (MD Anderson, TX, USA) and cultured in minimal essential medium (MEM, Sigma-Aldrich) enriched with 10% FBS, 1% sodium pyruvate 100 mM (Gibco/Life Tecnologies), 1% MEM NEAA non-essential amino acids 100× solution (Gibco/Life Tecnologies), MEM Vitamin solution 100× (Gibco/Life Tecnologies), 1% l-glutamine 200 mM 100x (Gibco/Life Tecnologies), and 1% P/S (Gibco/Life Tecnologies). In order to maintain the resistance, 7.7 µM of 5-FU were added to the cells with each medium change. The cell lines were mycoplasma free and were authenticated using Multiplex Cell Authentication by Multiplexion.

### Chemical compounds

The single compounds, 5-fluorouracil (5-FU) and thymoquinone (TQ) were purchased from Sigma Aldrich. All investigated compounds were dissolved in 100% dimethyl sulfoxide (DMSO) (Pan Biotech) to 50–200 mM stock solutions, and stored at −20 °C. The stock solutions were further diluted in cell culture medium.

### Crystal violet assay

Crystal violet was performed as previously described^26^. Briefly, HCT116, HT29, and HCEC cells were seeded at a density of 7.5 × 10^3^ cells/well in 100 μl of growth medium in 96-well plates (Corning). After 24 h the cells were treated with the compounds at various concentrations for 48 h. IC_50_ values were calculated from at least two biological replicates each performed in at least three technical triplicates.

### Annexin V assay for apoptosis detection

Apoptosis was quantitated by flow cytometry using the Annexin-V-FITC staining kit (Miltenyi), according to the manufacturer´s protocol. Shortly, 5 × 10^5^ HCT116 and HT29 cells were seeded in 6 cm cell culture dishes and treated after 24 h of adherence, with TQ 40, 5-FU 15, Combi 35 + 35, and SARB 35 μM. Floating and adherent cells were harvested after 48 h of treatment by trypsinization. After inactivation of trypsin with 2 ml of growth medium, cells were centrifuged, washed in binding buffer (included in the kit), stained with Annexin-V-staining solution (10 μl Annexin-solution in 100 μl of binding buffer) and incubated for 15 min at RT in the dark. The washing step was repeated, the cells were resuspended in 500 μl binding buffer and stained with 5 μl propidium iodide (PI) directly before analysis with a BD FACSCanto^®^ II flow cytometer (BD Biosciences) and FlowJo software. Unstained cells served as a background reference and untreated cells as negative controls.

### Drug treatment of ex vivo crypt-derived organoids

In order to evaluate the cytotoxicity of our compounds in normal cells, we treated murine intestinal crypt-derived organoids that were grown ex vivo. We used the protocol of Toshiro Sato^57^ with minor variations. The small intestine from 8-week-old C57BL/6J was harvested and washed with a syringe to remove feces. After several washing steps, the SI was opened longitudinally and villi were scraped off using a cover slip. Then the SI was cut into 2–4 mm large fragments and put into PBS. Four to five washing steps with fresh PBS were done to remove any villi or fecal contamination. Afterwards, the fragments were incubated for 15 min at RT with the gentle dissociation solution (STEMCELL Technologies) and crypts were liberated by vigorous shaking. The fragments were removed and the crypts in the supernatant were pelleted. The crypts were resuspended in Matrigel and 20 µl of the crypt–Matrigel suspension were seeded in a 48-well plate. The Matrigel droplet was incubated for 10 min at 37 °C and finally overlaid with 250 µl of IntestiCult™ organoid growth medium (Mouse) (STEMCELL Technlogies). Fresh medium was supplied every 2–3 days and organoids were passaged every 5–7 days. After the first passage, fully developed organoids were liberated from the Matrigel and washed with PBS several times. Organoids were then physically disrupted by pipetting up and down to release single crypts. Single crypts were then equally resuspended in 50% Matrigel and 10 µl of the suspension were seeded into pre-warmed 96-well plates. After solidifying of the Matrigel, the crypt droplets were overlaid with 100 µl IntestiCult™ organoid growth medium. Three days after seeding (passage 2) the organoids were treated (passage 2, day 3–5 after seeding) with the corresponding drugs; TQ 40, 5-FU 15, Combi 35, SARB 35, and SARB 50 µM for 48 h. The viability of the organoids was assessed by CellTiter-Glo^®^ 3D Cell Viability Assay (#G9682, Promega) according to the manufacturer’s instructions.

### Collection of the cell pellets for RT-qPCR and NanoString analysis

HCT116 cells were used for NanoString analysis and RT-qPCR. The cells were treated at 50–60% confluency with TQ 40, 5-FU 15, Combi 35, and SARB 35 µM for 24 h. The collection of cell pellet was performed on ice and the cells were scraped from the plates and the respective supernatants with the cells were transferred to a 50-ml tube, washed with ice cold PBS and the remaining cells were scraped and centrifuged for 5 min, 5000 rpm at 4 °C. The supernatants were then discarded and the cells were washed with 1 ml cold PBS, transferred to 1.5 ml tube and centrifuged another time with the same settings. The supernatants were then discarded, the pellets were frozen in liquid nitrogen and stored at −80 °C.

### RT-qPCR analysis

RNA was isolated using QIAzol^®^ Lysis Reagent (Qiagen) in combination with RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocols. cDNA synthesis was performed with the QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer. CFX96TM Real-Time System (Bio-Rad) and the C1000^TM^ Thermal Cycler (Bio-Rad) were used to measure the Ct values for investigated genes which were normalized to human B2M expression. The primers used in this study are given in Suppl. Table S4.

### NanoString gene expression analysis

The NanoString PanCancer Pathway panel gene expression assay was performed according to the manufacturer´s instructions with 50 ng of total RNA. Data processing was performed using nSolver Analysis Software 3.0 (NanoString Technologies). All samples were normalized using the geometric mean of the housekeeping genes. Differentially expressed genes between the treated and the untreated control cells were given as fold change expression. Deregulated KEGG pathways were identified via STRING software (http://string-db.org). The Gene Expression Omnibus (GEO) database (GSE34053 dataset) was used to identify the expression profile of key genes in CD133± colon cancer populations. The GEO2R web tool was used to identify differentially expressed genes. NanoString results are deposited at GEO and GSE122860 accession number provides access to the raw and processed data.

### Western blot analysis

Western blot analysis was performed as previously described^38^. Briefly, 30 or 40 μg of total protein were separated by 10% denaturing SDS–PAGE and transferred onto 0.45 μm nitrocellulose membranes overnight. The membranes were incubated with primary ß-Catenin (6B3) (1:1000, Cell Signaling, #9582), CD133 (1:250, Miltenyi, #130-092-395), p-AKT (Ser 473) (D9E) XP (1:1000, Cell Signaling, #4060), AKT (1:1000, Cell Signaling, #9272), p-MEK1/2 (Ser217/221) (1:1000, Cell Signaling, #9121), or MEK1/2 (1:1000, Cell Signaling, #9122) antibodies overnight at 4 °C. Secondary horseradish-peroxidase-coupled antibodies goat-anti-mouse IgG (H + L) (1:10,000,Thermo Fisher Scientific) or anti-rabbit IgG (H + L) (1:10,000, Thermo Fisher Scientific), and anti-biotin, HRP-linked antibody (1:5000, Cell Signaling) were then applied for 1 h at RT. Hybridization with GAPDH-HRP (6C5) (1:10,000–20,000, Abnova, #MAB5476) coupled antibody was performed for 30 min at RT as a housekeeping gene. Antibodies were visualized using the Immobilon Western Chemiluminescent horseradish peroxidase (HRP) substrate kit (Merck Millipore). Images were generated using Gene Genome Syngene Bio Imaging and quantified using Image J (Rasband, W.S., U.S. National Institutes of Health).

### TOP/FOP-FLASH Luciferase Reporter assay

HCT116 cells (20 × 10^3^) were co-transfected for 6 h before 24 h treatment with 10, 20, 50 µM SARB hybrid either with 100 ng Super8xTOP-FLASH or 100 ng Super8xFOP-FLASH, respectively, and 10 ng ß-galactosidase reporter plasmid for normalization of protein amounts. Plasmids were kindly provided by Prof. Trevor Dale, Cardiff University School of Biosciences. The reporter activity was assessed by adding 50 µl of Beta-Glo (#E4720, Promega) or 50 µl of Bright-Glo (#E2610, Promega) to the 50 µl of lysed samples, following the manufacturer instructions and measured by a luminometer (Victor^TM^ X3 Multilabel reader). The results were normalized to total protein amounts and were expressed relative to DMSO controls.

### Flow cytometry analysis of CD133

HT29 and HCT116 cells were treated at 50–60% confluence for 48 h with Combi 35 µM, SARB 35 µM or were left untreated. After trypsinization the cells were collected in 100 µL of buffer solution containing PBS, 0.5% BSA, and 2 mM EDTA by diluting MACS BSA Stock Solution (# 130‑091‑376, 1:20) with auto MACS rinsing solution (#130‑091‑222) and were incubated according to the manufacturer´s suggestion with mouse anti-human CD133/1 (AC133) conjugated with VioBright FITC (#130-105-226, 1:11; Miltenyi Biotec), or the IgG isotype control after blocking the Fc receptors with the FcR-blocking reagent (# 130‑059-901). The analysis was made with a BD FACSCanto^®^ II flow cytometer (BD Biosciences) and FlowJo software. All events were included in the analysis.

### Wound healing assay

HCT116 cells were seeded in culture plates (six-well plates) and allowed to adhere for minimum one day in the respective medium. The scratch was done in three different area of the well when the cells were completely confluent, using a sterile 200 µl tip and the plates were washed with PBS. The medium alone or with the compounds (Combi 35 µM or SARB 35 µM) was added to the cells and the plates were monitored immediately after the treatment, corresponding to 0 h, as well as at 24 and 48 h. The data is presented as the percentage of the wound closure which was calculated: (wound length at 0 h)−(wound length at 24 or 48 h)/(wound length at 0 h) × 100. The data are calculated from three independent experiments, each done in duplicate.

### Spheroid formation assay (SFA)

To investigate the capacity of CRC cells to grow under non-adherent conditions, cells were seeded at a density of 1.5 × 10^6^ cells in 10 cm plates. After 24 h of recovery, the cells were treated with increasing concentrations of SARB (10, 20, 50 μM) or Combi 35 µM. Incubation continued for another 48 h, then the cells were washed with PBS, trypsinized and 5 × 10^4^ cells were then seeded in ultra-low attachment (ULA) six-well plates (Corning) in 2 ml of CSC medium (PromoCell) and 40 μl Matrigel with growth factors (Corning). Spheroid formation was monitored 7 days after seeding and then the spheroids were transferred to 15 ml falcon tubes, washed with PBS, trypsinzed, and 2.5 × 10^4^ cells were seeded in ULA six-well plates with 2 ml CSC medium and 40 μl Matrigel. Cells were let grow for another 14 days and fresh medium was added every 2–3 days. At day 21, the spheroid growth was documented by light microscopy using a Nikon Eclipse Ti–S microscope or Leica DMI1 light microscope. The images were then analyzed using a macro (given in SI) which was imported to ImageJ (modified from ref. ^58^) to determine spheroid number.

### Propagation assay

For the propagation assay, single cell suspensions of HCT116 cells were suspended in Matrigel (Growth Factor Reduced) and in serum-free RPMI medium (1:1) at a concentration of 2000 cells/well in a total volume of 50 µl. The solution was plated in 24-well plate and was allowed to solidify for 1 h at 37 °C. The RPMI medium supplemented with 5% FBS and 1% P/S without or with the drug at the indicated concentrations was added in triplicate. The medium containing the drug was refreshed every 2–3 days. The spheres were counted and harvested between 9 and 13 days after plating (generation 1). For the propagation, the spheres were collected and the Matrigel was digested by incubation in 500 µl of serum-free media containing dispase (1 mg/ml) (Corning) for 1 h at 37 °C. The resulting sphere containing solution was collected, centrifuged and the resulting pellet was re-suspended in Trypsin (5–10 min) and later inactivated by adding RPMI media (5% FBS). The cells were than centrifuged, washed, suspended in serum-free RPMI and the number of viable cells was determined using trypan blue. Cells were again suspended in Matrigel-medium mixture and were plated as described above. Spheres were propagated up to five generations and the number of spheres was calculated for each generation using the same macro as for the SFA.

### Generation of spheroid-derived CD133 enriched sub-clones

We used HCT116 cells which were seeded into 30–35% Matrigel (growth factor reduced, Corning) in RPMI medium (supplemented with 10% FBS + 1% P/S; 1× volume Matrigel + 2× volume medium). A total volume of 2 × 10^3^ single cells/well was seeded into one well of a six-well plate, incubated at 37 °C for 15 min until the Matrigel solidified and covered with 300–500 µl medium. The medium was changed every 2–3 days and after 7 days of incubation, single cell colonies were picked gently with a tip of a sterile toothpick. The individual colony was then transferred into one well of a 96-well plate, which was filled with 100 µl RPMI medium beforehand. The cells were cultivated until a colony started to grow and only wells with single colonies were used. Seven cell lines (ST1–ST7) were generated from these clones, which were then used for further experiments. The generated clones were monitored by microscopic images (Leica DMi1, Leica Microsystems).

### Immunofluorescence staining

2D HCT116 and HT29 cells were grown (8 × 10^4^ cells/well) in eight-well chambered coverslips (Ibidi) and treated after 2 days of adherence for 48 h with increasing concentrations of SARB (10, 20, 50 µM). Spheroids (3D) at day 21 derived from SFA and 2D cells were washed with PBS, fixed with 4% paraformaldehyde for 20 min at RT, permeabilized with 0.1% TritonX in PBS (15 min at RT), blocked for 30 min with 3% BSA (w/v) in PBS, and stained with a 1:250 dilution of primary antibody against CD133 (Miltenyi Biotec) or 1:100 of ß-Catenin (D10A8) XP (Cell Signaling) overnight at 4 °C. The next day, after a washing step, the spheroids stained with CD133 were incubated with a 1:250 goat anti-mouse dilution of the secondary antibody (Alexa Fluor 555, Invitrogen), where the cells labeled with ß-Catenin were incubated with 1:100 goat anti-rabbit IgG (Alexa Fluor 555, Invitrogen) for 1 h RT, washed again, stained with 1:1000 Hoechst 33342 (Sigma) in PBS (1 mg/ml stock solution) per well and imaged with a Nikon Eclipse Ti–S.

### Chorioallantoic membrane (CAM) assay and immunohistochemical staining

The chick embryo CAM xenograft assay was performed as previously described^37,38^. Shortly, 1 × 10^6^ HCT116 cells were pretreated with the compounds and were applied in a 1:1 medium-Matrigel mixture (Corning) onto the CAM. After 5 days of incubation the generated micro-tumors were harvested. The CAM tumors were photographed and the tumor volume was calculated using the formula: *V* = (*L* × *W* × *H*)/2 (*n* ≥ 9 for all groups). The CAM microtumours were then fixed in 4% phosphate buffered formalin for 24 h, dehydrated and embedded in paraffin. The HE staining and the scanning of the slides were done as previously described^38^. The percentage of vital tumor cell areas and mitosis was evaluated (*n* = 7 control-CAM, *n* = 7 TQ-CAM, *n* = 7 5 FU-CAM, *n* = 8 Combi-CAM, and *n* = 8 SARB-CAM microtumors).

The rate of mitotic cells was determined using HE-stained sections of the CAM micro-tumors and the high-power-field (HPF) method. Immunohistochemical labeling for β-Catenin (1:50, BD Bioscences), E-cadherin (1:2000, BD Bioscences), and Ki67 (1:100, Dako) was performed according to standard routine procedures for immunohistochemical analysis.

### Statistical analysis

All statistical analyses (*t*-test and one-way ANOVA) were performed using GraphPad Prism 7 (version 7.0, GraphPad Software Inc., La Jolla, CA, USA).

## Supplementary information

Suppl. Information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

# Supplementary material for: Combination of 5-fluorouracil and thymoquinone targets stem cell gene signature in colorectal cancer cells
**Source:** Cell Death Dis. 2019 May 16;10(6):379. doi: 10.1038/s41419-019-1611-4
**Supplement:** Supplementary file 1 — Suppl. Information

**Supporting Information**

**Combination of 5-Fluorouracil and Thymoquinone targets stem cell gene signature in colorectal cancer cells**

# Benardina Ndreshkjana^1,2*^, Aysun Çapcı^3*^, Volker Klein^3^, Pithi Chanvorachote^4^, Julienne K. Muenzner^1,2^, Kerstin Huebner^1,2^, Sara Steinmann^1,2^, Katharina Erlenbach-Wünsch^2^, Carol I. Geppert^2^, Abbas Agaimy^2^, Farah Ballout^5^, Chirine El-Baba^1^, Hala Gali-Muhtasib^5^, Adriana Vial Roehe^6^, Arndt Hartmann^1,2^, Svetlana B. Tsogoeva^3^, Regine Schneider-Stock^1,2^

^1^University Hospital, Friedrich-Alexander-University Erlangen-Nuremberg, Experimental Tumorpathology, Institute of Pathology, Erlangen, Germany; ^2^Institute of Pathology, Friedrich-Alexander University of Erlangen-Nuremberg, Erlangen, Germany; ^3^Organic Chemistry Chair I and Interdisciplinary Center for Molecular Materials (ICMM), Friedrich-Alexander University Erlangen-Nuremberg, Erlangen, Germany; ^4^Department of Pharmacology and Physiology, Faculty of Pharmaceutical Sciences, Chulalongkorn University, Bangkok, Thailand; ^5^Department of Biology and Center for Drug Discovery, American University of Beirut, Beirut, Lebanon; ^6^Department of Pathology, Federal University of Health Sciences of Porto Alegre (UFCSPA), Porto Alegre, Brazil

**Table of Contents:**

*Experimental chemical section S3-S8*

*Recorded spectra S9-S14*

*Tables S15-S17*

*Macro protocol S18-S19*

*Western Blot S20*

*References S20*

*Figure legends S21-S23*

**Experimental section**

**Synthesis of thymoquinone derivative 5**

In a 25 mL two-neck flask, thymoquinone (**1**) (0.61 mmol, 100 mg, 1.0 eq) and succinic acid (0.49 mmol, 58 mg, 0.8 eq) were dissolved in mixture of acetonitrile (3 mL) and water (3 mL) under N_2_ atmosphere. Then AgNO_3_ (0.061mmol, 10 mg, 0.1 eq) was added. The reaction mixture was heated up to 80^°^ C and (NH_4_)_2_S_2_O_8_ (0.61 mmol, 139 mg, 1.0 eq) was added drop wise. The reaction mixture was refluxed at 100^°^ C overnight and then it was cooled to room temperature (RT) and diluted with H_2_O (0.6 mL). The mixture was extracted with Et_2_O (5x5 mL), organic phases were combined and dried over Na_2_SO_4_ and evaporated at atmospheric pressure. The crude product **5** was purified as yellow oil by column chromatography in 45% yield Rf: 0.56 (SiO_2_, cyclohexane/EtOAc/aceton 6:4:0.5, UV and phosphomolybdic acid in ethanol 10%). Anal. calcd. for C_13_H_16_O_4_: C, 66.09, H, 6.83, found: C, 66.15, H, 7.03. The spectroscopic data were verified in accordance with literature**^1^**.

**Synthesis of 5-FU derivative 6 and the hybrid compound SARB**

In an evacuated Schlenk tube 5-FU (**2**) (1.31 mmol, 175 mg, 2.0 eq) was dissolved in formaldehyde 37% (0.8 M, 1.65 mL) at 60^°^ C, under N_2_ atmosphere. The reaction mixture was stirred for 45 min. Afterwards solvent was evaporated under reduced pressure. The crude product **6** was dried overnight in high vacuum (up to 10^-3^) and directly used without further purification**^2^**. The white oily compound **6** was dissolved in acetonitrile (0.45 mL). Then DCC (0.73 mmol, 150 mg, 1.1 eq) and DMAP (0.033 mmol, 4 mg, 0.05 eq) were added at -10^°^ C. To this solution, thymoquinone derivative **5** which was dissolved in acetonitrile (1 mL) was added drop wise. The mixture kept at -10-0^°^ C for 1 h and it was stirred overnight at RT. The urea was filtered and washed with EtOAc. The solvent was evaporated under reduced pressure and the crude product was purified via column chromatography. Hybrid compound (SARB) was obtained as a yellow solid (36%). Rf: 0.38 (SiO_2_, cyclohexan/EtOAc/aceton 6:4:0.5, UV and phosphomolybdic acid in ethanol 10%).

^1^H-NMR (400 MHz, CDCl_3_): δ = 1.10 (d, *J*= 6.9 Hz, 6 H), 2.03 (s, 3 H), 2.54 (m, 2 H), 2.83 (m, 2 H), 3.02 (dsept, *J* = 6.9, 1.1 Hz, 1 H), 5.62 (s, 2H), 6.49 (d, *J*= 1.1 Hz, 1 H), 7.61 (d, 1H), 8.44 (s, NH) ppm.

^13^C NMR (100 MHz, CDCl_3_): 187.8, 186.7, 172.5, 156.5, 154.6, 148.8, 142.2, 141.4, 138.9, 130.2, 128.7, 69.8, 32.4, 26.7, 22.1, 21.3 (2x), 11.8 ppm.

^19^F NMR (300 MHz, CDCl_3_): -164.03-163.99 (t, 1F) ppm.

IR (ATR): 3195, 3077, 2964, 2932, 2873, 1708, 1645, 1457, 1361, 1248, 1128, 1050, 977, 889, 781, 709, 549, 415.

MS (MALDI) m/z: 401 ([M+Na)]^+^); HRMS (ESI) m/z calculated for [C_18_H_19_FN_2_NaO_6_]^+^: 401.11248, found: 401.11178.

Anal. calcd. for C_18_H_19_FN_2_O_6_: C, 57.14, H, 5.06, N, 7.40, found: C, 57.15, H, 4.92, N, 7.24.

**Synthesis of thymoquinone derivative 3**

In a 50 mL two-neck flask, thymoquinone (**1**) (0.61 mmol, 100 mg, 1.0 eq) and sodium azide (0.78 mmol, 51 mg, 1.3 eq) were dissolved in ethanol (3 mL) under N_2_ atmosphere. The glacial acid (1 mL) was added dropwise and the reaction mixture was heated to reflux for 3 h. Afterwards, the reaction mixture was cooled down to RT, diluted with H_2_O and extracted with Et_2_O. The organic phase was dried over Na_2_SO_4_ and removed under reduced pressure. The crude product was purified by column chromatography (SiO_2_, hexane/EtOAc 4:1 > 2:1). The product **3** was obtained as red oil (48 mg, 0.27 mmol, 44% yield). The spectroscopic data were verified in accordance with literature**^3^**.

**Synthesis of 5-fluorouracil-1-acetylchloride (4) and the hybrid compound AC29**

In a 25 mL two-neck flask KOH (195 mg, 3.5 mmol, 4.5 eq) and 5-FU (**2**) (100 mg, 0.77 mmol, 1.0 eq) were dissolved in water (10 mL). The reaction mixture was heated up to 40^°^ C, and then the solution of bromoacetic acid (194 mg, 1.4 mmol, 1.8 eq) in water (0.4 mL) was added. The reaction mixture was heated up to 80^°^ C and was stirred for 5 h while keeping the pH of the solution at 10 by KOH solution. Then the reaction mixture was cooled to RT and HCl was added to adjust pH to 2 and then solvent evaporated under reduced pressure. The crude product was dissolved in aqueous solution of NaHCO_3_ and was recrystallized by HCl. The white crystalline 5-fluorouracil-1-acetic acid was obtained in quantitative yield. The spectroscopic data were verified in accordance with literature**^2^**. Following, 5-fluorouracil-1-acetic acid and thionyl chloride (1 mL) were mixed in the presence of 1 drop of DMF at 0^o^ C, under N_2_ atmosphere. The reaction mixture was refluxed for 5 h and excess of SOCl_2_ was removed under vacuum. The crude product **4** was used without further purification**^2^**. Afterwards, the 5-fluorouracil-1-acetyl chloride (**4**) was dissolved in DMF and previously prepared thymoquinone derivative **3** was added to the solution. The reaction mixture was stirred overnight. The consumption of thymoquinone derivative indicated the completion of the reaction. The solvent removed under reduced pressure and the crude compound purified via column chromatography Rf: 0.29 (SiO_2_, hexane/EtOAc/MeOH 6:4:0.5, UV and phosphomolybdic acid in ethanol 10%). Hybrid AC29 was obtained as yellow solid (30 mg, 0.085 mmol, 32%)

^1^H-NMR (500 MHz, DMSO-d_6_): δ = 1.08 (d, *J*= 6.9 Hz, 6 H), 1.77 (s, 3 H), 2.90 (dsept, 1 H), 4.56 (s, 2 H), 6.61 (d, *J* = 6.1 Hz, 1 H), 8.09 (d, *J* = 6.7 Hz, 1H), 10.06 (s, 1NH), 11.89 (s, 1NH) ppm.

^13^C NMR (126 MHz, DMSO-d_6_): 187.48, 182.69, 165.30, 157.53, 152.86, 149.69, 139.29, 137.01, 134.66, 130.94, 130.42, 50.15, 26.47, 21.04 (2x), 12.41 ppm.

^19^F NMR (470 MHz, DMSO-d_6_): -170.42-170.41 (d, *J*= 6.9 Hz 1F) ppm.

HRMS (ESI) m/z calculated for [C_16_H_16_FN_3_NaO_5_]^+^: 372.09662, found: 372.09675.

Anal. calcd. for C_16_H_16_FN_3_O_5_: C, 55.01, H, 4.62, N, 12.03, found: C, 54.56, H, 4.64, N, 11.79.

**Synthesis of 5-Fluorouracil derivative 8**

5-Fluorouracil (100 mg, 0.77 mmol, 1.00 eq) was dissolved in dry 1, 2-dichloro ethane (4 mL) under N_2_ atmosphere. Trimethylsilyl trifluoromethanesulfonate (277.8 µL, 1.54 mmol, 2.0 eq) then triethyl amine (213.1 µL, 1.54 mmol, 2.0 eq) were slowly added at RT. After 30 minutes, a solution has formed and 80% propargyl bromide solution in toluene (148.6 mg, 111.3 µL, 999.4 mmol) was added. The mixture was allowed to stir overnight. Ice water (40 mL) was added and extracted with EtOAc (3 x 10 mL), dried over MgSO_4_ and purified via column chromatography (SiO_2_, DCM/MeOH 100:0.05). The product **8** was obtained as white solid (56 mg, 333 mmol, 43% yield.) The spectroscopic data were verified in accordance with literature**^4^**.

**Synthesis of thymoquinone derivative 7 and the hybrid compound KV98**

3-(3-hydroxypropyl)-5-isopropyl-2-methylcyclohexa-2,5-diene-1,4-dione**^5^** (55 mg, 0.25 mmol 1.0 eq) and 2-azido-1,3-dimethylimidazolinium hexafluorophosphate**^6^** was dissolved in dry THF (4 mL) under N_2_´-atmosphere and cooled to 0° C. DBU (110.8 µL, 0.75 mmol, 3.0 eq) was added dropwise for 30 min. The reaction was allowed to stir for 2.5 h. Saturated aqueous ammonium chloride solution (15 mL) and DCM (15 mL) were added. The organic phase was collected and the aqueous phase was extracted with DCM (2 x 10 mL), dried over MgSO_4_ and purified via short column chromatography (SiO_2_, hexane/ EtOAc 8:1). The product **7** was obtained as orange/brown solid (30 mg, 0.12 mmol, 49% yield) and directly used in the click reaction without characterization. The compound **7** (27.0 mg, 198 mmol, 1.0 eq), compound **8** (22.0 mg, 131 mmol, 1.20 eq), CuI (1.04 mg, 5.46 mmol, 0.05 eq), acetic acid (0.66 µL, 10.9 mmol, 0.1 eq) and DIPEA (1.86 µL, 10.9 mmol, 0.1 eq) **^7^** were added to 8 mL DCM under N_2_ atmosphere. The mixture was stirred overnight at RT. After 18 h, the reaction mixture was heated to reflux for 3 h until completion of the reaction. The crude was purified via column chromatography (SiO_2_, DCM/Acetone 3:1). The isolated product was recrystallized from DCM to obtain a pure light brown product (30.3 mg, 73.2 mmol, 67% yield)

^1^H NMR (600 MHz, CDCl_3_) *δ* = 8.48 (s, 1H), 7.74 (s, 1H), 7.60 (d, *J* = 5.4 Hz, 1H), 6.48 (d, *J* = 1.2 Hz, 1H), 4.95 (s, 2H), 4.39 (t, *J* = 7.1 Hz, 2H), 3.00 (heptd, *J* = 6.7, 1.0 Hz, 1H), 2.54 – 2.43 (m, 2H), 2.10 – 1.99 (m, 2H), 1.95 (s, 3H), 1.09 (d, *J* = 6.9 Hz, 6H).

^13^C NMR (151 MHz, CDCl_3_) *δ* = 187.8, 186.8, 156.7, 156.5, 154.6, 149.1, 142.8, 141.4, 141.3, 141.0, 139.7, 130.3, 128.6, 128.3, 123.6, 50.3, 43.2, 28.8, 26.8, 23.7, 21.4, 11.8 ppm.

^19^F[^1^H] NMR (470 MHz, CDCl_3_) *δ* = -165 ppm.

HRMS (APPI): *m/z* calculated for C_20_H_23_FN_5_O_4_ [M+H]^+^ 416.1729, found 416.1734.

Anal. calcd. for C_20_H_22_FN_5_O_4_: C, 57.83, H, 5.34, N, 16.86, found C, 57.61, H, 5.56, N, 16.57.

**Recorded spectra:**

^1^H NMR spectrum of hybrid **SARB** recorded on a Bruker Avance spectrometer (300 MHz, CDCl_3_)

^
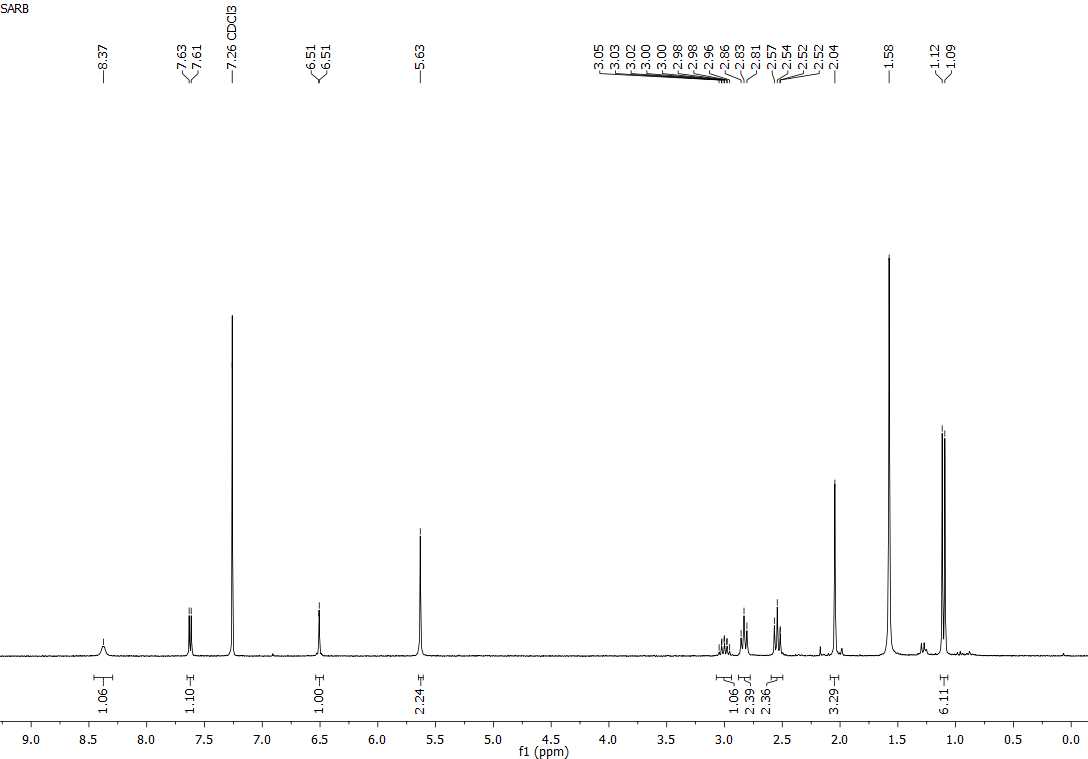
^

^13^C NMR spectrum of hybrid **SARB** recorded on a Bruker Avance spectrometer (75 MHz, CDCl_3_)

^
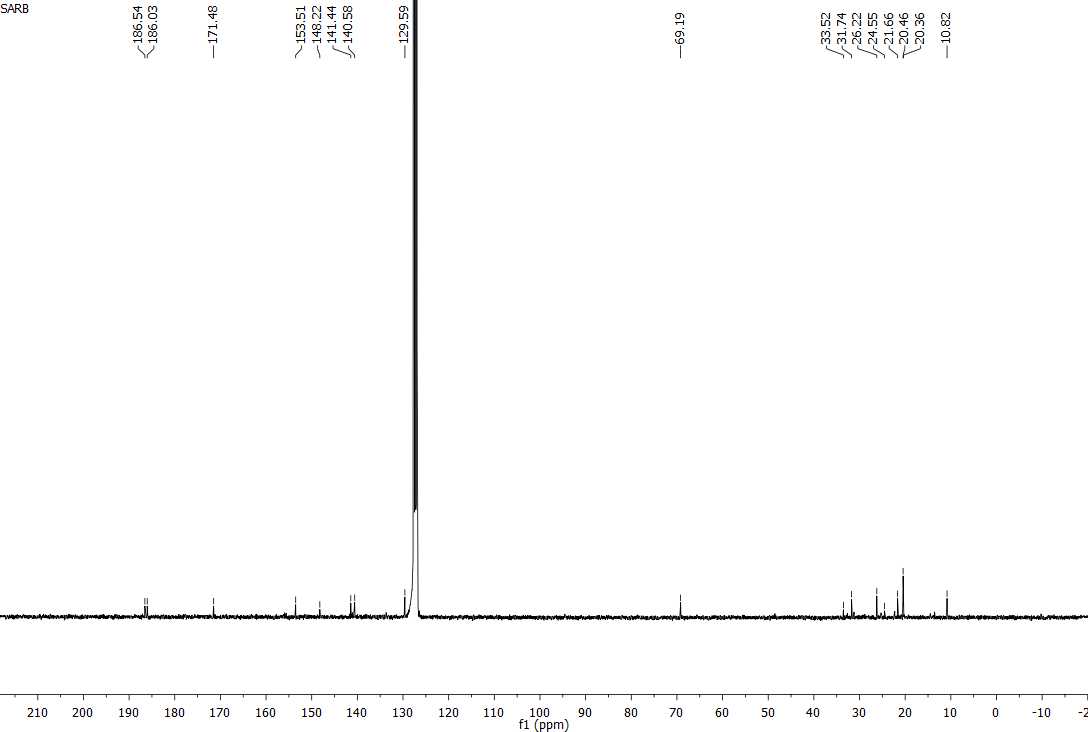
^

^19^F NMR spectrum of hybrid **SARB** recorded on a Bruker Avance spectrometer (470 MHz, DMSO-d_6_)

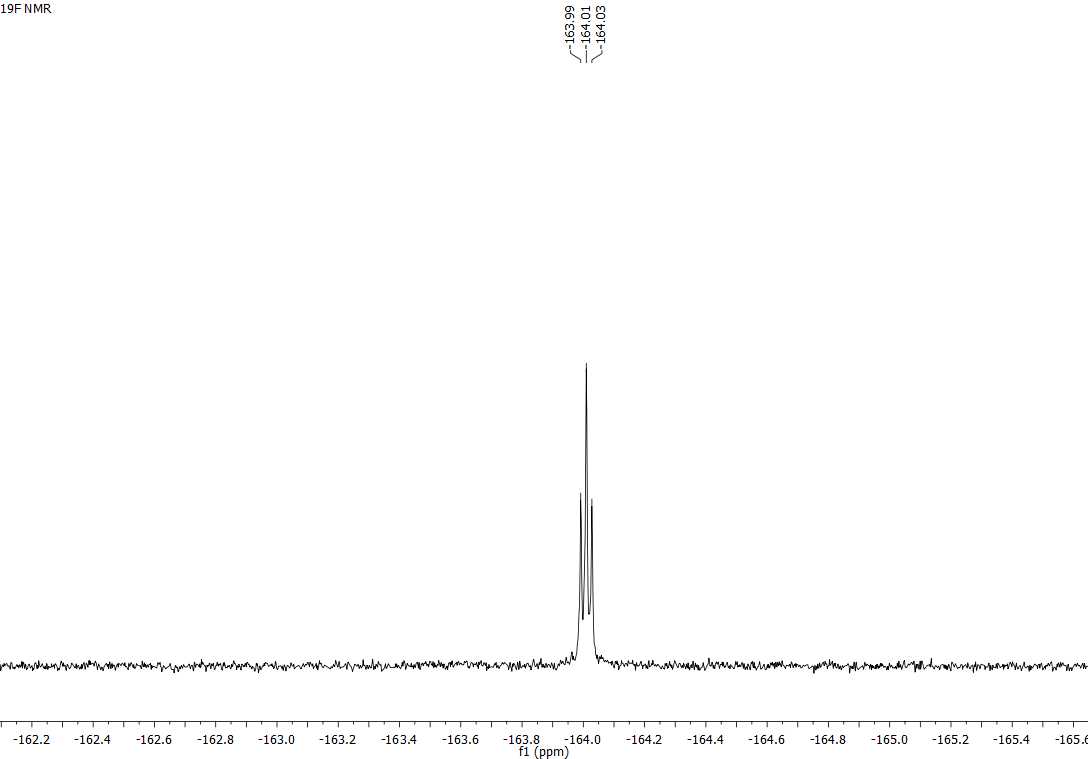

ESI mass spectrum of hybrid **SARB** recorded on a Bruker micrOTOF II focus TOF MS-spectrometer

^
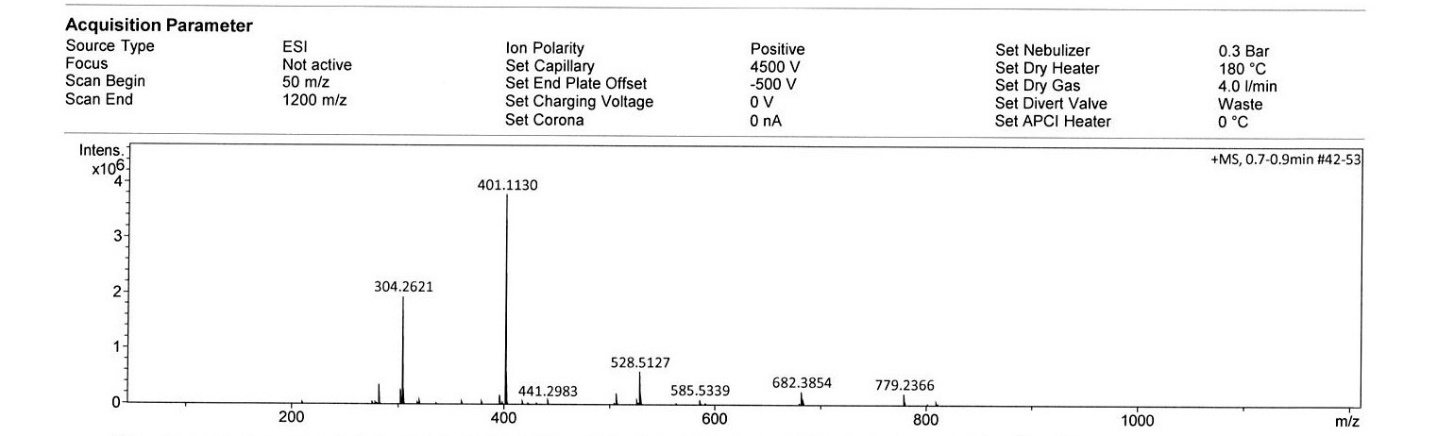
^

^1^H NMR spectrum of hybrid **AC29** recorded on a Bruker Avance spectrometer (500 MHz, DMSO-d_6_)

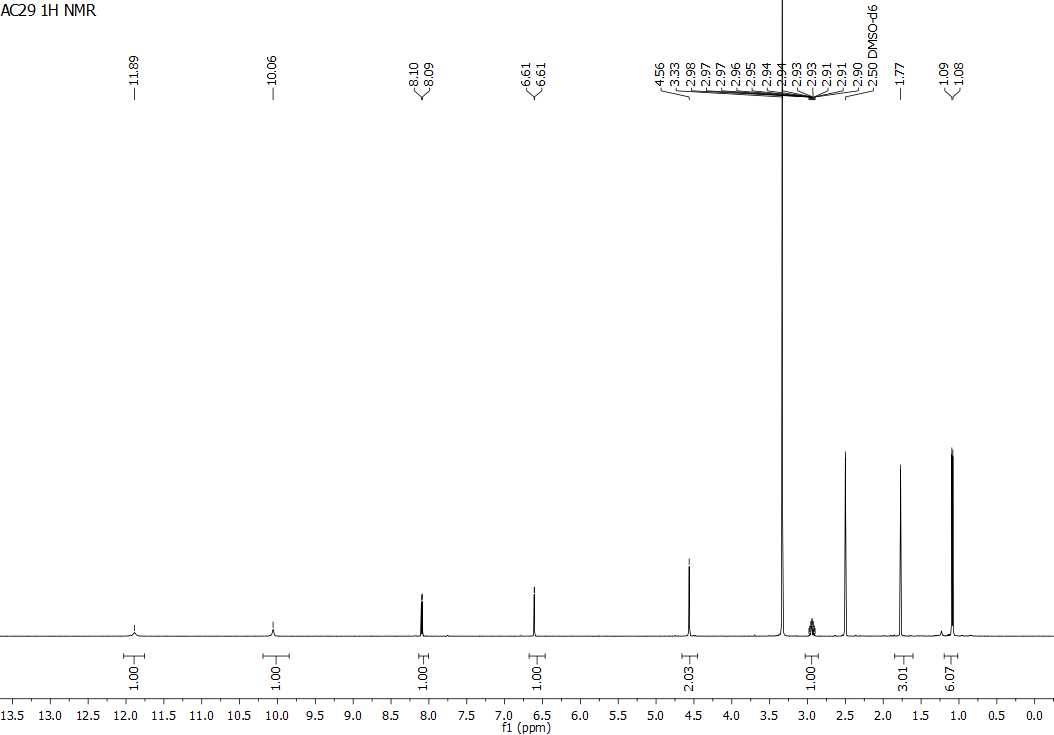

^13^C NMR spectrum of hybrid **AC29** recorded on a Bruker Avance spectrometer (126 MHz, DMSO-d_6_)

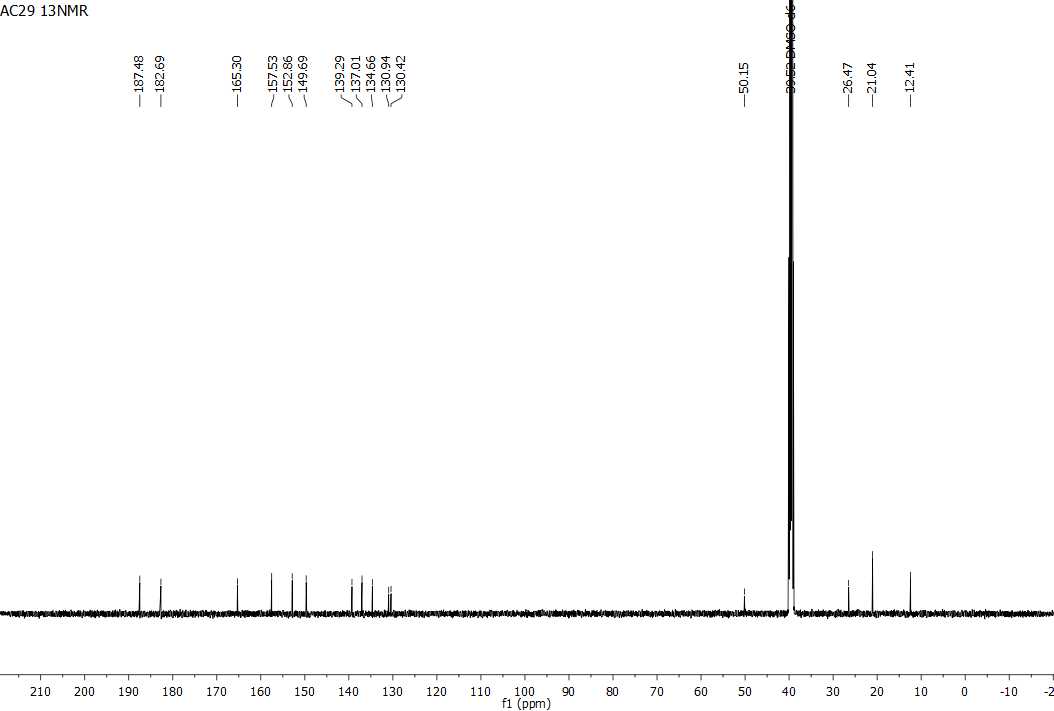

^19^F NMR spectrum of hybrid **AC29** recorded on a Bruker Avance spectrometer (470 MHz, DMSO-d_6_)

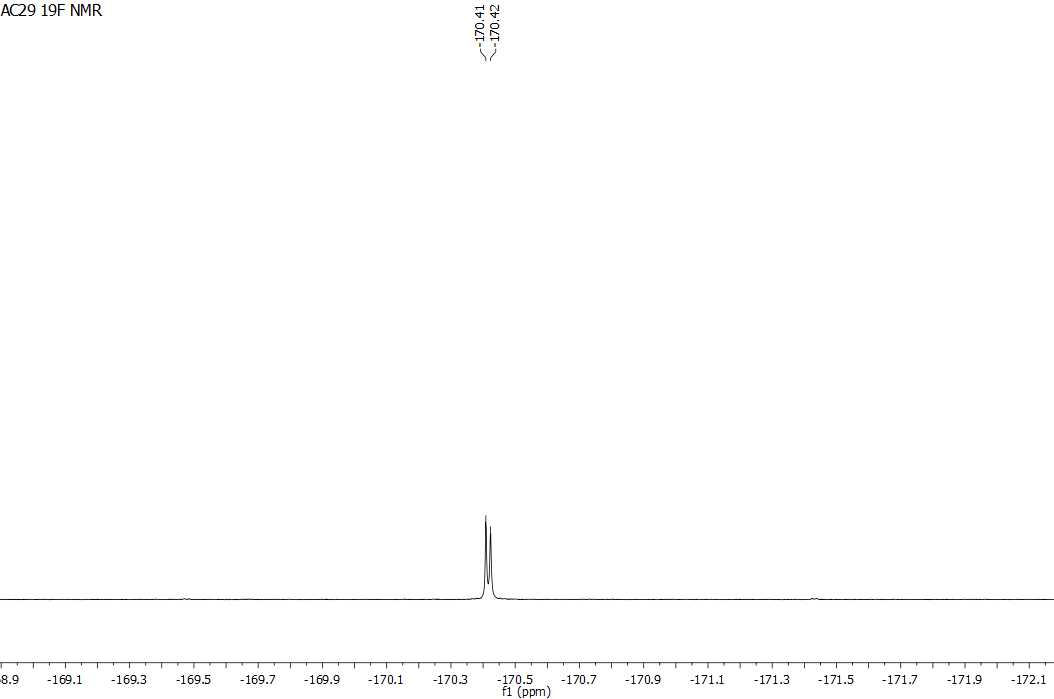

ESI mass spectrum of hybrid **AC29** recorded on a Bruker micrOTOF II focus TOF MS-spectrometer

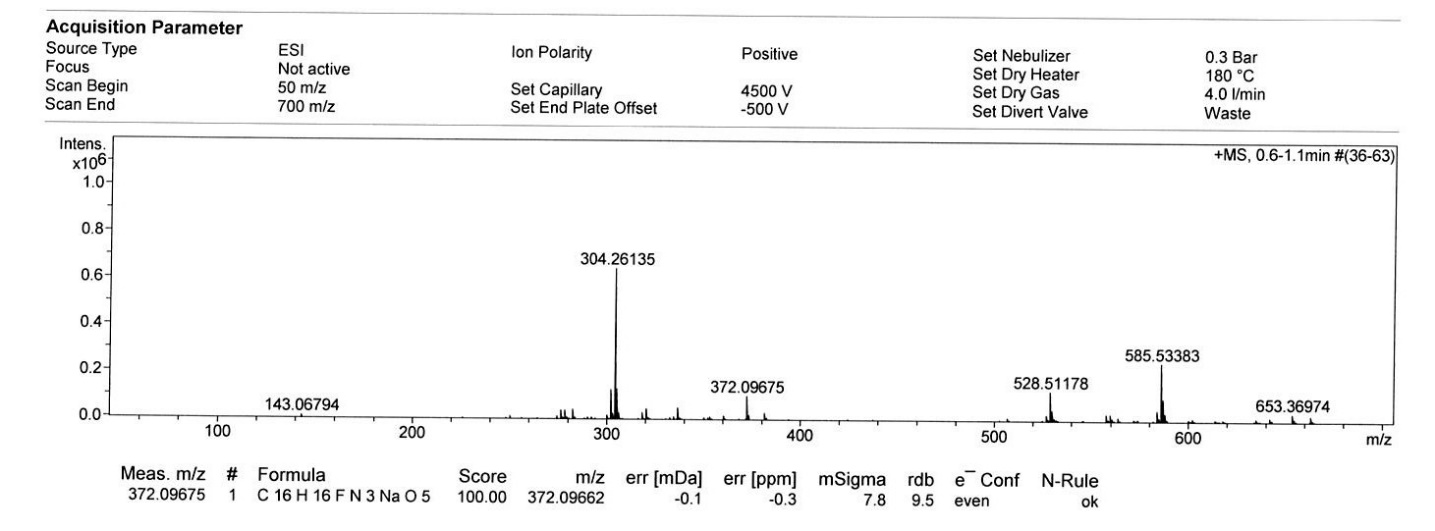

^1^H NMR spectrum of hybrid **KV98** recorded on a Bruker Avance spectrometer (600 MHz, CDCl_3_)

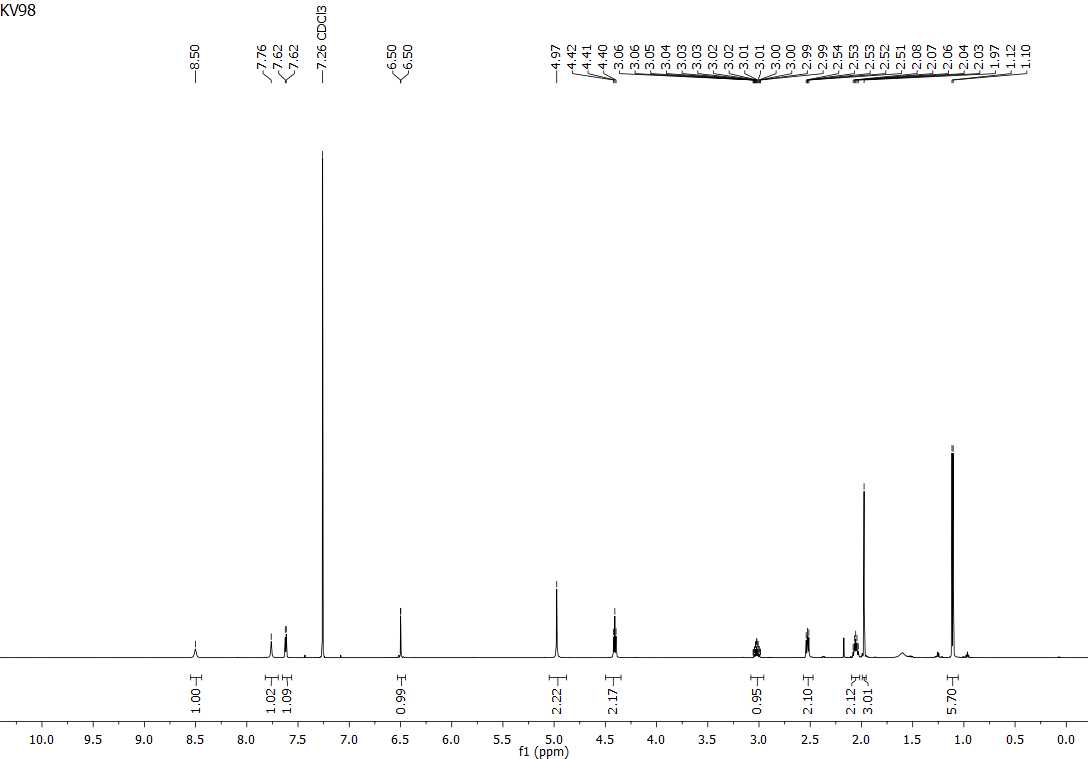

^13^C NMR spectrum of hybrid **KV98** recorded on a Bruker Avance spectrometer (151 MHz, CDCl_3_)

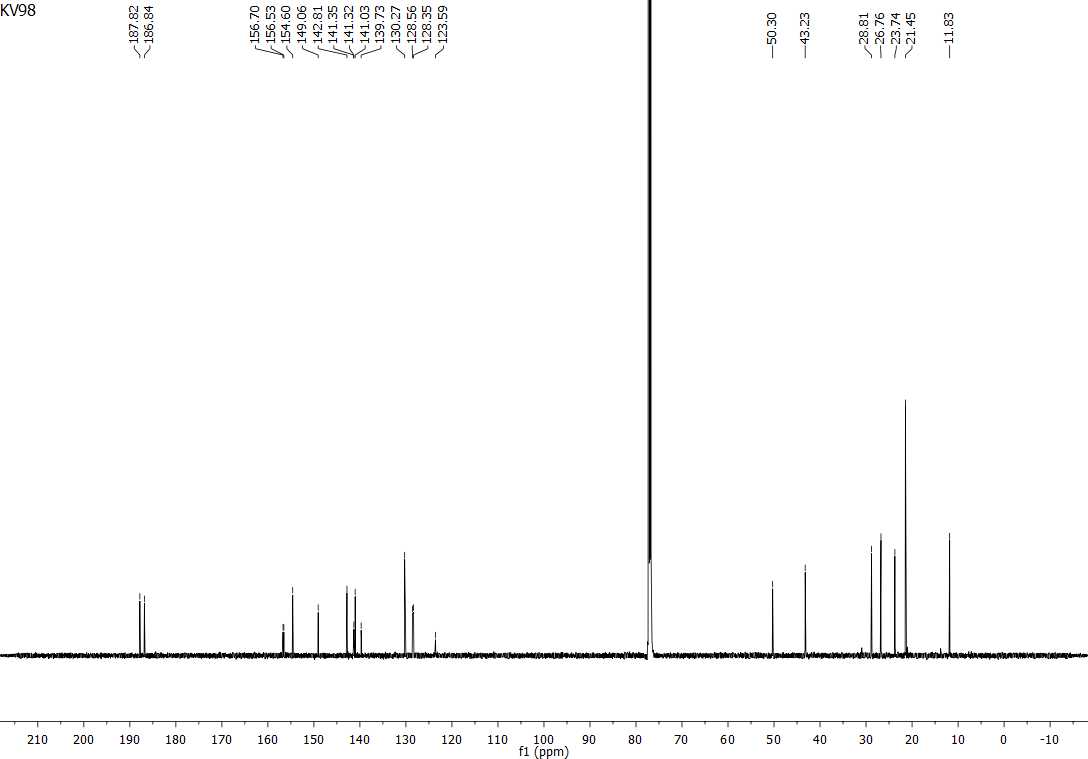

^19^F NMR spectrum of hybrid **KV98** recorded on a Bruker Avance spectrometer (470 MHz, DMSO-d_6_)

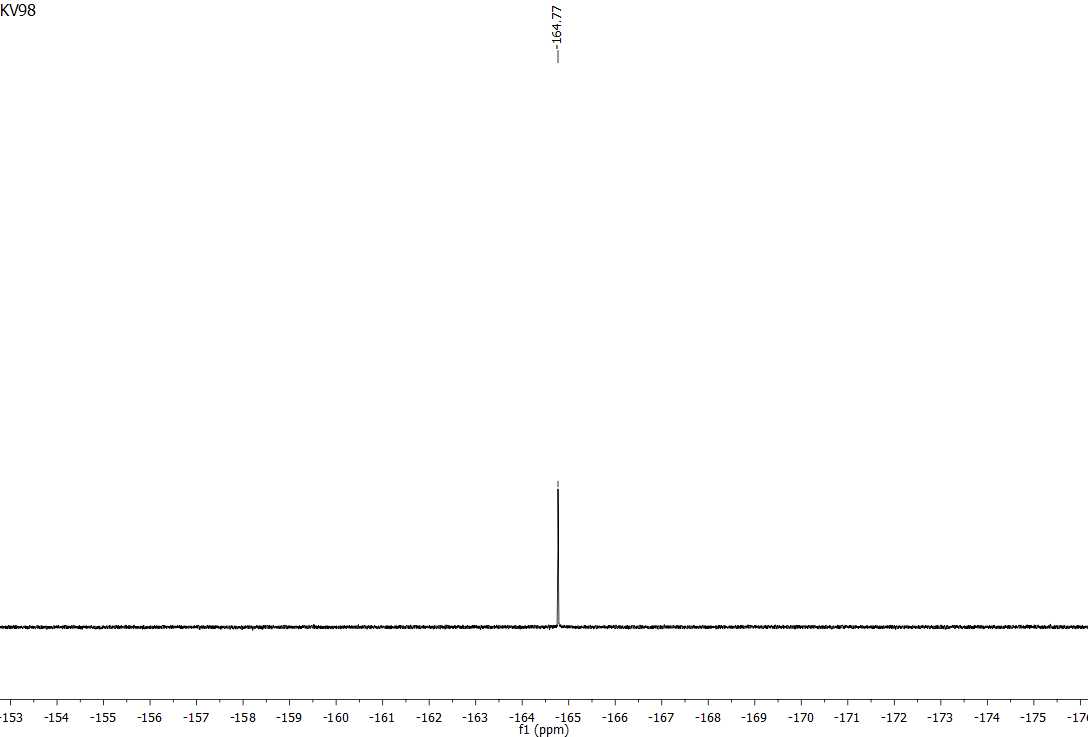

**Material and methods**

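Table S1 lists 27 genes with the authors' fold changes in TQ, 5-FU and Combi against control, each the ratio of the geometric means of 3 normalized values per group. Scaled to the housekeeping genes, 9 of the 27 were called higher in Combi by edgeR's quasi-likelihood test, NGFR, JUN, PLA2G4C, RELA (1.43), HDAC5 (0.61), COL4A5 (1.51), ATM (1.16), BAMBI (0.63) and SPP1, and 3 lower, NPM1, HIST1H3H and DNMT1. HDAC5 was lost without control replicate 1 (0.50), Combi replicate 2 (0.51) or Combi replicate 3 (0.57), BAMBI without control replicate 1 (0.52), control replicate 3 (0.63) or Combi replicate 2 (0.49), and PLA2G4C without control replicate 1 (1.11), control replicate 2 (1.35) or Combi replicate 3 (1.31). Adjusted over the list alone the counts were 12 and 3, which is not independent evidence because the list was chosen on these samples. In TQ, 4 were called lower, among them BMP8A (-1.24), COL4A5 (-1.25) and PLA2G10, and 2 of the 27 when adjusted over the list alone. With cartridge as a block 0 were lower in TQ by edgeR, with 2 at an unadjusted p under 0.05, and TMM normalization and DESeq2 each left 1, COL4A5. BMP8A was lost without TQ replicate 2 (-1.11), and PLA2G10 without control replicate 2 (-1.23), control replicate 3 (-0.97), TQ replicate 1 (-1.08) or TQ replicate 2 (-1.00). In 5-FU, NGFR and JUN were called higher and NPM1 and HIST1H3H lower. Of the 27, 13 averaged under 20 raw counts in both TQ and control and 14 in both 5-FU and control. With cartridge as a block 5 were higher and 1 lower in Combi, and TMM normalization gave 12 and 3.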

**Table S1.** Differentially expressed genes in Combi as compared to the individual treatments.

| Gene Name | Accession # | 5-FU | | p-value | | Combi | p-value | | TQ | p-value |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| NGFR | NM_002507.1 | | 5,2 | | 0,00 | 6,8 | 0,00 | 1,1 | | 0,37 |
| NPM1 | NM_002520.5 | | -2,7 | | 0,00 | -3,4 | 0,03 | -1,0 | | 0,95 |
| HIST1H3H | NM_003536.2 | | -10,5 | | 0,00 | -11,9 | 0,00 | -1,2 | | 0,33 |
| JUN | NM_002228.3 | | 2,8 | | 0,00 | 4,2 | 0,00 | 1,4 | | 0,10 |
| FST | NM_006350.2 | | -1,4 | | 0,01 | 3,4 | 0,02 | -1,2 | | 0,72 |
| EGF | NM_001963.3 | | 2,7 | | 0,01 | 9,1 | 0,01 | 3,8 | | 0,02 |
| PLA2G4C | NM_003706.2 | | 2,4 | | 0,17 | 14,3 | 0,00 | 10,6 | | 0,02 |
| RELA | NM_021975.3 | | 1,2 | | 0,18 | 2,6 | 0,04 | -1,2 | | 0,42 |
| BMP8A | NM_181809.3 | | -1,5 | | 0,20 | 1,5 | 0,02 | -2,6 | | 0,15 |
| PPP2R1A | NM_014225.3 | | 1,1 | | 0,26 | -1,5 | 0,01 | -1,1 | | 0,44 |
| HDAC5 | NM_005474.4 | | -1,2 | | 0,28 | 1,5 | 0,03 | -1,5 | | 0,04 |
| COL4A5 | NM_033381.1 | | 1,3 | | 0,41 | 3,0 | 0,03 | -2,6 | | 0,03 |
| SPRY1 | NM_005841.1 | | 2,0 | | 0,41 | 8,5 | 0,01 | 2,9 | | 0,06 |
| ATM | NM_138292.3 | | 1,2 | | 0,44 | 2,6 | 0,02 | -1,1 | | 0,75 |
| BAMBI | NM_012342.2 | | -1,1 | | 0,49 | 1,8 | 0,02 | 1,1 | | 0,55 |
| IGFBP3 | NM_000598.4 | | 1,9 | | 0,51 | 6,9 | 0,03 | 1,1 | | 0,89 |
| PLA2G10 | NM_003561.1 | | -1,3 | | 0,53 | 2,3 | 0,03 | -2,2 | | 0,15 |
| LTBP1 | NM_000627.3 | | 1,2 | | 0,54 | 2,6 | 0,01 | -1,4 | | 0,18 |
| COL4A3 | NM_000091.3 | | -1,7 | | 0,56 | 2,0 | 0,00 | 1,2 | | 0,46 |
| PLA2G4E | NM_001206670.1 | | 1,3 | | 0,72 | -1,9 | 0,03 | 1,6 | | 0,44 |
| SPP1 | NM_000582.2 | | 1,3 | | 0,76 | 10,2 | 0,00 | 2,7 | | 0,02 |
| IL2RB | NM_000878.2 | | -1,1 | | 0,79 | -1,9 | 0,03 | 2,5 | | 0,10 |
| NGF | NM_002506.2 | | -1,1 | | 0,79 | 3,4 | 0,05 | -1,1 | | 0,84 |
| PAK7 | NM_177990.1 | | 1,1 | | 0,84 | -1,7 | 0,05 | 1,4 | | 0,66 |
| IL6 | NM_000600.1 | | 1,1 | | 0,84 | -1,9 | 0,03 | -1,1 | | 0,73 |
| DNMT1 | NM_001379.2 | | 1,0 | | 0,85 | -1,8 | 0,01 | -1,0 | | 0,93 |
| BIRC3 | NM_182962.1 | | -1,0 | | 1,00 | 7,8 | 0,00 | 1,3 | | 0,44 |

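The table gives for each gene the authors' fold change in SARB against control and its p-value, which the deposited table holds unadjusted for the number of genes. Of the 33 genes called lower only in SARB from the raw counts, 10 are in Table S2, and of the 3 called higher only in SARB, PPP2CB is.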

**Table S2.** 30 unique significantly dysregulated genes under SARB treatment.

| Gene Name | Accession # | Combi | p-value | SARB | p-value |
| --- | --- | --- | --- | --- | --- |
| Downregulated |  |  |  |  |  |
| DKK2 | NM_014421.2 | -1,9 | 0,18 | -8,5 | 0,03 |
| GRIN2A | NM_000833.3 | -2,4 | 0,22 | -7,4 | 0,02 |
| GATA1 | NM_002049.2 | 1,1 | 0,87 | -7,2 | 0,02 |
| HNF1A | NM_000545.4 | -1,3 | 0,62 | -4,5 | 0,04 |
| THBS4 | NM_003248.3 | -1,0 | 0,96 | -4,1 | 0,02 |
| RNF43 | NM_017763.4 | -1,2 | 0,57 | -3,1 | 0,03 |
| CREB3L4 | NM_130898.2 | -1,4 | 0,19 | -2,2 | 0,05 |
| CREB5 | NM_182898.2 | 1,7 | 0,06 | -2,1 | 0,04 |
| MAPK1 | NM_138957.2 | -1,5 | 0,11 | -2,1 | 0,03 |
| LEP | NM_000230.2 | -1,5 | 0,48 | -2,1 | 0,05 |
| PRMT8 | NM_019854.3 | -1,1 | 0,79 | -2,1 | 0,05 |
| TNN | NM_022093.1 | -1,8 | 0,11 | -2,1 | 0,05 |
| IL13RA2 | NM_000640.2 | -1,4 | 0,57 | -2,0 | 0,05 |
| HELLS | NM_018063.3 | -1,4 | 0,15 | -1,9 | 0,05 |
| CCND2 | NM_001759.2 | -1,5 | 0,32 | -1,8 | 0,05 |
| FUBP1 | NM_003902.3 | -1,2 | 0,16 | -1,8 | 0,01 |
| MAPK9 | NM_139068.2 | -1,4 | 0,06 | -1,8 | 0,01 |
| MDC1 | NM_014641.2 | -1,2 | 0,31 | -1,7 | 0,05 |
| SUV39H2 | NM_024670.3 | -1,4 | 0,04 | -1,7 | 0,01 |
| CDK4 | NM_000075.2 | -2,2 | 0,06 | -1,6 | 0,04 |
| CDKN2C | NM_001262.2 | -1,5 | 0,21 | -1,6 | 0,00 |
| FOS | NM_005252.2 | 5,1 | 0,00 | -1,6 | 0,05 |
| TFDP1 | NM_007111.4 | -1,1 | 0,24 | -1,5 | 0,01 |
| BMP8A | NM_181809.3 | 1,5 | 0,02 | -1,5 | 0,02 |
| BRAF | NM_004333.3 | -1,0 | 0,86 | -1,5 | 0,03 |
| Upregulated |  |  |  |  |  |
| PTCH1 | NM_000264.3 | 1,4 | 0,11 | 1,7 | 0,04 |
| WNT10B | NM_003394.2 | 1,1 | 0,74 | 1,6 | 0,05 |
| PPP2CB | NM_001009552.1 | 1,4 | 0,12 | 1,6 | 0,03 |
| SIX1 | NM_005982.3 | -1,3 | 0,71 | 2,7 | 0,05 |
| CC2D1B | NM_032449.2 | 4,9 | 0,25 | 5,8 | 0,03 |

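For the genes of the PI3K/AKT pathway, the table sets the authors' fold changes in Combi beside those in SARB, both against the same 3 control samples. Several of them were counted rarely, with raw means in SARB and control of 10 and 21 for GNG7, 16.7 and 20.7 for IL3 and 4 and 5.67 for TNN. Counts of this size are close to those of the negative probes.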

**Table S3.** List of the 16 deregulated genes under Combi and SARB treatment included in the PI3K/AKT signalling pathway.

| Gene Name | Accession # | Combi | p-value | SARB | p-value |
| --- | --- | --- | --- | --- | --- |
| GNG7 | NM_052847.1 | -1,3 | 0,27 | -10,7 | 0,04 |
| AKT3 | NM_181690.1 | -1,3 | 0,27 | -7,6 | 0,00 |
| THBS4 | NM_003248.3 | -1,0 | 0,96 | -4,1 | 0,02 |
| **KITLG** | **NM_003994.4** | **-3,3** | **0,00** | **-3,5** | **0,00** |
| **RELN** | **NM_005045.2** | **-3,0** | **0,04** | **-2,7** | **0,05** |
| IL3 | NM_000588.3 | -2,5 | 0,16 | -2,6 | 0,04 |
| **EIF4EBP1** | **NM_004095.3** | **-2,9** | **0,04** | **-2,5** | **0,00** |
| **DDIT4** | **NM_019058.2** | **-1,7** | **0,04** | **-2,5** | **0,01** |
| KRAS | NM_004985.3 | -1,6 | 0,08 | -2,5 | 0,01 |
| MAPK3 | NM_001040056.1 | -1,0 | 0,92 | -2,3 | 0,05 |
| CREB3L4 | NM_130898.2 | -1,4 | 0,19 | -2,2 | 0,05 |
| CREB5 | NM_182898.2 | 1,7 | 0,06 | -2,1 | 0,04 |
| MAPK1 | NM_138957.2 | -1,5 | 0,11 | -2,1 | 0,03 |
| TNN | NM_022093.1 | -1,8 | 0,11 | -2,1 | 0,05 |
| CCND2 | NM_001759.2 | -1,5 | 0,32 | -1,8 | 0,05 |
| CDK4 | NM_000075.2 | -2,2 | 0,06 | -1,6 | 0,04 |

**Table S4**. List of primers used for RT-qPCR experiments (Metabion).

| Primers | Forward 5’-3’ | Reverse 5’ – 3’ |
| --- | --- | --- |
| AXIN2 | CTGGCTCCAGAAGATCACAAAG | ATCTCCTCAAACACCGCTCCA |
| DKK2 | CTCTGGATGGTACTCGGCAC | GGTCTCCTTCATGCCCTTTTA |
| FGF9 | CCTGGGTCAGTCCGAAGC | CAGAATGCCAAATCGGCTGTG |
| ID2 | ATCCTGTCCTTGCAGGCTTC | ACCGCTTATTCAGCCACACA |
| c-Myc | TGAGGAGACACCGCCCAC | CAACATCGATTTCTTCCTCATCTTC |
| FOS | GGGGCAAGGTGGAACAGTTA | AGTTGGTCTGTCTCCGCTTG |
| B2M | GACTTGTCTTTCAGCAAGGA | ACAAAGTCACATGGTTCACA |

**Spheroid formation assay ImageJ macro**

*run("Set Scale...", "distance=2.7 known=10 pixel=1 unit=µm global");*

*run("8-bit");*

*//run("Brightness/Contrast...");*

*run("Enhance Contrast", "saturated=0.35");*

*//Uses Yen thresholding algorithm*

*setAutoThreshold("Yen");*

*setOption("BlackBackground", false);*

*run("Convert to Mask");*

*getHistogram(0,hist,256);*

*ratio = hist[255]/hist[0];*

*if (ratio>1) {*

*// closes the image, reopens it, subtracts the background and proceeds as normal*

*close();*

*open(inputFolder + filename);*

*run("8-bit");*

*run("Subtract Background...", "rolling=50 light");*

*setAutoThreshold("Yen");*

*setOption("BlackBackground", false);*

*run("Convert to Mask");*

*run("Remove Outliers...", "radius=50 threshold=0 which=Dark");*

*getHistogram(0,hist,256);*

*ratio = hist[255]/hist[0];};*

*run("Maximum...", "radius=10");*

*run("Fill Holes");*

*run("Minimum...", "radius=10");*

*//small spheroids require a more "gentle" function to clean up noise*

*run("Median...", "radius=10");*

*run("Maximum...", "radius=10");*

*run("Minimum...", "radius=10");*

*run("Fill Holes");*

*run("Watershed");*

*run("Analyze Particles...", "size=50000-Infinity circularity=0.20-1.00 show=[Overlay Outlines] display exclude include summarize");};*

*if (ratio >=0.001 && ratio<0.01) {*

*run("Maximum...", "radius=10");*

*run("Fill Holes");*

*run("Minimum...", "radius=10");*

*//slightly bigger spheroids and a more rigorous function to remove noise*

*run("Remove Outliers...", "radius=10 threshold=0 which=Dark");*

*run("Watershed");*

*run("Analyze Particles...", "size=50000-Infinity circularity=0.20-1.00 show=[Overlay Outlines] display exclude include summarize");};*

*if (ratio>=0.01 && ratio<0.2) {*

*run("Maximum...", "radius=10");*

*run("Fill Holes");*

*run("Minimum...", "radius=10");*

*run("Remove Outliers...", "radius=50 threshold=0 which=Dark");*

*run("Median...", "radius=10");*

*run("Watershed");*

*run("Analyze Particles...", "size=50000-Infinity circularity=0.20-1.00 show=[Overlay Outlines] display exclude include summarize");};*

*if (ratio>=0.2 && ratio<1) {*

*//Very big spheroids generally do not need to be expanded much to fill up the edges.*

*run("Maximum...", "radius=10");*

*run("Fill Holes");*

*run("Minimum...", "radius=10");*

*//Outliers and noise are removed rigorously*

*run("Remove Outliers...", "radius=50 threshold=0 which=Dark");*

*run("Minimum...", "radius=10");*

*run("Maximum...", "radius=8");*

*run("Watershed");*

*run("Analyze Particles...", "size=50000-Infinity circularity=0.20-1.00 show=[Overlay Outlines] display exclude include summarize");};*

*if (Overlay.size > 0) {*

*//Sends particles detected to the ROI manager*

*run("To ROI Manager");*

*close()*

**Figure 3E original blot.** The complete original blot of Figure 3E in which two treatments (TQ and 5-FU) were excluded.

**
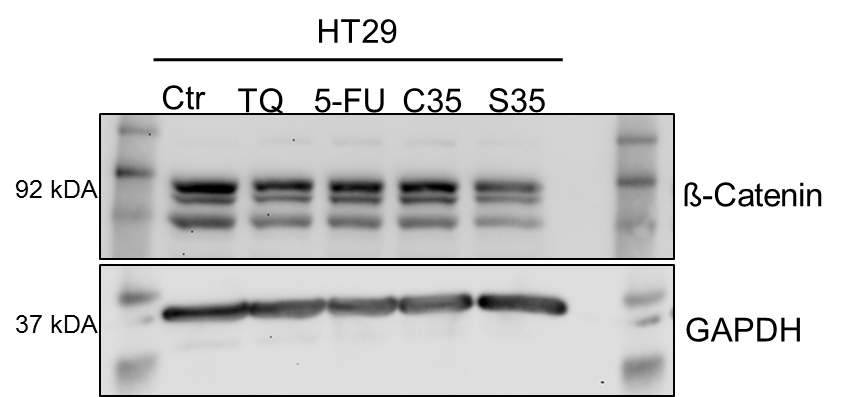
**

**References**

1 Effenberger, K., Breyer, S. & Schobert, R. Terpene conjugates of the Nigella sativa seed-oil constituent thymoquinone with enhanced efficacy in cancer cells. *Chem. Biodiv.* **7**, 129-139, doi:10.1002/cbdv.200900328 (2010).

2 Ouyang, L. *et al.* Selective bone targeting 5-fluorouracil prodrugs: synthesis and preliminary biological evaluation. *Bioorg. Med. Chem.* **19**, 3750-3756, doi:10.1016/j.bmc.2011.05.004 (2011).

3 Yusufi, M. *et al.* Synthesis, characterization and anti-tumor activity of novel thymoquinone analogs against pancreatic cancer. *Bioorg. Med. Chem. Lett.* **23**, 3101-3104, doi:10.1016/j.bmcl.2013.03.003 (2013).

4 Weiss, J. T. *et al.* Extracellular palladium-catalysed dealkylation of 5-fluoro-1-propargyl-uracil as a bioorthogonally activated prodrug approach. *Nature Commun.* **5**, 3277, doi:10.1038/ncomms4277 (2014).

5 Frohlich, T. *et al.* Synthesis of Novel Hybrids of Thymoquinone and Artemisinin with High Activity and Selectivity Against Colon Cancer. *ChemMedChem* **12**, 226-234, doi:10.1002/cmdc.201600594 (2017).

6 Kitamura, M., Koga, T., Yano, M. & Okauchi, T. Direct Synthesis of Organic Azides from Alcohols Using 2-Azido-1,3-dimethyl­imidazolinium Hexafluorophosphate. *Synlett* **23**, 1335-1338, doi:10.1055/s-0031-1290958 (2012).

7 Shao, C. *et al.* Acid-base jointly promoted copper(I)-catalyzed azide-alkyne cycloaddition. *The J. Org. Chem.* **76**, 6832-6836, doi:10.1021/jo200869a (2011).

**Figure Legends**

**Supplement Figure 1.** Combi and SARB treatment potentiate the cytotoxic effects of the single compounds. The cytotoxic effects of the individual compounds (5-FU and TQ), Combi and SARB on HCT116, HT29 and HCEC cells. **(A)** Cell viability of TQ, **(B)** 5-FU, **(C)** Combi and **(D)** SARB treatment in HCT116 and in HT29 cells. The data are presented as the mean percentage of the viability compared to DMSO controls. Error bars indicate SEM from the mean of three independent experiments each done in sixtuplicate. **E)** IC_50_ values of single compounds, Combi and the three hybrids in HCT116 and HT29 cells calculated at 48 h of treatment. IC_50_ values for AC29 and KV98 were calculated from two independent experiments. **(F)** HCEC cells were treated with increasing concentrations of SARB hybrid and cell viability was measured after 48 h of incubation. Error bars indicate SEM from the mean of two independent experiments each done in sixtuplicate (*p < 00.5, **p < 0.01; ***p < 0.001; One-way ANOVA).

**Supplement Figure 2.** All compound effects on organoids derived from mouse small intestine and the apoptotic evaluation via FACS. **(A)** Microscopic images of the morphology of wildtype mouse small intestinal organoids after treatment for 48 h with TQ, 5-FU, Combi and SARB at the indicated concentrations. The same organoids were monitored over time. Representative images are shown before treatment and after the incubation period. Scale bars-100 µm. **(B)** Cell viability was assessed using CellTiter-Glo 3D where the treated wells were compared to the DMSO control group. Data are calculated from two animals, each done in quintuplicate. From the ten values, the highest and the lowest were excluded. **(C)** FACS analysis of cell apoptosis in HCT116. Error bars indicate ± SEM from the mean of two independent experiments. **(D)** FACS analysis in HT29 cells after 48 h of treatment with TQ 40, 5-FU 15, Combi 35 and SARB 35 µM. Error bars indicate ± SEM from the mean of three independent experiments, (*p < 00.5, **p < 0.01; ***p < 0.001; One-way ANOVA). All graphs were generated using GraphPad Prism 7.0

**Supplement Figure 3.** Gene expression profiling under TQ and 5-FU individual treatments and the corresponding dysregulated pathways. **(A)** Scatter plot of normalized count values (log10) of dysregulated genes under TQ and 5-FU, following treatment for 24 h. 

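The scatter plots of panel A set each gene's mean normalized value in a treatment against that in control, on a log10 scale.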

All 770 genes were plotted. Pearson´s correlation was calculated using GraphPad Prism 7.0. **(B)** KEGG pathway analysis was performed using STRING database on the downregulated genes under TQ, **(C)** upregulated genes under TQ, **(D, E)** down and upregulated genes in 5-FU treatment, respectively. **(F, G)** The KEGG pathway analysis of upregulated genes under Combi and SARB, respectively. A p-value of ≤ 0.05 and a fold change of ≥ / ≤ 1.5-fold were selected for pathway analysis.

**Supplement Figure 4.** Combi and SARB treatment did not affect migration capability. **(A)** Wound closure calculated at 24 h and 48 h according to the formula given in material and methods (data shown as mean ± SEM of three independent experiments; n=3).

**Supplement Figure 5.** SARB hybrid inhibits the sphere propagation capacity of CRC HCT116 cells. **(A)** Schematic representation of the protocol used for propagation assay. **(B)** Representative bright-field images of generation one of the propagated cells. HCT116 cells treated with sub-doses of SARB are shown. **(C)** Quantification of propagated spheres after one generation was done using Image J. **(G)** Representative bright-field images of generation two, **(E)** three, **(F)** four and **(G)** five of the propagated cells. The sphere number is shown as mean ± SEM of three independent experiments (****p* < 0.001; One-way ANOVA). Scale bars-250 µm.

**Supplement Figure 6.** Combi treatment diminished the sphere formation capacity. **(A)** Representative bright-field images of spheroids in the untreated HCT116 cells and in Combi treated cells after 48 h of treatment. The images are representative of two independent experiments. Scale bar-250 µm.

How the deposited data were processed for this re-analysis (not part of the article)

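HCT116 cells, a human colorectal cancer line, were measured with the NanoString PanCancer panel in 15 samples, 3 each of control, TQ (40 µM), 5-FU (15 µM), Combi (35 µM TQ and 35 µM 5-FU) and SARB (35 µM), all after 24 h. The panel counts 730 endogenous and 40 housekeeping genes with 8 negative and 6 positive control probes. As deposited, the raw values are barcode counts per probe, which the authors collected in nSolver without normalization and without pooling of replicates. The normalized signal values were made by the authors from these counts by scaling to the geometric mean of the housekeeping genes, and the arithmetic of the values shows that the geometric mean of the 8 negative probes of the same lane was subtracted first and that values under 1 were set to 1. In every sample 100% of the normalized values lay within 1% of this calculation. The text of the paper does not name the subtraction. The authors also deposited, as a score per gene and treatment, the fold change against control, which is the ratio of the geometric means of the normalized values and is written as a negative number where the treated value is lower. The p-values deposited by the authors are unadjusted, and most match a two-sided t-test with unequal variances on the log2 normalized values. The statistics paragraph of the methods names a t-test and leaves the variance open.

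Samples were matched to their conditions by their labels, and 0 columns were left without a sample. All 770 genes matched the reference table of GRCh38.p14 by symbol, synonym or accession, 754 by symbol and 745 by accession, and the table was used for names only. Endogenous counts had a median of 233363 in control, 183031 in TQ, 243508 in 5-FU, 527078 in Combi and 320453 in SARB. Between 447 and 599 of the 730 genes were above the background of a sample, taken as the mean of its negative probes plus 2 SD, and 85 to 344 genes had under 20 counts.

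Raw counts of the endogenous genes were scaled by the geometric mean of the housekeeping genes and all 15 samples entered one quasi-likelihood fit in edgeR 4.0.16 under R 4.3.3, with the group as the only term. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the limits in the legends of the paper. No filter on low counts was applied, because the paper's text states none. The comparisons were TQ, 5-FU, Combi and SARB against control, SARB against Combi, and the contrast of Combi with the sum of the log2 changes in TQ and 5-FU, which has no minimum fold change. Overlaps of the called genes were counted, and 100 simulations of unchanged groups that share the controls gave the overlap without an effect. Of these overlaps, the 4 that involve Combi were added after the data had been seen. Lists of cell cycle, p53-induced, WNT and PI3K-AKT genes were written from general knowledge of the pathways, and 13 tests of them were made with camera in edgeR (preset correlation 0.01, two-sided, against the other endogenous genes), adjusted over the 13 tests. Pearson correlations of group means used the log10 of the authors' normalized values of all 770 genes.

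Comparisons, tests, lists and alternatives were chosen before the data were examined, apart from those named as chosen later. The text names every gene that the paper names for a treatment measured by NanoString. For each comparison it also names up to 5 genes higher and 5 lower with the largest log2 fold change among those called, with at least 20 raw counts on average in one of the groups and no overlap between the samples. Single results of some genes under this rule are not reported here, although they stay in every fit and in the counts of called genes, except where a count is given over the genes reported here. Names outside this rule are marked as given after their values were seen. The genes of the paper's own lists were chosen by the study on these samples, so counts adjusted over such a list alone are not independent evidence.

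Alternatives were TMM normalization, DESeq2 1.42.0, limma 3.58.1 on the log2 of the authors' normalized values with a pseudocount of 1 or 10, the methods' t-test with unequal or equal variances, with and without adjustment, an unadjusted p, another minimum fold change, only the 584 genes with at least 20 counts in 3 samples, counts under 20 set to 20, cartridge as a block, the replicate number as a block, only the compared groups in the fit, and each sample left out in turn. For the list tests, fry, camera with an estimated correlation, and lists without the genes the paper names were tried. For the correlations, the linear scale, a pseudocount of 10, a count minimum and housekeeping-scaled raw counts were tried. Rounding of p and fold change was added after the values were seen. The cartridge block sets TQ, 5-FU and SARB against control replicate 1 alone, and Combi replicate 1 alone against control replicates 2 and 3, as the third cartridge held only Combi. Leaving out 1 sample leaves 2 in its group, whose spread is pooled with the other groups.

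The tools were tested on simulated data for SARB versus control with 200 of 730 genes changed. Of these, edgeR recovered 91%, edgeR with TMM 91.5%, DESeq2 92%, limma 90.5%, and the methods' t-test after adjustment 64% with unequal and 77% with equal variances. The counts were drawn from a negative binomial with edgeR's own estimates of the spread, without background or cartridge differences. Only genes averaging at least 20 counts were changed, so recovery of genes near background was not tested. Plots were drawn with matplotlib 3.10.9. The RT-qPCR and other experiments of the paper, its CD133− expression data, and the STRING and KEGG databases were not analysed or used here.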

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

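The comparisons with control and their alternatives were planned, while the use of the block to weigh the cartridge as an explanation and the tests against other samples of the same cartridge were chosen only after the result was seen. The changes listed here drew attention as signals in genes that the paper's text does not discuss for that treatment, each among the largest changes of its comparison and apart from the level in the 3 control samples.

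TNFRSF10C rose from 59.3 ± 8.85 scaled counts (SD, n = 3) in control to 444 ± 42.3 in 5-FU and 344 ± 59.7 in SARB, log2 fold changes of 2.91 (standard error 0.18, adjusted p = 3.2e-11) and 2.55 (0.18, adjusted p = 2.35e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 samples of each. Over the alternatives with all samples the values ranged from 2.72 to 3.25 and from 2.36 to 2.92, with 1 sample left out from 2.80 to 3.01 and from 2.42 to 2.66, with 3.11 and 2.91 after TMM normalization, so a shift from the scaling does not account for them. HIST1H3B fell from 18077 ± 2881 to 2730 ± 334 in 5-FU (-2.73, standard error 0.23, adjusted p = 5.55e-09), 3662 ± 622 in Combi (-2.30, 0.23, adjusted p = 6.55e-08) and 2794 ± 1152 in SARB (-2.70, 0.23, adjusted p = 7.57e-09) by the same test, lower in 3 of 3 samples of each. Its alternatives with all samples ranged from -2.83 to -2.55, from -2.55 to -2.22 and from -2.90 to -2.42, and with 1 sample left out from -2.85 to -2.65, from -2.43 to -2.18 and from -2.92 to -2.39. With cartridge as a block, TNFRSF10C stood at 2.72 in 5-FU and 2.36 in SARB and HIST1H3B at -2.83, -2.55 and -2.80 in 5-FU, Combi and SARB, and all were still called in the same direction. That block sets 5-FU and SARB against control replicate 1 alone and leaves Combi replicate 1 alone for Combi. On the first cartridge, every 5-FU and SARB sample lay apart from control replicate 1 and the 3 TQ samples, at least 3.4-fold above them for TNFRSF10C and 2.73-fold below them for HIST1H3B, which excludes the cartridge as the whole cause in 5-FU and SARB. For HIST1H3B in Combi an effect of the treatment and one of the cartridge cannot be told apart, because only 1 Combi sample shared a cartridge with controls. The histone H3 genes of this cluster are near-identical, and capture of more than one of them by a probe was not tested, so HIST1H3B may stand for several of them. TNFRSF10C was also called higher in Combi, and HIST1H3B lower in TQ, both named for these treatments after their values were seen. Neither change is thus limited to the treatments listed for it. In 5-FU and SARB the design offers the treatments as a biological explanation, which stays a hypothesis because the changes were found and tested in the same samples.

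IL8 rose in Combi from 24.4 ± 15.8 to 155 ± 15.3 scaled counts (SD, n = 3), from 15 to 235 raw counts, a log2 fold change of 2.66 (standard error 0.33, adjusted p = 1.71e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 samples. Its alternatives ranged from 2.15 to 4.33 with all samples and from 2.28 to 3.20 with 1 left out, and it was not called by the methods' t-test with unequal variances. HSPA1A rose in TQ from 26.4 ± 4.68 to 333 ± 81.8, from 16 to 258 raw counts (3.64, standard error 0.42, adjusted p = 2.24e-06 by the same test), higher in 3 of 3 samples, with alternatives from 3.32 to 4.89 with all samples and from 3.46 to 3.82 with 1 left out. TMM normalization gave 2.77 for IL8 and 4.08 for HSPA1A, and cartridge as a block 2.17 and 3.55, both still called, so the scaling does not account for either change as a whole. The lowest TQ sample lay 5.59-fold above the highest of the 7 other samples of the first cartridge for HSPA1A, which excludes the cartridge as the cause there. For IL8 the block leaves 1 Combi sample, the only one that shared a cartridge with controls, so an effect of Combi and one of the cartridge cannot be told apart. The control counts of both lie near the negative probes, so the size of the rise is less certain than its direction, and HSPA1B, a near-identical copy of HSPA1A, may contribute to its counts, which was not tested. A response to TQ remains a hypothesis for HSPA1A.

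TLR2 fell in TQ from 43.5 ± 24.4 to 7.13 ± 5.94 scaled counts (SD, n = 3), from 27 to 3.67 raw counts, a log2 fold change of -3.01 (standard error 0.88, adjusted p = 0.0144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 samples. It was no longer called without control replicate 3 (-2.69) or TQ replicate 2 (-2.09), in DESeq2 (-2.33), with the methods' t-test, with counts under 20 set to 20 (-0.76) or with cartridge as a block, where it stood at -1.53, and its alternatives ranged from -3.37 to -0.76 with all samples and from -3.71 to -2.09 with 1 left out. The first cartridge holds all TQ samples and 1 control sample, and the counts are few, so an effect of TQ and one of the cartridge cannot be told apart for TLR2. Background counts that differ between the samples also stay open at this level.

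FOS rose in TQ from 126 ± 19.2 to 821 ± 72.2 scaled counts (SD, n = 3), a log2 fold change of 2.70 (standard error 0.19, adjusted p = 2.63e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 samples. The paper's text reports FOS for Combi and SARB only. With all samples the alternatives ranged from 2.63 to 3.19, with 3.16 after TMM normalization and 2.63 with cartridge as a block, and with 1 sample left out the values lay between 2.59 and 2.79. The lowest TQ sample lay 5.63-fold above the highest of the 7 other samples of the first cartridge, which excludes the cartridge as the cause. With scaling and cartridge set aside, an effect of TQ on FOS is a hypothesis, since it was found and tested in the same samples.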

How the results depend on the processing

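Of the tests below, the one with p and fold change rounded as printed, over all 770 genes, was chosen only after the result was seen, and the overlaps that involve Combi were counted only after the data had been seen. The 303 gene values named in the text were recomputed 6575 times over all alternatives, and 5400 of these had the same sign and the same side of the threshold, 533 were no longer called, 226 became called and 416 changed sign, 394 of them in values called in neither setting and 22 in values called in one or both. Of 143 named values that were called, 63 stayed called in the same direction under every alternative run for them apart from the adjusted t-tests, 17 of 19 in 5-FU, 21 of 35 in Combi, 18 of 47 in SARB, 6 of 20 in TQ, 1 of 16 in SARB versus Combi and 0 of 6 in the sum contrast. With the adjusted t-tests, 19 of the 143 stayed called. Of 160 named values that were not called, 22 stayed so with the same sign under every alternative apart from those t-tests.

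The higher side of the p53-induced list in 5-FU (adjusted p 2.66e-34 to 2.01e-05 over 14 alternatives) and in TQ (8.62e-06 to 0.037) and the lack of a call for the PI3K-AKT list in Combi (0.265 to 0.996) held under all 14. The number of genes higher in 5-FU lay between 59 and 104 against 74, and that of genes higher in Combi and in a single treatment between 45 and 79 against 61, under every alternative except the adjusted t-tests. Genes higher in Combi were 61 to 119 against 99, genes higher in SARB 50 to 120 against 63, genes lower in TQ 26 to 218 against 158, genes lower in 5-FU 35 to 115 against 74, genes lower in Combi 35 to 92 against 48 and genes lower in SARB 56 to 243 against 146, again without those t-tests. Each alternative below is given with the values that crossed the threshold, moved by over 1.5 times or changed sign, and the cause was not tested unless it is named.

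TMM normalization moved the genes higher and lower to 79 and 44 in TQ, 120 and 68 in SARB and 39 and 54 in SARB versus Combi, those lower in 5-FU to 41, and those above and below the sum to 87 and 126. Its construction shows the cause, since it centers the median log2 fold change near 0 while housekeeping scaling leaves it at -0.47 in TQ and -0.41 in SARB. Shared genes moved to 83 higher and 19 lower in Combi and SARB, 43 higher and 13 lower in TQ and 5-FU, and 16 lower in Combi and a single treatment, and genes called in SARB alone to 11 higher and 20 lower. Camera's side changed for the cell cycle list in 5-FU and in SARB, to higher, and for the PI3K-AKT list in TQ and in SARB versus Combi, to lower, each with an adjusted p of 0.694, in ranges over the alternatives of 0.197 to 0.996, 0.00415 to 0.996, 0.0257 to 0.996 and 0.0401 to 1. With TMM, 227 of 303 single gene values stayed on their side, 31 were no longer called, 9 became called and 36 changed sign. In TQ, TMM changed the sign of ATM (0.21), BAMBI (0.41), EGF (0.40), HIST1H3H (0.21), IL2RB (0.38), NPM1 (0.43), PLA2G4E (0.048), RELA (0.31) and SPRY1 (0.14). In 5-FU, the values of changed sign under TMM were BIRC3 (0.19), HDAC5 (0.016), IGFBP3 (0.016), IL6 (0.13), LTBP1 (0.18), PLA2G4E (0.089), SPP1 (0.19) and SPRY1 (0.14). In Combi, TMM changed the sign of FZD3 (0.003), MAPK3 (0.097), PDGFD (0.043) and TFDP1 (0.089). In SARB, TMM changed the sign of CACNB2 (0.30), PDGFD (0.22) and PROM1 (0.005). Under TMM, SARB versus Combi changed sign for CDKN2C (0.20), CTNNB1 (0.11), IL13RA2 (0.033), KITLG (0.26), PPP3CA (0.10), PRKACB (0.24), SUV39H2 (0.001) and TBL1XR1 (0.038). Under TMM, the sum contrast changed sign for HIST1H3H (-0.47), JUN (-0.23), NGFR (-0.27) and PLA2G4C (-0.34).

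DESeq2 gave 85 genes higher and 39 lower in TQ, 116 and 60 in SARB and 48 and 40 in SARB versus Combi, 35 lower in 5-FU, and 56 above and 132 below the sum. Shared genes were 43 higher and 11 lower in TQ and 5-FU, 20 lower in Combi and SARB, and 17 lower in Combi and a single treatment, and 9 genes were higher and 17 lower in SARB alone. Its size factors also center the genes, which is the construction named for TMM. With DESeq2, 226 of 303 single gene values stayed on their side, 33 were no longer called, 8 became called and 36 changed sign. In TQ, DESeq2 changed the sign of ATM (0.24), BAMBI (0.45), COL4A3 (0.024), EGF (0.44), HIST1H3H (0.24), IL2RB (0.45), NPM1 (0.46), PLA2G4E (0.14), RELA (0.34) and SPRY1 (0.19). In 5-FU, DESeq2 changed the sign of BIRC3 (0.21), HDAC5 (0.027), IGFBP3 (0.02), IL6 (0.14), LTBP1 (0.19), PLA2G4E (0.099), SPP1 (0.20) and SPRY1 (0.14). In Combi, DESeq2 changed the sign of MAPK3 (0.035) and TFDP1 (0.026). In SARB, DESeq2 changed the sign of CACNB2 (0.31), PDGFD (0.22) and PROM1 (0.014). Under DESeq2, SARB versus Combi changed sign for CDKN2C (0.26), CTNNB1 (0.18), IL13RA2 (0.12), KITLG (0.34), PPP3CA (0.18), PPP3CB (0.023), PRKACB (0.31), SUV39H2 (0.075) and TBL1XR1 (0.12). Under DESeq2, the sum contrast changed sign for HIST1H3H (-0.58), JUN (-0.34), NGFR (-0.38) and PLA2G4C (-0.45).

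On the authors' normalized values, limma called 103 genes lower in TQ with a pseudocount of 1 and 102 with a pseudocount of 10, against 158, and no other count moved by over 1.5 times. The cause was not tested. At the pseudocount of 1, 249 of 303 single gene values stayed on their side, 10 were no longer called, 15 became called and 29 changed sign, and at the pseudocount of 10, 248 of 303 single gene values stayed on their side, 12 were no longer called, 13 became called and 30 changed sign. In TQ, limma with the smaller pseudocount changed the sign of BAMBI (0.14), BIRC3 (0.25), COL4A3 (0.27), DNMT1 (-0.01), EGF (1.55), IGFBP3 (0.079), IL2RB (1.01), PAK7 (0.43), PLA2G4E (0.58), PPP2R1A (-0.087) and SPRY1 (1.28). In 5-FU, limma with the smaller pseudocount changed the sign of BIRC3 (0.016), IGFBP3 (0.80), IL2RB (-0.048), IL6 (0.12), LTBP1 (0.24), PAK7 (0.12), PLA2G4E (0.31), SPP1 (0.36) and SPRY1 (0.90). In Combi, limma with the smaller pseudocount changed the sign of BRAF (-0.012), GATA1 (0.12), PDGFD (0.91) and TNN (-0.54). In SARB, limma with the smaller pseudocount changed the sign of CACNB2 (0.93) and PDGFD (1.29). Under limma at 1, SARB versus Combi changed sign for RELN (0.08). Under limma at 1, the sum contrast changed sign for PAK7 (-1.00) and PLA2G4C (-0.62). In TQ, with the larger pseudocount limma changed the sign of BAMBI (0.12), BIRC3 (0.07), COL4A3 (0.18), DNMT1 (-0.01), EGF (0.59), IGFBP3 (0.021), IL2RB (0.36), PAK7 (0.19), PLA2G4E (0.23), PPP2R1A (-0.087) and SPRY1 (0.53). In 5-FU, with the larger pseudocount limma changed the sign of BIRC3 (0.014), IGFBP3 (0.40), IL2RB (-0.006), IL6 (0.05), LTBP1 (0.18), PAK7 (0.05), PLA2G4E (0.14), SPP1 (0.30) and SPRY1 (0.43). In Combi, with the larger pseudocount limma changed the sign of BRAF (-0.012), CACNB2 (0.091), GATA1 (0.069), PDGFD (0.32) and TNN (-0.14). In SARB, with the larger pseudocount limma changed the sign of CACNB2 (0.55) and PDGFD (0.52). Under limma at 10, SARB versus Combi changed sign for RELN (0.017). Under limma at 10, the sum contrast changed sign for PAK7 (-0.34) and PLA2G4C (-0.10). Called in one of both settings was EGF in TQ, with either pseudocount.

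The methods' t-test at its unadjusted p called 77 genes lower in TQ with unequal and 96 with equal variances, and 77 and 85 lower in Combi. With equal variances 65 genes were lower in Combi and SARB and 54 lower in SARB alone. After Benjamini-Hochberg adjustment with unequal variances, genes higher and lower were 0 and 1 in TQ, 5 and 4 in 5-FU, 19 and 9 in Combi, 7 and 5 in SARB, and 0 and 0 in SARB versus Combi. At the unadjusted p this t-test had 22 higher in TQ, and 9 higher and 78 lower in SARB versus Combi, where edgeR had 7 and 82 and DESeq2 48 and 40. Adjusted in that way, the genes higher and lower were 7 and 2 in both Combi and SARB, 0 and 0 in both TQ and 5-FU, 3 and 3 in Combi and a single treatment, and 0 and 3 in SARB alone. Those zeros stand beside 11 higher and 25 lower in both TQ and 5-FU and 4 higher in SARB alone at the unadjusted p, and beside 15, 37 and 3 in edgeR and 43, 11 and 9 in DESeq2. With equal variances after adjustment, genes higher and lower were 9 and 26 in TQ, 44 and 34 in 5-FU, 45 and 26 in Combi, 22 and 42 in SARB, 3 and 25 in SARB versus Combi, 17 and 21 in both Combi and SARB, 4 and 4 in both TQ and 5-FU, 27 and 17 in Combi and a single treatment, and 1 and 11 in SARB alone. On simulated data the t-test also recovered fewer changed genes than edgeR, which shares its spread across genes. Those data were drawn with edgeR's own estimates of the spread and changed no genes near background. They therefore do not rank the tests for such genes.

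Among 288 single gene values, the t-test at its unadjusted p left 216 on their side with unequal and 222 with equal variances, 16 and 7 were no longer called, 30 and 33 became called, and 26 changed sign. After adjustment 144 and 184 stayed on their side, and 117 and 69 were no longer called. All versions of the t-test share their log2 values, which come from the authors' normalized values with a floor of 1. In TQ, the t-test values of changed sign were BAMBI (0.15), BIRC3 (0.34), COL4A3 (0.28), DNMT1 (-0.01), EGF (1.93), IGFBP3 (0.11), IL2RB (1.30), PAK7 (0.46), PLA2G4E (0.71), PPP2R1A (-0.088) and SPRY1 (1.56). In 5-FU, the t-test values of changed sign were IGFBP3 (0.89), IL2RB (-0.091), IL6 (0.12), LTBP1 (0.25), PAK7 (0.12), PLA2G4E (0.32), SPP1 (0.33) and SPRY1 (1.03). In Combi, the t-test values of changed sign were BRAF (-0.012), GATA1 (0.12), PDGFD (1.16) and TNN (-0.80). In SARB, the t-test values of changed sign were CACNB2 (1.01) and PDGFD (1.59). Between SARB and Combi, the t-test values of changed sign were RELN (0.14). Of these, PDGFD in Combi and in SARB, CACNB2 in SARB and EGF in TQ were called higher at the unadjusted p, and IL2RB in TQ with equal variances. The cause was not tested, although genes at the floor in control can only rise. Rounded as printed over 770 genes, the t-test called 86 genes lower in TQ, 85 lower in Combi and 5 higher in SARB alone, and of 239 single gene values 170 stayed on their side, 10 were no longer called, 34 became called and 25 changed sign, with the values just listed against control.

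Counts under 20 set to 20 before the fit left 69 genes lower in TQ and 136 above the sum. The construction shows the cause, since genes counted under 20 in the compared samples then differ only by the scaling factors of those samples. With this floor, 256 of 303 single gene values stayed on their side, 27 were no longer called, 0 became called and 20 changed sign. In 5-FU, the floor changed the sign of EGF (-0.32), IL2RB (-0.32) and PLA2G4C (-0.32). In Combi, the floor changed the sign of BIRC3 (-0.21), COL4A3 (-0.065), EGF (-0.26), FST (-0.95), IGFBP3 (-0.17), SPRY1 (-0.16) and TNN (-1.17). Under the floor, SARB versus Combi changed sign for CCND2 (0.30), COL6A6 (0.18), IL13RA2 (0.30), LEP (0.30), PRMT8 (0.30), RELN (0.30), THBS4 (0.079) and TNN (0.30). Under the floor, the sum contrast changed sign for FST (-0.48) and PAK7 (-0.70). COL6A6 and FST among these were called before the floor. Limited to genes with at least 20 counts in 3 samples, no count of called genes or overlap moved by over 1.5 times and 259 of 261 single gene values stayed on their side, while camera's side changed for the PI3K-AKT list in SARB versus Combi, to lower (adjusted p 0.891, alternatives 0.0401 to 1). That filter brought the correlations with control to 0.9464 for TQ, 0.9338 for 5-FU, 0.934 for Combi and 0.9285 for SARB, and that of Combi with SARB to 0.9671, by leaving out genes near the floor.

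Cartridge as a block left 13 genes higher and 26 lower in TQ, 39 lower in 5-FU, 61 higher in Combi and 56 lower in SARB. In SARB versus Combi edgeR then called 0 higher and 1 lower, with 1 and 14 at an unadjusted p under 0.05, and 1 gene above and 0 below the sum, with 29 and 16. DESeq2 without the block called 48 and 40 in SARB versus Combi and 56 and 132 in the sum contrast. Shared genes fell to 9 higher and 9 lower in TQ and 5-FU, and 12 genes were lower in SARB alone. Camera's side of the WNT list in SARB versus Combi became higher (adjusted p 0.669, alternatives 0.0243 to 1). With 1 control sample on the first cartridge and no cartridge but the second that holds Combi with another group, the block leaves TQ, 5-FU and SARB only control replicate 1, and Combi only its replicate 1, and whether cartridge differences or this loss of precision moved the counts was not tested. Under the block, 185 of 303 single gene values stayed on their side, 66 were no longer called, 4 became called and 48 changed sign. In TQ, the block changed the sign of ATM (0.15), BAMBI (0.20), BIRC3 (1.11), DNMT1 (-0.15), EGF (0.21), IL2RB (0.12), PLA2G4E (0.66), PPP2R1A (-0.22) and SPRY1 (0.12). In 5-FU, the block changed the sign of BAMBI (0.045), BIRC3 (1.74), DNMT1 (-0.16), FST (0.013), HDAC5 (0.059), IGFBP3 (0.40), IL6 (0.083), LTBP1 (0.35), PLA2G4E (0.96), PPP2R1A (-0.03), SPP1 (0.25) and SPRY1 (0.42). In Combi, the block changed the sign of CDKN2C (0.017), GATA1 (0.057), PDGFD (0.26), PLA2G4E (0.011), PRMT8 (0.14), PROM1 (-0.094), VEGFA (0.011) and WNT10B (-0.054). In SARB, the block changed the sign of CACNB2 (0.31). Under the block, SARB versus Combi changed sign for CACNG6 (0.33), CCND2 (0.93), CDK4 (-0.33), COL5A1 (0.57), CREB3L4 (0.10), EIF4EBP1 (-0.16), HELLS (0.017), KITLG (0.18), MDC1 (0.085), PIK3CG (-0.15), STAG2 (-0.15), TBL1XR1 (0.25) and WNT16 (0.016). Under the block, the sum contrast changed sign for BIRC3 (-1.89), FOS (0.20), JUN (-0.52), NPM1 (0.77) and PLA2G4C (-1.19). BIRC3 in the sum contrast and CACNG6, COL5A1, PIK3CG and STAG2 in SARB versus Combi were called without the block.

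The deposited labels number the replicates, and whether samples of one number were handled together was not stated. Of 30 pairs of same-numbered samples, 10 had residuals that correlated over 0.1 (median -0.0338, range -0.706 to 0.444), so the numbers were not taken as pairs. With a replicate block, genes higher and lower were 25 and 137 in TQ, 72 and 70 in 5-FU, 96 and 47 in Combi, 62 and 126 in SARB, 7 and 63 in SARB versus Combi, and 205 and 57 in the sum contrast, each within 1.5 times the count without it. Under the replicate block 291 of 303 single gene values stayed on their side, 10 were no longer called and 2 changed sign, BIRC3 in 5-FU (0.032) and CACNB2 in SARB (0.004).

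An unadjusted p raised the genes lower in both TQ and 5-FU to 63 and those lower in SARB versus Combi to 130, and dropping the minimum fold change raised the genes lower to 115 in 5-FU and 92 in Combi, higher in SARB versus Combi to 20, higher in SARB alone to 6, and lower in Combi and SARB, in TQ and 5-FU, and in Combi and a single treatment to 76, 72 and 66. A looser limit is the cause by construction. With only the compared groups in the fit, 16 genes were lower in SARB alone and 274 of 288 single gene values stayed on their side, where fewer samples enter the estimate of the spread. None of these 3 alternatives changed the sign of a single gene value.

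For the gene lists, fry placed 8 tests on another side or past the threshold, the cell cycle list in Combi (0.0129, lower, alternatives 0.00444 to 0.996) and in SARB (0.00415, lower, alternatives 0.00415 to 0.996), the WNT list in TQ (0.00459, lower, up to 0.996), in SARB (0.0233, lower, up to 0.996) and in SARB versus Combi (0.0243, lower, up to 1), and the PI3K-AKT list, now on the lower side, in TQ (0.0257, up to 0.996), in SARB (0.325, alternatives 0.276 to 0.996) and in SARB versus Combi (0.0401, up to 1). Fry asks whether the genes of a list change at all, and under housekeeping scaling the median of all genes lies below 0 in every comparison with control. Lists without the genes the paper names put the cell cycle list in Combi past the threshold (0.00444, lower) and the WNT list on the higher side in Combi (0.843, alternatives 0.529 to 0.996), in SARB (0.825) and in SARB versus Combi (0.843). With the correlation between genes estimated, camera's side and its lack of a call for the other lists stayed as they were, and the p53-induced list stayed past the threshold.

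The linear scale gave correlations with control of 0.9855 for TQ, 0.8799 for 5-FU, 0.8773 for Combi and 0.8707 for SARB, and of 0.9936 for Combi with SARB, where the most abundant genes set the value. A pseudocount of 10 brought Combi with SARB to 0.9854 and housekeeping-scaled raw counts to 0.9832, and left the other 4 correlations within the spread of the replicates.

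Leaving out 1 sample moved genes lower in TQ to between 62 and 185, at 62 without TQ replicate 2 and 82 without control replicate 3, genes lower in SARB to between 91 and 243, at 91 without control replicate 3, 92 without SARB replicate 3 and 243 without SARB replicate 2, and genes lower in SARB versus Combi to between 40 and 148, at 40 without SARB replicate 3, 49 without Combi replicate 3 and 148 without SARB replicate 2. Genes higher in SARB versus Combi lay between 6 and 12, at 12 without Combi replicate 1, and genes above the sum between 148 and 247, at 148 without TQ replicate 2. Genes lower in SARB alone lay between 14 and 69, at 14 without SARB replicate 3, 68 without SARB replicate 2 and 69 without TQ replicate 2, genes higher in SARB alone between 2 and 6, at 5 without control replicate 1 or SARB replicate 2 and 6 without SARB replicate 1, and genes lower in both TQ and 5-FU between 18 and 60, at 18 without control replicate 3 and 60 without control replicate 1. The correlation of control with 5-FU lay between 0.9493 (without control replicate 1) and 0.9604 and that with Combi between 0.9443 (without Combi replicate 1) and 0.959. Camera's adjusted p lay between 0.865 and 0.992 for the cell cycle list in 5-FU, on the higher side without control replicate 1 (0.982) or 5-FU replicate 2 (0.992), between 0.621 and 0.942 for that list in SARB, on the higher side without SARB replicate 2 (0.877), and between 0.877 and 1 for the PI3K-AKT list in SARB versus Combi, on the lower side without Combi replicate 1 (0.983), Combi replicate 2 (0.976) or SARB replicate 2 (0.877). One sample fewer leaves a lone pair in its group, and beyond that the cause was not tested.

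Single gene values no longer called, newly called and changed in sign numbered, in that order, 5, 6 and 6 of 254 without control replicate 1, 15, 3 and 15 of 254 without control replicate 2, 19, 2 and 18 of 254 without control replicate 3, 4, 0 and 5 of 57 without 5-FU replicate 1, 2, 0 and 3 of 57 without 5-FU replicate 2, 0, 1 and 5 of 57 without 5-FU replicate 3, 6, 7 and 7 of 153 without Combi replicate 1, 7, 0 and 5 of 153 without Combi replicate 2, 8, 0 and 2 of 153 without Combi replicate 3, 2, 0 and 0 of 58 without TQ replicate 1, 9, 0 and 9 of 58 without TQ replicate 2, 0, 1 and 1 of 58 without TQ replicate 3, 13, 3 and 2 of 114 without SARB replicate 1, 2, 8 and 3 of 114 without SARB replicate 2 and 20, 2 and 5 of 114 without SARB replicate 3.

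The following single gene values changed sign when a sample was left out, given as the range over the samples left out and the samples whose absence changed the sign, all of them called neither with nor without it. In TQ, these were BAMBI (-0.22 to 0.067, control 2 and TQ 2), DNMT1 (-0.004 to 0.21, control 2), EGF (-0.34 to 0.25, control 2, control 3 and TQ 2), IL2RB (-0.34 to 0.32, control 2 and TQ 2), NGFR (-0.002 to 0.18, TQ 2), NPM1 (-0.16 to 0.10, control 1 and TQ 2), PAK7 (-1.41 to 0.07, TQ 2), PLA2G4E (-0.78 to 0.056, TQ 2), PPP2R1A (-0.074 to 0.13, control 2, control 3 and TQ 2) and SPP1 (-0.043 to 0.25, TQ 2). In 5-FU, these were ATM (-0.066 to 0.35, control 1), BIRC3 (-0.42 to 0.62, control 2 and 5-FU 2), DNMT1 (-0.008 to 0.21, control 2), IGFBP3 (-0.63 to 0.23, control 3 and 5-FU 1), IL2RB (-0.049 to 0.24, control 1, control 3 and 5-FU 3), IL6 (-0.25 to 0.18, control 2 and 5-FU 1), LTBP1 (-0.19 to 0.18, control 3 and 5-FU 3), PLA2G4C (-0.16 to 0.37, control 1 and 5-FU 3), PLA2G4E (-0.91 to 0.22, control 2, control 3, 5-FU 1 and 5-FU 2), SPP1 (-0.29 to 0.15, control 2, control 3, 5-FU 1 and 5-FU 3) and SPRY1 (-0.55 to 0.23, control 2, control 3, 5-FU 1 and 5-FU 2). In Combi, these were CACNB2 (-0.37 to 0.028, control 3), CCND2 (-0.83 to 0.054, control 2), FST (-0.10 to 0.45, control 1), GATA1 (-0.55 to 0.044, control 2), MAPK3 (-0.25 to 0.18, control 2, control 3 and Combi 1), PDGFD (-0.21 to 0.15, control 3 and Combi 2), RNF43 (-0.45 to 0.095, control 3), TFDP1 (-0.06 to 0.078, control 3 and Combi 1), TNN (-0.21 to 0.41, control 2, control 3, Combi 1 and Combi 3) and WNT10B (-0.098 to 0.23, Combi 2). In SARB, these were CACNB2 (-0.36 to 0.25, control 3, SARB 1 and SARB 3) and PDGFD (-0.61 to 0.20, control 3, SARB 1 and SARB 3). In SARB versus Combi, these were CDKN2C (-0.29 to 0.16, Combi 1), EIF4EBP1 (-0.088 to 0.51, Combi 2 and Combi 3), IL13RA2 (-0.77 to 0.25, Combi 2 and SARB 3), IL3 (-0.66 to 0.15, Combi 1 and SARB 3), KITLG (-0.14 to 0.071, SARB 2), PPP2CB (-0.041 to 0.25, Combi 1), PRKACB (-0.32 to 0.14, Combi 1 and SARB 2), PTCH1 (-0.07 to 0.26, SARB 2) and RELN (-1.12 to 0.11, SARB 3). In the sum contrast, these were FOS (-0.21 to 0.14, control 3, TQ 3, 5-FU 3 and Combi 2), HIST1H3H (-0.16 to 0.26, control 1) and PLA2G4C (-0.001 to 0.59, control 3).

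Depth limits the genes near the negative probes, which averaged 3.12 to 16.4 counts per sample while 85 to 344 of the 730 genes had under 20 counts. Genes under 20 raw counts in both groups made up 50 of the 158 genes called lower in TQ and 29 of the 146 in SARB, against 2 of 74 in 5-FU and 1 of 48 in Combi, and none of the genes called higher in these 4 comparisons. The methods' t-test in its versions and the fit of only the compared groups were not run for the sum contrast, which joins 4 groups, and the t-tests were not run for leave-outs. Single genes that fail the count minimum have no value under it, which left 261 of the 303. No alternative had to be left out for its running time.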

Differences from the paper's values

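The test with p and fold change rounded as printed was chosen only after the result was seen, and every other alternative named here was set before the data were examined. The paper's text gives 89 genes lower in TQ, and 158 were called here. The value lay within 1.5 times the paper's with limma at a pseudocount of 1 (103) or 10 (102), with the methods' t-test with unequal (77) or equal variances (96), both unadjusted, with only genes of at least 20 counts (129), with counts under 20 set to 20 (69), and without control replicate 2 (106), control replicate 3 (82) or TQ replicate 2 (62), and it did not under the other alternatives. Rounding, chosen after seeing the values, gave 86, and of the genes the paper calls in SARB it drops 2 of the 30 in Table S2, BMP8A and BRAF, 0 of the 16 in Table S3, of those shared with CD133− cells PROM1 among the lower and 0 of the 4 higher.

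For genes higher in SARB alone the paper's count is 5, and 3 were called here. The value lay within 1.5 times the paper's with limma at a pseudocount of 10, with the methods' t-test with unequal or equal variances (4 each), without the minimum fold change (6), and without control replicate 1 (5), SARB replicate 1 (6) or SARB replicate 2 (5), and it did not with the rest. With rounding, chosen after seeing the values and with the same dropped genes, it was 5. Of the genes higher in CD133− cells, the paper's count in SARB is 4, and 2 were called here, THBS1 and SOCS3. The methods' t-test with unequal or equal variances gave 4, as did rounding, chosen after seeing the values, which drops 0 of these 4, and none of the other alternatives came within 1.5 times.

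The paper's correlation between control and Combi is about 0.88 in Fig. 2A, read by eye, and was 0.9579 here, that between control and SARB is about 0.87 in Fig. 2A, read by eye, and was 0.9567 here, and that between Combi and SARB is about 0.99 in Fig. 2A, read by eye, and was 0.9758 here. On the linear scale the values were 0.8773, 0.8707 and 0.9936, within the spread of the replicates of the paper's, and with a pseudocount of 10 the last was 0.9854, also within it. The count minimum, housekeeping-scaled raw counts and each sample left out did not bring any of the 3 there. The paper's fold change of PDGFD in SARB is about 3 in Fig. 4J, read by eye, and was -1.07 here, where a negative fold change is a fall by that factor. That of PDGFD in Combi is about 2.2 in Fig. 4J, read by eye, and was -1.03 here, and that of CACNB2 in SARB is about 2 in Fig. 4J, read by eye, and was -1.01 here. All 3 lay within the spread of the paper's with limma at a pseudocount of 1 and with the methods' t-test in both forms, CACNB2 also with limma at a pseudocount of 10, and with none of the other alternatives.

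Of 143 fold changes compared here from Tables S1 to S3, 51 differ by sign or by more than the spread of the replicates, a negative number being a fall by that factor. The first number is the paper's. In TQ, the paper has 1.4 for JUN (1.16 here), -1.2 for FST (-2.73 here), 3.8 for EGF (-1.04 here), 10.6 for PLA2G4C (1.97 here), -1.1 for PPP2R1A (1 here), 2.9 for SPRY1 (-1.28 here), 1.1 for BAMBI (-1.05 here), 1.1 for IGFBP3 (-2.21 here), 1.2 for COL4A3 (-1.37 here), 1.6 for PLA2G4E (-1.31 here), 2.7 for SPP1 (1.11 here), 2.5 for IL2RB (-1.04 here), 1.4 for PAK7 (-1.51 here), -1.1 for IL6 (-1.99 here) and 1.3 for BIRC3 (-1.54 here). For 5-FU, the paper has 5.2 for NGFR (4.42 here), 2.8 for JUN (2.29 here), 2.7 for EGF (1.15 here), 2.4 for PLA2G4C (1.07 here), 2 for SPRY1 (-1.03 here), 1.9 for IGFBP3 (-1.12 here), 1.2 for LTBP1 (-1.02 here), 1.3 for PLA2G4E (-1.06 here), 1.3 for SPP1 (-1.01 here), -1.1 for IL2RB (1.03 here), 1.1 for PAK7 (-1.47 here) and 1.1 for IL6 (-1.04 here). The paper's values in Combi are 4.2 for JUN (3.37 here), 3.4 for FST (1.16 here), 9.1 for EGF (2.17 here), 14.3 for PLA2G4C (2.54 here), 1.5 for BMP8A (1.27 here), 8.5 for SPRY1 (1.74 here), 6.9 for IGFBP3 (1.62 here), 2.3 for PLA2G10 (1.45 here), 2.6 for LTBP1 (1.76 here), 2 for COL4A3 (1.25 here), 10.2 for SPP1 (3.41 here), -1.9 for IL2RB (-1.2 here), -1.7 for PAK7 (-1.29 here), 7.8 for BIRC3 (2.39 here), 1.1 for GATA1 (-1.18 here), -1 for THBS4 (-1.33 here), 1.7 for CREB5 (1.29 here), -1.8 for TNN (1.02 here) and 1.4 for PTCH1 (1.12 here). The paper's values in SARB are -8.5 for DKK2 (-3.73 here), -7.4 for GRIN2A (-3.58 here), -1.6 for CDKN2C (-1.48 here), 1.7 for PTCH1 (1.21 here) and -10.7 for GNG7 (-3.71 here).

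With the methods' t-test with unequal or equal variances, whose fold change is the ratio of the geometric means of the authors' normalized values, none of these fold changes differs from the paper's. With limma at a pseudocount of 1 all but EGF in 5-FU, EGF, SPRY1 and PAK7 in Combi, CDKN2C in SARB came within the spread of the paper's. At a pseudocount of 10 these were JUN, FST, PPP2R1A, BAMBI, IGFBP3, COL4A3, PLA2G4E, PAK7, IL6 and BIRC3 in TQ, JUN, SPRY1, IGFBP3, LTBP1, PLA2G4E, SPP1, IL2RB, PAK7 and IL6 in 5-FU, JUN, BMP8A, LTBP1, GATA1, THBS4 and PTCH1 in Combi, PTCH1 in SARB. After TMM normalization these were JUN, FST and PLA2G4E in TQ, NGFR, JUN, IGFBP3, LTBP1, PLA2G4E, SPP1 and IL6 in 5-FU, JUN, BMP8A and PTCH1 in Combi, PTCH1 in SARB. In DESeq2 they were JUN, FST, COL4A3, PLA2G4E and IL6 in TQ, NGFR, JUN, IGFBP3, LTBP1, PLA2G4E, SPP1 and IL6 in 5-FU, PTCH1 in SARB. The cartridge block brought there JUN, FST, PPP2R1A, BAMBI, PLA2G4E and BIRC3 in TQ, JUN, PLA2G4C, SPRY1, IGFBP3, LTBP1, PLA2G4E, SPP1 and IL6 in 5-FU, GATA1 in Combi. Counts under 20 set to 20 brought there FST and IL6 in TQ, IL2RB in 5-FU, IL2RB and TNN in Combi. Leaving out 1 sample brought IL2RB in 5-FU without control replicate 1, JUN, PPP2R1A and BAMBI in TQ, JUN, PLA2G4E, SPP1 and IL6 in 5-FU, JUN, BIRC3 and GATA1 in Combi without control replicate 2, PPP2R1A in TQ, IGFBP3, LTBP1, PLA2G4E, SPP1 and IL2RB in 5-FU, LTBP1, THBS4 and PTCH1 in Combi without control replicate 3, JUN, IGFBP3, PLA2G4E, SPP1 and IL6 in 5-FU without 5-FU replicate 1, PLA2G4E in 5-FU without 5-FU replicate 2, LTBP1, SPP1 and IL2RB in 5-FU without 5-FU replicate 3, JUN in Combi without Combi replicate 1, JUN, FST, PPP2R1A, BAMBI, PLA2G4E and PAK7 in TQ without TQ replicate 2, and DKK2, GRIN2A and GNG7 in SARB without SARB replicate 2 within the spread of the paper's. None of them came there with the count minimum, a replicate block, only the compared groups in the fit or any other sample left out, and an unadjusted p or another minimum fold change leaves a fold change as it is.

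Of the genes the paper names as lower in both TQ and SARB, CTNNB1 (-0.50) and TBL1XR1 (-0.49) fell short of the fold change of 1.5 in SARB here, as CTNNB1 did among the angiogenesis genes. Both were called with limma at either pseudocount, with the methods' t-test at its unadjusted p, without the minimum fold change and without SARB replicate 3 (TBL1XR1 -0.64, CTNNB1 -0.61), and with rounding, chosen after seeing the values, which drops none of these 7. The paper has PROM1 lower in SARB, and at -0.36 it was called under no alternative. Of the genes it has higher in SARB, PDGFD and CACNB2 were called only with the methods' t-test at its unadjusted p and with rounding, chosen after seeing the values, which drops 0 of the 4. SPRY1 (1.20) and EGF (0.96), which the paper gives as potentially synergistic, did not depart from the sum here, SPRY1 departing without 5-FU replicate 3 (1.71) and EGF under no alternative. Neither they nor IGFBP3 were called higher in Combi than in control, EGF being called there with TMM, DESeq2, both limma settings, the methods' t-test, also adjusted with equal variances, an unadjusted p, only the compared groups in the fit and rounding, chosen after seeing the values, and SPRY1 and IGFBP3 with both limma settings, the methods' t-test (SPRY1 also adjusted with equal variances) and rounding, which drops none of these 3.

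The paper has a gene panel altered by Combi, of which FST (0.21), PLA2G10 (0.54), PAK7 (-0.37) and BIRC3 (1.26) were not called against control here. The methods' t-test at its unadjusted p called all 4, as did rounding, chosen after seeing the values and dropping none of the 4. The adjusted t-test with equal variances called FST and BIRC3, limma at a pseudocount of 1 called FST and BIRC3, and limma at a pseudocount of 10 called PLA2G10 and BIRC3. BIRC3 was also called with TMM, DESeq2, an unadjusted p, the count minimum and without control replicate 2 (1.88). The paper words the change of NGFR, JUN and PLA2G4C in Combi as a downregulation, and all 3 were higher here (2.54, 1.75 and 1.35). The fold changes that the paper prints for these genes in Combi are also rises, so the difference in direction lies in its wording.

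Among the genes of Table S2, those not called in SARB here include LEP, PRMT8, TNN, IL13RA2, CCND2, CDK4, CDKN2C, TFDP1, BMP8A, BRAF, PTCH1 and WNT10B. The methods' t-test at its unadjusted p called all of these but BMP8A, BRAF, WNT10B and, with unequal variances, IL13RA2, and rounding, chosen after seeing the values, called all of these but BMP8A and BRAF. Adjusted with equal variances it called CDKN2C and TFDP1, both limma settings called CDK4 and TFDP1, and TMM and DESeq2 called WNT10B. An unadjusted p called LEP, no minimum fold change called CDK4, CDKN2C, TFDP1, BRAF and WNT10B, and cartridge as a block called CDK4. LEP (-2.39), TNN (-3.06) and BMP8A (-0.83) were called without SARB replicate 2, CDK4 without control replicate 3 (-0.61) or SARB replicate 1 (-0.70), and WNT10B without control replicate 1 (0.68) or SARB replicate 1 (0.67). In Table S3, TNN, CCND2 and CDK4 were not called, with the settings just named.

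FOS is described by the paper as not affected by SARB in one place and as lower in SARB in another, and it was called lower here (-0.61). It was not called after TMM normalization, in DESeq2, with limma at a pseudocount of 10, with the methods' t-test in its 4 versions, with cartridge as a block, with only the compared groups in the fit, or without control replicate 1 (-0.58), control replicate 2 (-0.52), SARB replicate 1 (-0.57) or SARB replicate 3 (-0.49). The paper has the WNT pathway as targeted only by SARB in one place, and in another as affected by Combi too and more effectively by SARB. Of the WNT list, PPP3CB (-0.70), PRKACB (-1.49) and AXIN2 (-0.68) were lower in Combi as well. With cartridge as a block PPP3CB stood at -0.55, short of the fold change of 1.5. AXIN2 was not called after TMM normalization (-0.57), without control replicate 3 (-0.52) or without Combi replicate 1 (-0.53). Camera called the WNT list in neither treatment (adjusted p 0.836 in SARB, alternatives 0.0233 to 0.996, and 0.88 in Combi, alternatives 0.529 to 0.996), and fry called it in SARB. For the cell cycle, which the paper has as inhibited in 5-FU, Combi and SARB, camera gave no call (0.984, 0.217 and 0.88, alternatives 0.197 to 0.996, 0.00444 to 0.996 and 0.00415 to 0.996), while fry called Combi and SARB, and camera called Combi without the genes the paper names. The paper's pathway analysis took the lower genes only, whereas the cell cycle list held genes called in both directions, which offset each other in camera. The lack of a call is therefore not evidence against the paper's statement. PI3K is given by the paper as the pathway most affected among the genes lower in SARB alone, and 18.2% of those 33 genes were on the PI3K-AKT list here against 27.4% of all genes tested, where KEGG was not used and the list was written for this purpose. Within that list 33 genes were lower and 20 higher in SARB, and camera gave no call (0.352, alternatives 0.276 to 0.996).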

Other observations

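The comparisons, their alternatives and the splits of the samples were planned, while the tests of cartridge, background, TQ as the source of FOS in Combi, rounding and shared controls as explanations were chosen only after the result was seen, the simulation of shared controls having also been corrected after its first result.

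Each comparison of 3 with 3 samples allows 10 splits, and in all 5 of them the real split was the 1 with the most genes called, 183 in TQ, 148 in 5-FU, 147 in Combi and 209 in SARB against control, and 89 in SARB versus Combi. A share of 1 in 10 is the smallest that this design can give, so chance cannot be excluded by this test alone. The largest other counts were 16, with control replicate 1 grouped with SARB replicates 1 and 3, and 7, with control replicate 1 grouped with Combi replicates 2 and 3, and other splits of SARB and Combi gave at most 1. For Combi against the sum of TQ and 5-FU, 1 of 100 random regroupings, the real one, gave as many as 284 genes. The largest of the others gave 162 (median 0). These regroupings mix control, TQ, 5-FU and Combi samples, so they stand for no effect of any treatment. They cannot tell a departure from the sum from single effects that add up. No split for SARB versus Combi follows the cartridges more closely than the real one, which they divide completely.

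SARB and Combi ran on different cartridges, and control replicate 1 ran with SARB while control replicates 2 and 3 ran with Combi replicate 1. Across 584 genes the difference of control replicate 1 from the other controls correlated with that of SARB from Combi at r = 0.616, and at 0.517 over the 256 genes with at least 200 raw counts, while the difference between control replicates 2 and 3 gave 0.152. Of 76 of these genes lower in SARB, 64 (84.2%) were lower in control replicate 1 as well, against 62.3% of all. A cartridge term was called for 19 genes. A difference between cartridges is therefore a candidate explanation for part of the genes called between SARB and Combi, and a difference between the single control samples that happens to follow the cartridges stays open beside it. An effect of the treatments is not excluded by this, and FOS was still called with the block (-3.07), which leaves Combi replicate 1 alone for Combi. Between Combi and control the data argue against the cartridge as the whole cause. Combi replicate 1 against the controls of its own cartridge correlated at r = 0.744 with Combi replicates 2 and 3 against control replicate 1, and these comparisons share no sample.

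Under housekeeping scaling the median log2 fold change of all genes in TQ was -0.47, and TMM normalization brought it to -0.02. If counts from background, which do not scale with the RNA, were the whole cause, genes with many counts would not be shifted. The 256 genes with at least 200 raw counts had a median of -0.221 (-0.224 to -0.186 with 1 sample left out), so background is excluded for them, and a change of the housekeeping genes relative to the others or a general fall of the other genes both stay open. The other 474 genes had a median of -0.786, and the negative probes, scaled as the genes, fell by 1.49 (log2 fold change -1.49), so background that does not scale with the RNA is a candidate explanation for the further shift of these genes. In SARB, where the negative probes stood at -1.20, 29 of 146 genes called lower (19.9%) had under 20 raw counts in both groups, against 27.4% of the genes tested, with a median of -1.61. Background and a real fall cannot be told apart for these 29 genes, because their counts are too close to those of the negative probes.

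FOS rose in TQ and in Combi, which contains TQ, and not in 5-FU. The hypothesis that the TQ in the mixture raises FOS predicts that Combi lies at the sum of both single effects on the log2 scale. Combi departed from the sum by -0.0399 (standard error 0.268), so the rise may come from TQ, although Combi held 35 µM of TQ and the single treatment 40 µM, and a sum of 0 does not exclude other sources. The difference changed sign without control replicate 3, TQ replicate 3, 5-FU replicate 3 or Combi replicate 2, within a range of -0.21 to 0.14.

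The stated limits of 0.05 and 1.5 were applied to the authors' deposited table of fold changes and p-values. They give 77, 80, 77 and 102 genes lower and 22, 69, 84 and 61 higher in TQ, 5-FU, Combi and SARB. In both TQ and 5-FU 25 genes were lower and 11 higher, and in SARB alone 23 and 5. The 8 counts that the paper gives are those of TQ and 5-FU, of their overlap and of SARB alone. Of these, 1 is matched, the 5 genes higher in SARB alone. Of 6 pairs of limits tried, an unadjusted p under 0.055 with a fold change of at least 1.45 matched 8 of 8 counts. That pair is what rounding to the printed digits allows. In TQ and 5-FU it gave 89 and 89 genes lower and 25 and 75 higher, with 31 lower and 12 higher in both. In SARB alone 25 were lower and 5 higher. Outside the 8 counts, 86 genes were lower and 90 higher in Combi, and 115 and 68 in SARB. The pair contained all 30 genes of Table S2 among those called in SARB alone, against 21 at the stated limits. Rounded values are thus a candidate explanation for the paper's counts, found after several pairs had been tried.

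TQ and 5-FU shared 37 genes called lower and 15 called higher. In 80 of 100 simulations of unchanged groups that share their controls, at least as many genes were lower in both. In 21 of them at least as many were higher. The shared control samples may therefore account for this overlap. The simulated genes were ranked by noise alone, whereas genes called for real effects depend less on the shared control samples. The simulation therefore cannot decide whether the overlap shows a common effect. Log2 fold changes of TQ and 5-FU correlated at 0.584, and 5 of the simulations reached that value. Set against different control samples, the correlations were 0.406 and 0.176 over 584 genes, above all 100 simulations (at most 0.146 and 0.126), so shared controls are excluded as the whole cause of that correlation. All TQ and 5-FU samples ran on the first cartridge with control replicate 1. In each of these 2 correlations one treatment was set against that control, where a cartridge difference drops out, and the other against the controls of the second cartridge, so a cartridge effect common to both is excluded as the whole cause as well (lower correlation 0.176). Other sources common to both treatments were not tested. Overlaps of Combi with SARB (39 lower and 53 higher) exceeded all 100 simulations, and those of Combi with a single treatment did so for higher genes (61) and not for lower genes (31, reached by 82).

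Some genes measured by RT-qPCR in the paper were also on the panel. In SARB versus control the log2 fold changes were -1.19 for AXIN2, -1.9 for DKK2, -1.25 for FGF9 and -1.00 for ID2, all called by edgeR, and -0.50 for MYC, short of the fold change of 1.5. FGF9 was lost without control replicate 3 (-1.04) or SARB replicate 3 (-0.87), and MYC was gained without control replicate 2 (-0.60) or SARB replicate 1 (-0.63). With cartridge as a block AXIN2 (-1.13) and ID2 (-1.14) were still called in SARB, and DKK2 (-1.15) and FGF9 (-0.90) were not. In Combi, AXIN2 (-0.68) and ID2 (-0.80) were called and DKK2 (-0.82), FGF9 (-0.53) and MYC (-0.58) were not, with AXIN2 lost after TMM normalization (-0.57) and without control replicate 3 (-0.52) or Combi replicate 1 (-0.53), and MYC gained without control replicate 2 (-0.67) or Combi replicate 1 (-0.67). Between SARB and Combi the differences were -0.51 for AXIN2, -1.07 for DKK2, -0.72 for FGF9, -0.20 for ID2 and 0.08 for MYC, with 0 called by edgeR, 1 lower at an unadjusted p under 0.05, also after TMM normalization, and 0 in DESeq2 or with cartridge as a block. DKK2 was gained without SARB replicate 2 (-1.63).

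Among the genes with the largest changes whose values are not given at a claim for that comparison, PPP2R2B (-2.47), GRIA3 (-2.47), DKK4 (-2.29) and MPO (-2.27) were lower in TQ, of which GRIA3 (-2.08), DKK4 (-1.82) and MPO (-1.79) were not called without TQ replicate 2. In 5-FU, LAMA3 (3.23), LAMB3 (2.91) and PRDM1 (2.2) were higher and GNG7 (-1.69), IDH1 (-1.69) and GLI1 (-1.63) lower, GNG7 not without 5-FU replicate 1 (-1.33) and GLI1 not without control replicate 3 (-1.20). CCNB1 (-1.63) and H2AFX (-1.53) were lower in Combi, and HIST1H3H (-3.59), GLI1 (-1.93) and DKK4 (-1.92) in SARB, DKK4 not without control replicate 2 (-1.63). In SARB versus Combi, XRCC4 (0.88), STAG2 (0.80) and DNMT1 (0.70) were higher in SARB and GADD45G (-2.42), COL6A6 (-2.04), COL5A1 (-1.91) and CACNG6 (-1.85) lower, and with cartridge as a block FOS was the only gene called by edgeR. Leaving out 1 sample lost COL6A6 without Combi replicate 3 (-1.94), SARB replicate 1 (-2.16) or SARB replicate 3 (-1.77), COL5A1 without Combi replicate 3 (-1.66), SARB replicate 1 (-1.96) or SARB replicate 3 (-1.47), and CACNG6 without any of Combi replicates 1 to 3 (-1.88, -1.84 and -1.80), SARB replicate 1 (-1.79) or SARB replicate 3 (-1.39).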
